# Microcurrent stimulation induces cell death in p53-mutant and 5-FU-resistant breast cancer

**DOI:** 10.1016/j.jbc.2025.110414

**Published:** 2025-06-24

**Authors:** Tomohito Tanihara, Yuya Yoshida, Takashi Ogino, Yuma Terada, Fumiaki Tsurusaki, Keika Hamasaki, Kaita Otsuki, Kohei Fukuoka, Kosuke Oyama, Akito Tsuruta, Kengo Hamamura, Kouta Mayanagi, Satoru Koyanagi, Yuichi Murakami, Mayumi Ono, Michihiko Kuwano, Shigehiro Ohdo, Naoya Matsunaga

**Keywords:** 5-fluorouracil, chemoresistance, MDA-MB-231 cells, p53, microcurrent, breast cancer, cell death, flow cytometry, apoptosis, reactive oxygen species (ROS)

## Abstract

5-Fluorouracil (5-FU) is a commonly used chemotherapeutic agent for breast cancer. Its efficacy relies on the function of p53, and mutations in p53 contribute to the development of resistance during 5-FU chemotherapy. Here, we report that microcurrent stimulation (MCS) of a p53-mutant breast cancer cell line induces p53-mediated cell death. Although MDA-MB-231 and MDA-MB-468 cells, both human breast cancer cell lines, are less sensitive to 5-FU due to p53 mutations, MCS (300 **μ**A for 30 min) induced apoptosis in these cells and improved the antitumor effect of 5-FU in tumor-bearing mice. MCS-induced apoptosis was mediated by an increase in intracellular Cu^2+^ ions and reactive oxygen species, along with the concurrent transcriptional enhancement of pro-apoptotic genes by p53. Furthermore, MCS induced apoptosis in MDA-MB-231 cells that had developed resistance to 5-FU and inhibited tumor growth in tumor-bearing mice with reduced 5-FU sensitivity. These findings suggest that an approach involving MCS could serve as a foundation for developing breast cancer treatment strategies to overcome p53 mutations.

Breast cancer is the most common carcinoma affecting women. Advances in diagnostics and treatment approaches have substantially increased the 5-year survival rate for patients, contributing to a favorable prognosis. Chemotherapy remains a major treatment option, particularly for first-episode and many recurrent breast cancers, and is employed in multiple-drug combinations, including anthracyclines, taxanes, and fluorouracil (FU) (1, 2). 5-FU and its prodrugs are commonly used in breast cancer chemotherapy; they exert their antitumor effects through various mechanisms, including the inhibition of thymidylate synthase and the misincorporation of 5-FU metabolites into RNA and DNA (3). However, the development of drug resistance during chemotherapy is often observed, which limits the clinical applicability of 5-FU.

The tumor suppressor gene p53 is a transcription factor that regulates critical biological processes. Known as the “guardian of the genome,” p53 responds to stresses such as DNA damage and inhibits tumorigenesis by inducing cell death, including apoptosis (4). Therefore, p53 plays a central role in the efficacy of many anticancer drugs, with 5-FU being highly dependent on p53 for its cytotoxic activity (5, 6, 7). However, mutations in the p53 gene have been observed in various cancer types, with missense mutations found in approximately 70% of cases with breast cancer (8). The most common p53 mutations are missense mutations, primarily occurring in the DNA-binding or tetramer domains of the p53 gene, which leads to a decrease in p53 transcriptional activity (9). These mutations prevent the induction of cell death in cancer cells in response to anticancer drugs (10). Additionally, p53 mutants are known to possess gain-of-function (GOF) activity, contributing to the proliferative and metastatic potential and stemness of cancer cells by interacting with various factors (11, 12, 13). Therefore, the induction of p53 by anticancer agents such as 5-FU presents a double-edged sword in chemotherapy for breast cancer, highlighting the need for therapies that can overcome p53 mutations.

Cancer is rarely treated *via* systemic therapy with anticancer agents alone. In most cases, local therapy is combined with anticancer agents for optimal treatment outcomes. While radiation has long been used as a form of local therapy, an alternating electric field device called OPTUNE was recently approved by the FDA, representing a potential alternative. OPTUNE treatment is employed for the treatment of glioblastoma, enhancing the effects of chemotherapy by providing electric field stimulation (200 kHz) for several hours a day in parallel with temozolomide administration (14). However, this treatment strategy puts a significant burden on the patient's quality of life, in addition to adverse effects on the brain. Electrical stimulation that does not exceed the *in vivo* potential change (∼500 μA) caused by neurotransmission is called microcurrent stimulation (MCS), which exerts minimal effects on membrane potential and generation of thermal energy. MCS is therefore a non-invasive, pain-free, and safe stimulation condition. Moreover, MCS can produce effects such as pain relief and wound healing after several minutes of stimulation (15, 16), leading to its use in sports medicine with a proven track record in human use. However, the molecular mechanisms through which MCS influences cells remain elusive, and its effects on tumors are unknown.

The purpose of this study was to understand the effect of 5-FU, an anticancer drug that strongly induces p53, on the properties of breast cancer cells with p53 mutations and to establish an effective therapeutic strategy. Human breast cancers with mutations in p53 showed a poor response to 5-FU; in particular, in MDA-MB-231 cells, the administration of 5-FU contributed to tumor growth. However, treating MDA-MB-231 cells with MCS under previously identified conditions (17) led to apoptosis through the transcriptional activation of p53. Additionally, the transcriptional activation of mutant p53 by MCS sensitized the cells to 5-FU, enhancing its ability to induce apoptosis. This combined effect resulted in a marked antitumor response, inhibiting 5-FU-derived tumor growth. Our findings highlight the potential risks of existing 5-FU-containing breast cancer regimens and underscore the potential of combining MCS with chemotherapy as a therapeutic strategy for breast cancer.

## Results

### MCS enhances antitumor effects of 5-FU in MDA-MB-231 cells

5-FU depends on p53 to exert its cytotoxic effects (4, 5, 6). We first measured the IC_50_ and p53 transcriptional function in response to 5-FU exposure in three human breast cancer cell lines with different p53 statuses: MCF-7 (WT-p53), MDA-MB-231 (R280K mut-p53), and MDA-MB-468 (R273H mut-p53) (18). MDA-MB-231 and MDA-MB-468 exhibited higher IC_50_ values than MCF-7, which expresses wild-type p53 (Fig. 1*A*). We also evaluated the protein levels of p53 and p53 phosphorylated at Ser15, the initiator of stabilization and transcriptional activation (19, 20) upon 5-FU exposure in these cells.

**Figure 1:**
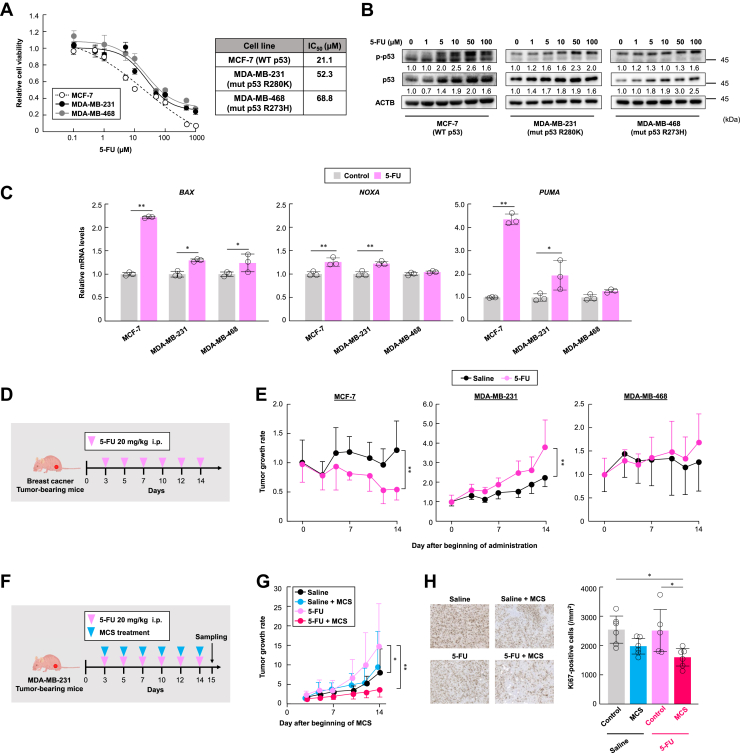
**MCS improves resistance to 5-FU in cells and enhances antitumor effects in MDA-MB-231 cells.***A*, cell viability of MCF-7, MDA-MB-231, and MDA-MB-468 cells exposed to 5-FU. Cells were treated with 5-FU at concentrations ranging from 0 to 1000 μM for 72 h. The *right panel* shows the IC_50_ values for each cell line, with the 5-FU untreated group set at 1.0. Values are presented as the mean ± S.D. (n = 4). *B*, protein levels of p53 and phosphorylated p53 (p-p53) after treatment with 5-FU at concentrations ranging from 0 to 100 μM for 48 h in MCF-7, MDA-MB-231, and MDA-MB-468 cells. The value of the 5-FU untreated group is set at 1.0. The uncropped image of p53 and p-p53 proteins in the cells is illustrated in Figure S13*A*. *C*, mRNA levels of p53 target pro-apoptotic genes *BAX, NOXA,* and *PUMA* after treatment with 5-FU at a concentration of 10 μM for 48 h in MCF-7, MDA-MB-231, and MDA-MB-468 cells. The value of the 5-FU untreated group is set at 1.0. Values are presented as the mean ± S.D. (n = 3). ∗*p* < 0.05, ∗∗*p* < 0.01 (ANOVA with a Tukey–Kramer *post hoc* test). *D*, schematic experimental procedure for treating breast cancer transplanted mice with 5-FU alone for 2 weeks 5-FU (20 mg/kg/mouse) was administered intraperitoneally to tumor-bearing mice three times a week. The image of the nude mouse is from TogoTV (©2016 DBCLS TogoTV, CC-BY-4.0 https://creativecommons.org/licenses/by/4.0/deed.ja). *E*, influence of 5-FU treatment on tumor growth rate in MCF-7, MDA-MB-231, and MDA-MB-468-transplanted mice. All breast cancer cells were subcutaneously inoculated into the fat pads of mice. Tumor volume of day 0 is set at 1.0. Values are presented as the mean ± S.D. (n = 6–8). ∗∗*p* < 0.01 indicates significant differences between the groups (*F*_11,78_ = 13.527, *p* < 0.001 for 4T1; *F*_11,72_ = 3.833, *p* < 0.001 for MCF-7; *F*_11,66_ = 11.73, *p* < 0.001; ANOVA with a Tukey–Kramer *post hoc* test). *F*, schematic of the experimental procedure for treating MDA-MB-231 transplanted mice with a combination of MCS and 5-FU for 2 weeks 5-FU (20 mg/kg/mouse) was administered intraperitoneally to tumor-bearing mice three times a week. MCS treatment was performed after 5-FU administration. *G*, influence of combined MCS and 5-FU treatment on tumor growth rate in MDA-MB-231-transplanted mice. (Saline: n = 8, Saline + MCS: n = 6, 5-FU: n = 8, 5-FU + MCS: n = 8). MDA-MB-231 cells were subcutaneously inoculated into the fat pads of mice. Tumor volume of day 0 is set at 1.0. Values are presented as the mean ± S.D. (n = 6–8). ∗∗*p* < 0.01 and ∗*p* < 0.05 indicate significant differences between the groups (*F*_*23,156*_ = 4.514, *p <* 0.001; ANOVA with a Tukey–Kramer *post hoc* test). *H*, immunohistochemical staining of Ki-67 in MDA-MB-231 tumors. Ki-67 signals were visualized using 3,3′-diaminobenzidine (*brown*), and nuclei were stained with hematoxylin (*blue*). Values are presented as the mean ± S.D. (n = 5, 6). ∗*p* < 0.05 indicates a significant difference between the groups (*F*_*3,19*_ = 4.735, *p =* 0.012; ANOVA with a Tukey–Kramer *post hoc* test).

The increase in p53 and phosphorylated p53 at Ser15 (p-p53) was strongly induced in MCF-7 cells, even at concentrations of 5 to 10 μM of 5-FU, while no comparable increase was observed in MDA-MB-231 and MDA-MB-468 cells (Fig. 1*B*). Moreover, the mRNA expression of *BAX* and *PUMA*, except for *NOXA*, two pro-apoptotic genes transcriptionally regulated by p53, was significantly increased by exposure to 10 μM 5-FU in MCF-7 cells (Fig. 1*C*). These results suggest that the activation and stabilization of p53 through phosphorylation, sufficient to induce cell death, are crucial for 5-FU to exert its cytotoxic effect in breast cancer cells.

We next evaluated the sensitivity of these breast cancer cells to 5-FU *in vivo*. Treatment of mice with 5-FU (20 mg/kg) resulted in tumor shrinkage only in MCF-7 tumors, whereas in MDA-MB-231 tumors, tumor growth was observed inversely (Fig. 1, *D* and *E*). Therefore, we evaluated the combined effect of 5-FU (20 mg/kg) and MCS (300 μA, 30 min) on tumors transplanted with MDA-MB-231 cells (Fig. 1*F*). While 5-FU alone had no antitumor effect, the combination of 5-FU and MCS exhibited a strong antitumor effect (Fig. 1*G*). Additionally, Ki-67 staining, an indicator of cancer cell proliferation, was lowest in tumors treated with 5-FU and MCS (Fig. 1*H*). Thus, although 5-FU exhibited poor efficacy against breast cancer cells with p53 mutations, the combination of 5-FU and MCS has a strong antitumor effect against these cells.

### MCS induces mutant p53 activation by stimulating the influx of metal ions

Since MCS enhanced the antitumor effect of 5-FU on MDA-MB-231, we hypothesized that MCS affected the p53 pathway, a target of the cell-killing effect of 5-FU. To confirm this hypothesis, we first evaluated cell viability and p53 and p-p53 expression following MCS treatment in MDA-MB-231 cells and the non-neoplastic mammary cell line, MCF-10A. Reduced cell viability and increased p-p53 protein were observed only in MCS-treated MDA-MB-231 cells (Fig. 2, *A* and *B*). Weak current stimulation (μA level) induces various biological responses *via* the intracellular influx of metal ions (21, 22). Inductively coupled plasma mass spectrometry (ICP-MS) was performed to measure changes in the balance of metal ions inside MCF-10A and MDA-MB-231 cells. MCS slightly increased the intracellular concentrations of calcium (Ca), ferric (Fe), and copper (Cu) ions in MCF-10A cells (Fig. 2*C*). However, in MDA-MB-231 cells, MCS increased various intracellular metal ions, especially divalent metal ions such as manganese (Mn), Fe, and Cu (Fig. 2*C*). Therefore, we evaluated the effect of MCS by adding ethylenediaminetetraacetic acid (EDTA), a chelating agent for divalent metal ions, to the culture medium. EDTA suppressed the increase in intracellular metal ions induced by MCS in MDA-MB-231 cells (Fig. 2*D*). Additionally, Ca^2+^, Mg^2+^, Mn^2+^, Fe^2+^, and Cu^2+^ were added to the culture medium, and cell survival rates after MCS treatment were evaluated (Fig. S1*A*). These results suggest that the cell proliferation inhibitory effect of MCS was enhanced only in cells treated with Cu^2+^ ions (Fig. 2*E*). The addition of Cu^2+^ ions also increased the levels of p-p53 protein induced by MCS (Fig. 2*F*). Exposure to EDTA, a chelator of divalent metal ions, or tetra thiomolybdate (TTM), a specific chelator of Cu^2+^ ions, consistently abolished the MCS-induced increase in p-p53 and the inhibitory effect on cell proliferation (Figs. S2, *A* and *B* and S3, *A* and *B*). Furthermore, the effect of MCS was eliminated when SLC11A2, a transporter that directly takes up Cu^2+^ ions (23), was knocked out (Fig. S4*A*). These results suggest that MCS induces p53 phosphorylation *via* the influx of Cu^2+^ ions.

**Figure 2:**
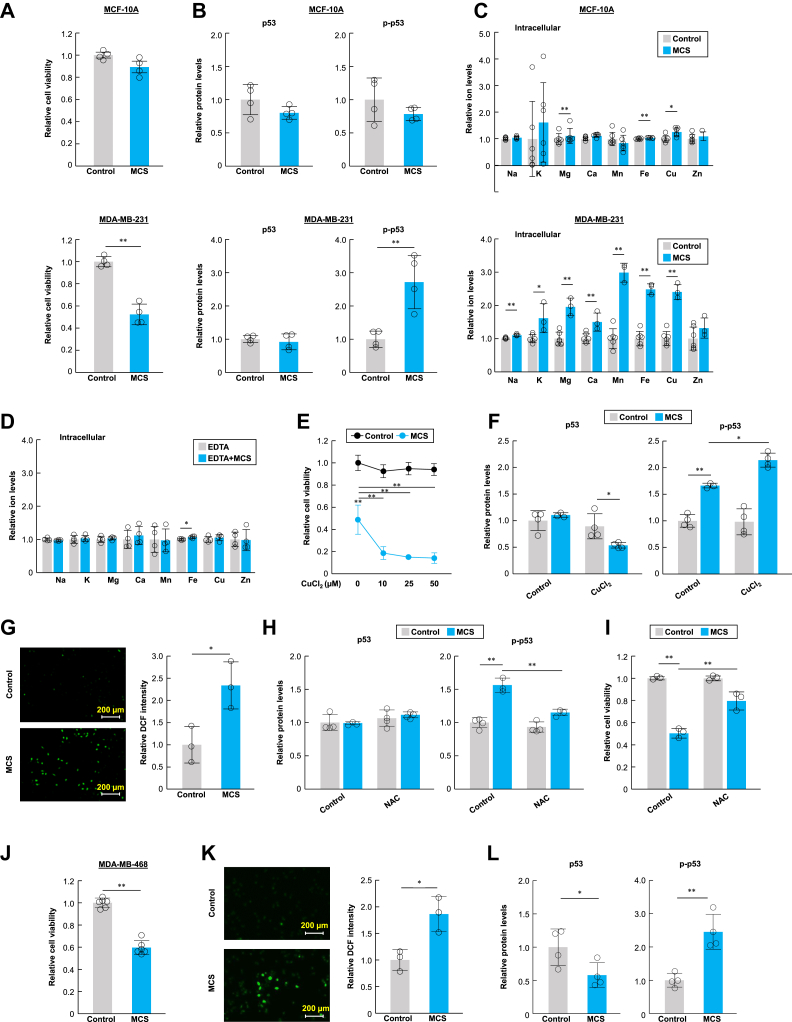
**MCS induces apoptosis *via* activation of mutant p53 in MDA-MB-231 cells.***A*, effect of MCS treatment on MCF-10A and MDA-MB-231 cell viability. Cell viability was assessed 48 h after MCS treatment. The value of the non-MCS-treated group was set at 1.0. Values are presented as the mean ± S.D. (n = 4). ∗∗*p* < 0.01 indicates significant differences between two groups (*t*_*6*_ = 9.157 for MDA-MB-231; *t*_*6*_ = 10.092 for MDA-MB-468; Student’s *t* test). *B*, the protein levels of p53 and p-p53 in MCF-10A and MDA-MB-231 cells. The value of the non-MCS-treated group is set at 1.0. Values are presented as the mean ± S.D. (n = 4). ∗∗*p* < 0.01 indicates a significant difference between the two groups (*t*_*6*_ = 4.098 for p-p53; Student’s *t* test). *C*, effect of MCS treatment on the intracellular concentrations of metal ions in MCF-10A and MDA-MB-231 cells. The value of non-MCS-treated group is set at 1.0. Values are presented as the mean ± S.D. (n = 3–6). ∗*p* < 0.05 and ∗∗*p* < 0.01 indicate significant differences from each control (MCF-10A: Intracellular; *t*_*10*_ = 3.323 for Ca; *t*_*10*_ = 4.374 for Fe; *t*_*10*_ = 3.192 for Cu. MDA-MB-231: Intracellular; *t*_*7*_ = 6.157 for Na; *t*_*7*_ = 3.429 for K; *t*_*7*_ = 6.250 for Mg; *t*_*7*_ = 3.726 for Ca; *t*_*7*_ = 9.594 for Mn; *t*_*7*_ = 10.317 for Fe; *t*_*7*_ = 9.197 for Cu; Student’s *t* test). *D*, influence of the metal chelator EDTA (1 mM) on the MCS-induced upregulation of intracellular metal ions in MDA-MB-231 cells. The value of non-MCS-treated group is set at 1.0.Values are presented as the mean ± S.D. (n = 4). ∗*p* < 0.05 indicates a significant difference between the two groups (*t*_*6*_ = 3.623 for Fe; Student’s *t* test). *E*, influence of Cu^2+^ addition to the culture medium on the inhibition of MCS-induced cell proliferation in MDA-MB-231 cells. Cell viability was assessed 48 h after MCS treatment in the presence of CuCl_2_, with the non-MCS-treated group set at a value of 1.0. Values are presented as the mean ± S.D. (n = 3). ∗∗*p* < 0.01 indicates significant differences between the two groups (*F*_*4,10*_ = 73.535, *p* < 0.001; ANOVA with a Tukey–Kramer *post hoc* test). *F*, influence of Cu^2+^ (25 μM) addition to the culture medium on the protein levels of p-p53 in MDA-MB-231 cells. The non-MCS-treated without Cu^2+^ addition group is set at a value of 1.0. Values are presented as the mean ± S.D. (n = 3–4). ∗∗*p* < 0.01 indicates a significant difference between the groups (*F*_*3,12*_ = 23.885, *p* < 0.001 for p-p53; ANOVA with a Tukey–Kramer *post hoc* test). *G*, the intracellular ROS levels in MDA-MB-231 cells at 30 min after MCS. The value of the non-MCS-treated group is set at 1.0. Values are presented as the mean ± S.D. (n = 3). ∗*p* < 0.05 indicates a significant difference between the two groups (*t*_*4*_ = 3.449; Student’s *t* test). *H*, influence of N-acetylcysteine (NAC; 5 mM) on the protein levels of p53 and p-p53 in MDA-MB-231 cells. The non-MCS-treated without NAC is set to a value of 1.0. Values are presented as the mean ± S.D. (n = 3–4). ∗∗*p* < 0.01 indicates a significant difference between the groups (*F*_*3,10*_ = 41.657, *p* < 0.001 for p-p53; ANOVA with a Tukey–Kramer *post hoc* test). *I*, influence of NAC (5 mM) on MCS-induced inhibition of cell proliferation. Cell viability was assessed 48 h after MCS treatment in the presence of NAC. The non-MCS-treated without NAC is set to a value of 1.0. Values are presented as the mean ± S.D. (n = 3). ∗∗*p* < 0.01 indicates a significant difference between the two groups (*F*_*3,8*_ = 72.645, *p* < 0.001; ANOVA with a Tukey–Kramer *post hoc* test). *J*, effect of MCS treatment on MDA-MB-468 cell viability. Cell viability was assessed 48 h after MCS treatment. The value of the non-MCS-treated group was set at 1.0. Values are presented as the mean ± S.D. (n = 6). ∗∗*p* < 0.01 indicates significant differences between the two groups (*t*_*6*_ = 10.092; Student’s *t* test). *K*, the intracellular ROS levels in MDA-MB-468 cells at 30 min after MCS. The value of the non-MCS-treated group is set at 1.0. Values are presented as the mean ± S.D. (n = 3). ∗*p* < 0.05 indicates a significant difference between the two groups (*t*_*4*_ = 3.904; Student’s *t* test). *L*, the protein levels of p53 and p-p53 in MDA-MB-468 cells. The value of the non-MCS-treated group is set at 1.0. Values are presented as the mean ± S.D. (n = 4). ∗∗*p* < 0.01 and ∗*p* < 0.05 indicate significant differences between the two groups (*t*_*6*_ = 2.548 for p53; *t*_*6*_ = 5.161 for p-p53; Student’s *t* test).

Excessive Cu^2+^ ion influx into cells induces reactive oxygen species (ROS) accumulation *via* the Fenton reaction, which triggers DNA damage and subsequent p53-dependent apoptosis (24, 25, 26, 27, 28). We measured ROS production in MDA-MB-231 cells treated with MCS and observed increased intracellular ROS (Fig. 2*G*). Furthermore, N-acetylcysteine, a ROS scavenger, attenuated the increase in p-p53 and inhibited cell proliferation without causing Cu^2+^ ion influx into the cells (Figs. 2, *H* and *I*, and S5). These results suggest that MCS-induced ROS accumulation and the subsequent p53-dependent apoptosis are downstream effects of Cu^2+^ ion influx.

MCS also exhibited an inhibitory effect on cell proliferation in MDA-MB-468 cells (Fig. 2*J*), leading to ROS accumulation and an increase in p-p53 levels in MDA-MB-468 cells (Fig. 2, *K* and *L*). These results suggest that the cell death induction mechanism mediated by MCS is similar in both MDA-MB-231 and MDA-MB-468 cells.

### MCS induces apoptosis *via* p53 transcriptional activation

p53 regulates the expression of various genes; however, the missense mutation of p53 in MDA-MB-231 cells reduces p53 binding to DNA, suppressing the transcription of target genes (29). 

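MDA-MB-231, a triple-negative human breast cancer cell line with mutant p53, was profiled by RNA-seq with 1 control library and 1 MCS library. The stimulated cells received 300 μA at 400 Hz for 30 min, and RNA was collected 24 h after MCS. Control cells had the same electrodes and connections without current. The same series holds 1 control and 1 MCS library of MCF-7, a luminal, estrogen receptor-positive breast cancer cell line with wild-type p53, whose time after MCS is not given in the sources used here. Libraries were prepared from total RNA after ribosomal RNA depletion with a kit that keeps the strand, and were sequenced from both ends on a DNBSEQ instrument. For RNA extraction, the methods name a ReliaPrep kit and the sample labels name TRIzol followed by an SV column kit. The authors trimmed the reads with Trimmomatic, estimated the reads of each gene with RSEM and Bowtie 2, and deposited normalized values scaled with edgeR for 17830 genes. Every deposited value was a whole number of reads within 0.01 read once divided by the value of 1 read in its library, which held for 100% of 71320 values. The reads recovered this way summed to 12352754 in the MDA-MB-231 control library, 10887551 in the MDA-MB-231 MCS library, 9223485 in the MCF-7 control library and 9562766 in the MCF-7 MCS library. One read gave a value of 0.0834 in the deepest library and 0.105 in the MCF-7 MCS library. The precursor of ribosomal RNA, RNA45S5, was the most abundant gene and took 6.41% and 5.98% of the MDA-MB-231 reads. No mitochondrially encoded gene is listed, so none is reported. For each gene, the log2 ratio of the MCS value plus 1 to the control value plus 1 was taken, among the genes with a value of at least 1 in at least 1 of the libraries of the line. Genes are called 2-fold higher or lower on this scale, and ratios printed for genes are plain ratios of the values, which are larger in size at low values. Gene lists were compared with 10000 random lists of the same size drawn from genes of similar expression. The paper states for all experiments that they were performed at least in triplicate, whereas the deposited RNA-seq data hold 1 library per condition. The ratios therefore compare 2 libraries without replicates, and no p-value is given for a single line. The 95% intervals given with ratios are exact binomial intervals of the reads and cover counting error only.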

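Target genes of p53 lay slightly higher in the MCS library of MDA-MB-231 cells, and none of them differed by 2-fold or more on the log2 scale with 1 added. Of 44 measured p53 targets, 30 had a log2 ratio above 0 and 14 a ratio below 0. Their median log2 ratio was 0.16 (0.26 after centring on reference genes), higher than 99.97% of the random lists, of which the central 95% ran from -0.09 to 0.09. Other lists of this line also lay outside that range of their random lists. The small structured RNAs, for example, had a median of 0.30, above 99.96%. Such a percentile is therefore not particular to p53 targets. On the log2 scale with 1 added, the highest was GADD45A, a growth arrest and DNA damage gene. Its value was 30.8 in the control and 60.7 in the MCS library, 1.97 times the control value (95% counting interval 1.73 to 2.24). SERPINE1, which encodes plasminogen activator inhibitor, followed at 1.86 (1.76 to 1.96) times the control value, and the stress gene TP53INP1 at 1.73 (1.31 to 2.29). CCNG1, which encodes cyclin G, was the lowest on the log2 scale with 1 added, at 0.586 (0.527 to 0.651) times the control value. The cell cycle inhibitor gene CDKN1A, picked after its value was seen, stood at 1.56 (1.37 to 1.78) times the control value.
Among 33 pro-apoptotic genes, 19 had a log2 ratio above 0, 14 a ratio below 0, and none differed by 2-fold on that scale. Their median of 0.06, which was 0.16 after centring on reference genes, exceeded 82.4% of the random lists. PMAIP1 (NOXA), on chromosome 18 from 59899948 to 59904306 of GRCh38, had a value of 46.4 in the control and 72.2 in the MCS library, a ratio of 1.56 (1.39 to 1.74). BBC3 (PUMA), on chromosome 19 from 47220822 to 47232766, was at a low level of 3.00 and 4.84, a ratio of 1.61 (1.033 to 2.54). BAX, on chromosome 19 from 48954815 to 48961798, had values of 64.7 and 67.6, and its ratio of 1.05 (0.944 to 1.16) did not differ from 1 at this depth. BNIP3, a mitochondrial cell death gene that hypoxia also induces, was at 0.592 (0.551 to 0.636) times the control value, and the death receptor gene FAS at 0.507 (0.283 to 0.878). BMF, at a low level, had a plain ratio of 2.03 (0.926 to 4.68). The 12 anti-apoptotic genes divided evenly, 6 above 0 and 6 below, with a median of -0.03 that was 0.06 after centring on reference genes. Their survivin gene BIRC5 was at 0.728 (0.672 to 0.789) times the control value, BCL2L1 at 0.772 (0.735 to 0.811) and BCL2 at 0.775 (0.654 to 0.916), whereas BIRC3 was at 1.28 (1.08 to 1.51). TP53 itself, on chromosome 17 from 7661779 to 7687550, was at 0.881 (0.823 to 0.943) times the control value. The executioner caspase genes CASP3 and CASP7 had ratios of 1.07 (0.939 to 1.21) and 1.07 (0.927 to 1.23).

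**Figure D1:**
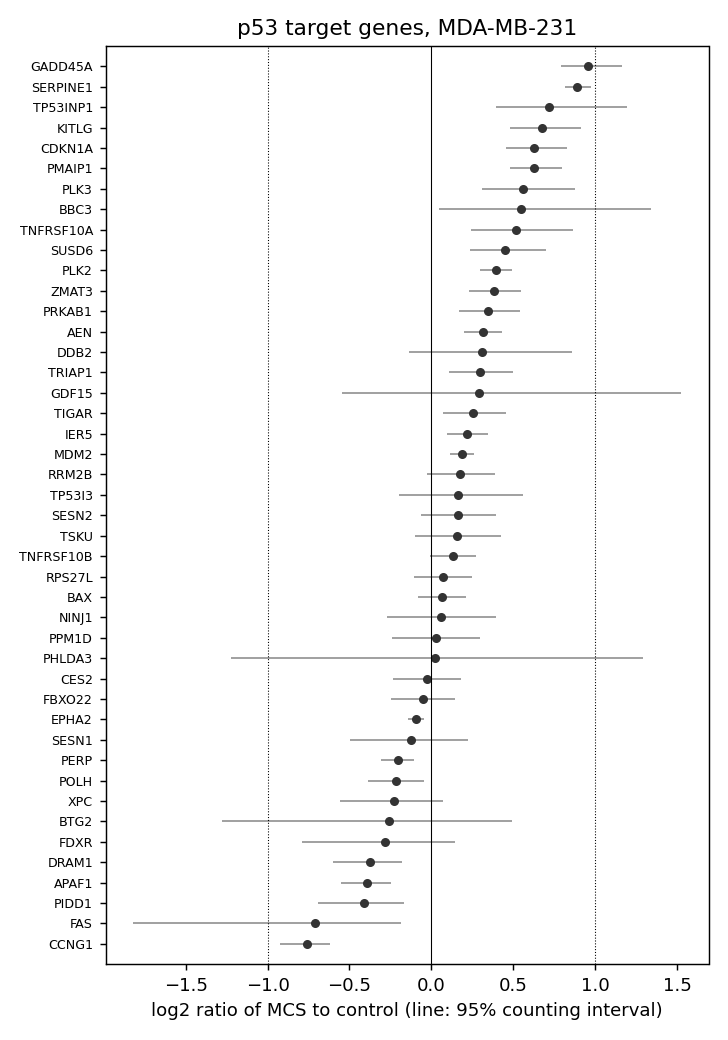
Log2 ratio of the MCS to the control value plus 1 for the 44 measured p53 target genes in MDA-MB-231 cells (points, 1 library per condition), with the 95% counting interval of the plain ratio (lines). All points lie between the dotted lines that mark 2-fold, from -0.76 for CCNG1 to 0.96 for GADD45A.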

We performed RNA-seq on MDA-MB-231 cells treated with MCS to evaluate the biological processes contributing to the transcription of genes promoted by p53 and found that MCS may induce apoptosis *via* p53 in MDA-MB-231 cells (Fig. 3*A*). Next, we measured the expression of *BAX, NOXA*, and *PUMA* after MCS treatment in MCF-10A and MDA-MB-231 cells. All pro-apoptotic genes were increased following MCS treatment only in MDA-MB-231 cells (Fig. 3, *B* and *C*). Additionally, we evaluated the effect of MCS on cell apoptosis in MCF-10A and MDA-MB-231 cells and found that MCS increased caspase activity and the number of apoptotic cells in MDA-MB-231 cells (Fig. 3, *D* and *E*). We performed chromatin immunoprecipitation (ChIP) on MCS-treated MDA-MB-231 cells to determine the amount of p53 binding to the promoter regions of *BAX, NOXA*, and *PUMA* (Fig. 3*F*) and observed an increase in p53 binding to p53 binding sequences on the promoter of all three genes following MCS treatment (Fig. 3*G*). In addition, luciferase reporter vectors containing the *BAX* promoter region were created, and the luciferase activity following MCS treatment was assessed in MDA-MB-231 cells. The results suggest a p53-binding sequence-dependent increase in luciferase activity by MCS (Fig. 3*H*), and the effect of MCS was attenuated by the knockdown of the p53 gene (Fig. 3*I*).

**Figure 3:**
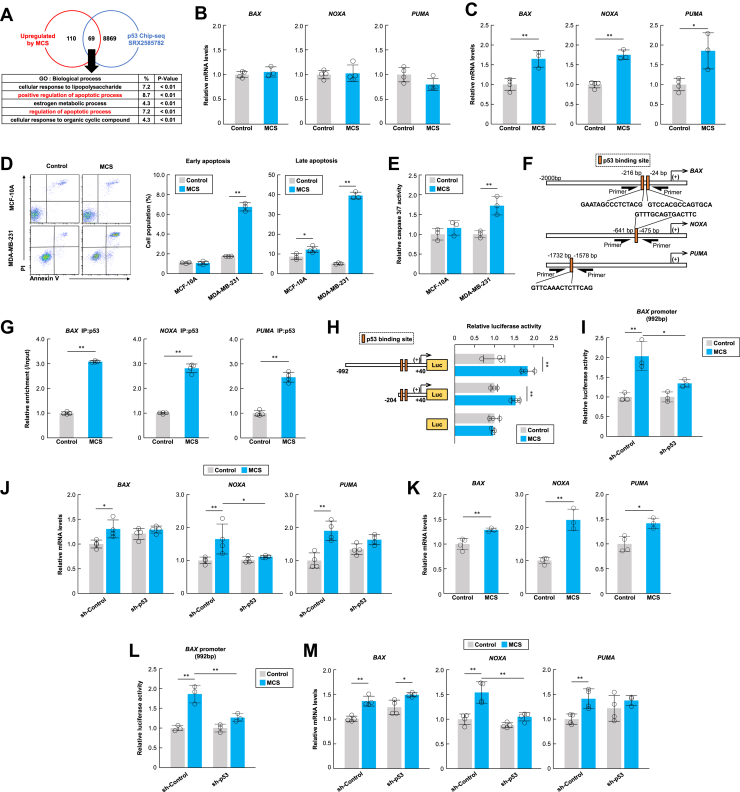
**MCS enhances apoptosis induction by 5-FU in MDA-MB-231 cells.***A*, functional analysis of genes overlapping in two datasets: (1) differential expression between non-MCS-treated and MCS-treated MDA-MB-231 cells, and (2) ChIP-seq data (Antigen: p53, Cell line: MDA-MB-231, criteria: Binding score ≥50) using the gene Ontology Resource in the DAVID system. *B*, *C*, mRNA levels of p53 target pro-apoptotic genes *BAX, NOXA,* and *PUMA* in MCF-10A and MDA-MB-231 cells at 24 h after MCS. The value of the non-MCS-treated group is set at 1.0. Values are presented as the mean ± S.D. (n = 3–4). ∗*p* < 0.05 and ∗∗*p* < 0.01 indicate significant differences between the two groups (*t*_*5*_ = 4.825 for *BAX*; *t*_*5*_ = 9.861 for *NOXA*; *t*_*5*_ = 3.554 for *PUMA*; Student’s *t* test). *D*, flow cytometry analysis of annexin V in MCF-10A and MDA-MB-231 cells at 24 h after MCS. The right panel shows the difference in the ratio of Annexin-FITC^+^/PI^-^ (early apoptosis) to Annexin-FITC^+^/PI^+^ (late apoptosis) cell populations between non-MCS-treated and MCS-treated breast cell lines. Values are presented as the mean ± S.D. (n = 3–4). ∗*p* < 0.05 and ∗∗*p* < 0.01 indicate significant differences from each control group (*t*_*5*_ = 3.036 for late apoptosis in MCF-10A; *t*_*4*_ = 20.776 for early apoptosis in MDA-MB-231; *t*_*4*_ = 34.180 for late apoptosis in MDA-MB-231; Student’s *t* test). *E*, caspase-3/7 activity in MDA-MB-231 cells at 24 h after MCS. Values are presented as the mean ± S.D. (n = 3). The value of the non-MCS-treated group is set at 1.0. ∗∗*p* < 0.01 indicates a significant difference between the two groups (*t*_*4*_ = 5.728; Student’s *t* test). *F*, schematic representation of the human *BAX, NOXA,* and *PUMA* genes. The numbers indicate the distance from the transcription start site (+1). Black rectangles represent p53 binding sites. *G*, ChIP analysis of MCS-induced changes in the binding amount of p53 protein to the upstream regions of *BAX, NOXA,* and *PUMA* genes in MDA-MB-231 cells. The value of the non-MCS-treated group is set at 1.0. Values are presented as the mean ± S.D. (n = 4). ∗∗*p* < 0.01 indicates significant differences between the two groups (*t*_*6*_ = 71.814 for *BAX*; *t*_*6*_ = 19.936 for *NOXA*; *t*_*6*_ = 12.871 for *PUMA*; Student’s *t* test). *H*, the promoter activities of the *BAX* luciferase reporter in MDA-MB-231 cells at 24 h after MCS. The value of the non-MCS-treated group is set at 1.0.Values are presented as the mean ± S.D. (n = 3). ∗∗*p* < 0.01 indicates a significant difference between the two groups (*F*_5,12_ = 17.8, *p* < 0.001; ANOVA with a Tukey–Kramer *post hoc* test). *I*, effect of *p53* knockdown on MCS-induced upregulation of *BAX* luciferase reporter activity in MDA-MB-231 cells. The expression of the p53 protein in the cells is illustrated in Figure S13*B*. The value of the non-MCS-treated group is set at 1.0. Values are presented as the mean ± S.D. (n = 3). ∗*p* < 0.05 and ∗∗*p* < 0.01 indicate significant differences between the groups (*F*_3,8_ = 16.7, *p* = 0.0008; ANOVA with a Tukey–Kramer *post hoc* test). *J*, effect of *p53* knockdown on MCS-induced pro-apoptotic gene transcription in MDA-MB-231 cells. The value of the sh-Control non-MCS-treated group is set at 1.0. Values are presented as the mean ± S.D. (n = 4). ∗*p* < 0.05 and ∗∗*p* < 0.01 indicate significant differences between the groups (*F*_3,12_ = 5.595, *p* = 0.0123 for *BAX*; *F*_3,12_ = 12.731, *p* = 0.0005 for *NOXA*; *F*_3,12_ = 6.549, *p* = 0.0072 for *PUMA*; ANOVA with a Tukey–Kramer *post hoc* test). *K*, mRNA levels of p53 target pro-apoptotic genes *BAX, NOXA,* and *PUMA* in MDA-MB-468 cells at 24 h after MCS. The value of the non-MCS-treated group is set at 1.0. Values are presented as the mean ± S.D. (n = 3–4). ∗*p* < 0.05 and ∗∗*p* < 0.01 indicate significant differences between the two groups (*t*_*5*_ = 4.074 for *BAX*; *t*_*5*_ = 7.383 for *NOXA*; *t*_*5*_ = 4.021 for *PUMA*; Student’s *t* test). *L*, effect of *p53* knockdown on MCS-induced upregulation of *BAX* luciferase reporter activity in MDA-MB-468 cells. The expression of the p53 protein in the cells is illustrated in Figure S13*C*. The value of the non-MCS-treated group is set at 1.0. Values are presented as the mean ± S.D. (n = 3).∗∗*p* < 0.01 indicates significant differences between the groups (*F*_3,8_ = 25.975, *p* = 0.0002; ANOVA with a Tukey–Kramer *post hoc* test). *M*, effect of *p53* knockdown on MCS-induced pro-apoptotic gene transcription in MDA-MB-468 cells. The value of the sh-Control non-MCS-treated group is set at 1.0. Values are presented as the mean ± S.D. (n = 3–4). ∗*p* < 0.05 and ∗∗*p* < 0.01 indicate significant differences between the groups (*F*_3,12_ = 19.236, *p* < 0.001 for *BAX*; *F*_3,12_ = 20.162, *p* < 0.001 for *NOXA*; *F*_3,11_ = 3.941, *p* = 0.0392 for *PUMA*; ANOVA with a Tukey–Kramer *post hoc* test).

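The oxidative stress gene HMOX1 and the xenobiotic metabolism genes CYP1A1 and CYP1B1 had the highest log2 ratios in MDA-MB-231 cells. This ranking is among genes with a value of at least 5. Of 13676 genes that passed the filter, 80 were 2-fold or more higher in the MCS library and 56 were 2-fold or more lower. Redrawing the reads with no difference between the libraries gave 1 gene in each direction on average, which covers counting noise and not variation between cultures. With the ratios centred on reference genes, 105 genes were higher and 30 lower. HMOX1, the heme oxygenase gene on chromosome 22 from 35380361 to 35394214 of GRCh38, ranked first, with a value of 7.43 in the control and 107 in the MCS library, or 14.4 times the control value (95% counting interval 11.6 to 18.1). The cytochrome P450 gene CYP1A1, on chromosome 15 from 74719542 to 74725610, stood at 8.76 and 68.7, a ratio of 7.84 (6.38 to 9.71). Its relative CYP1B1 was at 6.48 (5.89 to 7.14) times the control value. The stress chaperone genes HSPA6, which shares 26.6% of its sequence with other genes, and HSPB8 were at 6.59 (4.57 to 9.78) and 3.94 (2.61 to 6.12). SERPINB2, which encodes a plasminogen activator inhibitor, was at 4.75 (4.46 to 5.07), and the collagenase gene MMP1 at 3.73 (3.32 to 4.19). GABARAPL1 of autophagy had a ratio of 3.51 (2.94 to 4.20), and OSGIN1, an oxidative stress growth inhibitor gene, one of 3.32 (2.84 to 3.91). FTH1, the ferritin heavy chain gene, had the largest value of this group, with 782 in the control and 2452 in the MCS library. TRIM16L, which shares 19.4% of its sequence with other genes, and the long noncoding RNA LUCAT1 were at 3.04 (2.64 to 3.50) and 4.20 (2.43 to 7.65).
Among 31 measured antioxidant genes, most of them targets of the transcription factor NRF2, 7 were 2-fold or more higher and none was 2-fold lower. Their median log2 ratio was 0.41, above all 10000 random lists. Genes of the aryl hydrocarbon receptor and estrogen metabolism had 4 of 14 members 2-fold higher and a median of 0.36, above 99.99% of the random lists. They included TIPARP at 2.17 (1.99 to 2.36) and NQO1, also an NRF2 target, at 2.13 (2.06 to 2.21). NF-kB and cytokine genes had 3 of 26 members 2-fold higher, CSF2 and the genes CXCL8 at 2.57 (1.91 to 3.48) and TRAF1 at 2.20 (1.73 to 2.81), with a median of 0.35 above all random lists. CSF2 had 2 reads in the control library and 18 in the MCS library, a ratio of 10.0 (2.40 to 89.2). Of 30 immediate early genes, 5 were 2-fold higher and the median was 0.26, again above all random lists. ARC was at 6.97 (3.28 to 17.0), FOSB at 2.38 (1.74 to 3.28), EGR1 at 2.23 (1.81 to 2.76), ATF3 at 2.27 (1.72 to 3.03) and DUSP1, named after its value was seen, at 2.10 (1.90 to 2.32). In the heat shock list, 2 of 21 genes were 2-fold higher, while HSPA8, the constitutive chaperone, was at 0.717 (0.704 to 0.730). The median of this list was 0.08, above 98.0% of the random lists, and 0.18 after centring on reference genes. Autophagy and lysosome genes had 2 of 28 members 2-fold higher, GABARAPL1 and the receptor gene SQSTM1 at 2.62 (2.53 to 2.71). Their median was 0.14, above 99.8% of the random lists, and 0.24 after centring on reference genes. The 34 genes of the integrated stress response and unfolded protein response had a median of -0.07, which became 0.02 after centring on reference genes, and 3 were 2-fold higher, ATF3, SLC7A11 and the phosphatase regulator gene PPP1R15A at 2.02 (1.92 to 2.13).

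**Figure D2:**
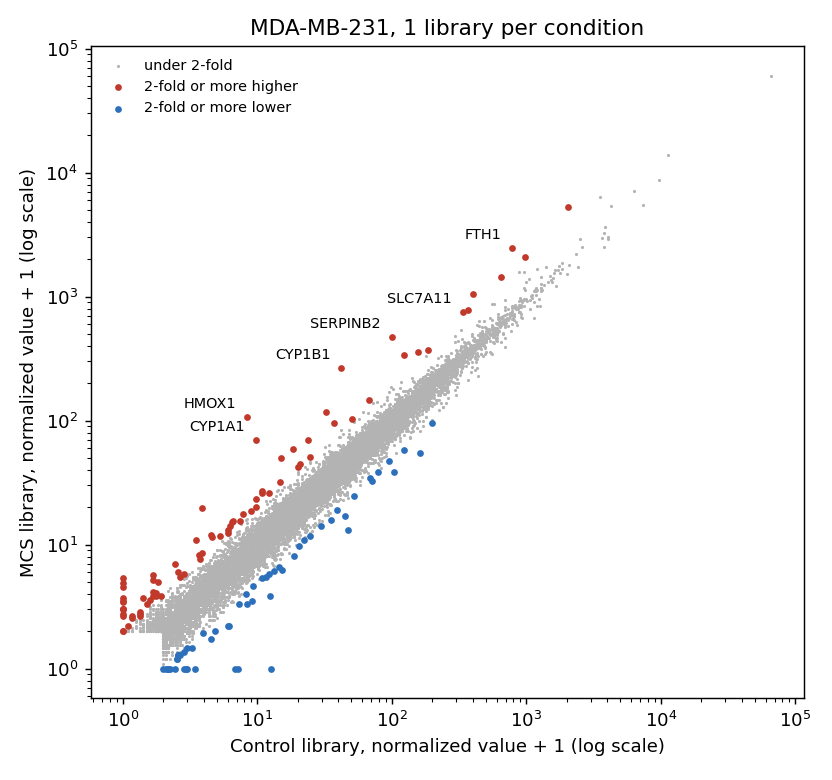
Deposited normalized values plus 1 in the control library (x axis, log scale) and the MCS library (y axis, log scale) of MDA-MB-231 cells for 13676 genes, with the 80 genes 2-fold or more higher in red and the 56 genes 2-fold or more lower in blue. HMOX1 and CYP1A1 lie farthest above the bulk of genes at a moderate level, and FTH1 is among the most abundant genes that are higher.

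The paper proposes that MCS acts through p53 to induce apoptosis in these cells. Part of its basis is the functional terms of genes that MCS raised and that p53 binds in ChIP-seq data. It also reports more p53 at the BAX, NOXA and PUMA promoters after MCS. Knockdown of p53 weakened the response of a BAX reporter and of these genes. The libraries used here do not test that evidence. The overlap with ChIP-seq data was not analysed here.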

Furthermore, the transcriptional activation of pro-apoptotic genes observed with MCS was inhibited by p53 knockdown and EDTA exposure in MDA-MB-231 cells (Figs. 3*J*, S2*C*). In MDA-MB-468 cells, MCS induced the transcriptional activation of pro-apoptotic genes (Fig. 3*K*), but these effects were suppressed by p53 knockdown (Fig. 3, *L* and *M*). These results suggest that MCS induces apoptosis in MDA-MB-231 and MDA-MB-468 cells through enhanced transcriptional activity of p53 and the transcription of pro-apoptotic genes.

### MCS assists in apoptosis induction by 5-FU in MDA-MB-231 cells

MCS induces apoptosis through p53 activation; therefore, we investigated the combined effects of 5-FU and MCS on p53-mediated apoptosis in MDA-MB-231 cells. MCS treatment increased p53 phosphorylation in these cells, peaking at 16 h post-treatment before decreasing over time (Fig. S6*A*). Consequently, we initially chose to sequence the treatments with 5-FU pretreatment followed by MCS treatment. The levels of p-p53 and the expression of p53 target genes were upregulated following additional MCS treatment after exposure to 5-FU (Fig. 4, *A* and *B*). A single exposure to 10 or 20 μM 5-FU had little effect on apoptosis in MDA-MB-231 cells (Fig. 4*C*). In contrast, additional MCS treatment after 5-FU exposure significantly increased the number of early and late apoptotic cells (Fig. 4*C*). Moreover, caspase activity induced by 5-FU was enhanced with subsequent MCS treatment (Fig. 4*D*). We also examined the induction of p53-mediated apoptosis when 5-FU exposure followed MCS treatment. The protein levels of p-p53 and caspase activity were the highest when 5-FU exposure occurred immediately after MCS (Fig. S6, *B* and *C*), resulting in significant inhibition of cell proliferation (Fig. S6*D*).

**Figure 4:**
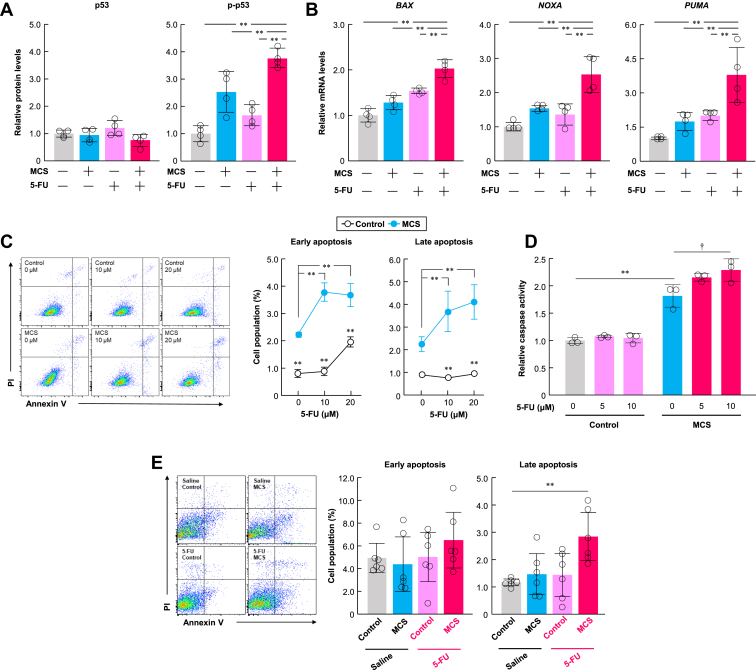
**MCS promotes metal ion influx and activates p53 in MDA-MB-231 cells.***A*, protein levels of p53, phosphorylated p53 (p-p53), and relative p53 phosphorylation levels in MDA-MB-231 cells treated with MCS and 5-FU (10 μM). The value of the non-MCS-treated without 5-FU treatment group is set at 1.0. Values are presented as the mean ± S.D. (n = 4). ∗∗*p* < 0.01 indicates a significant difference between the groups (*F*_*3,12*_ = 25.011, *p* < 0.001 for p-p53; *F*_*3,12*_ = 20.812, *p* < 0.001 for p-p53/p53; ANOVA with a Tukey–Kramer *post hoc* test). *B*, mRNA levels of p53 target genes *BAX, NOXA,* and *PUMA* in MDA-MB-231 cells treated with MCS and 5-FU (10 μM). The value of the non-MCS-treated without 5-FU treatment group is set at 1.0. Values are presented as the mean ± S.D. (n = 4). ∗∗*p* < 0.01 indicates a significant difference between the groups (*F*_*3,12*_ = 34.207, *p* < 0.001 for *BAX*; *F*_*3,12*_ = 17.404, *p* < 0.001 for *NOXA*; *F*_*3,12*_ = 13.322 for *PUMA*; ANOVA with a Tukey–Kramer *post hoc* test). *C*, influence of MCS on 5-FU-induced apoptosis in MDA-MB-231 cells. *Top panels* show the flow cytometry analysis of annexin V in non-MCS-treated or MCS-treated MDA-MB-231 cells in the presence or absence of 5-FU. The *panel* shows the difference in the ratio of FITC^+^/PI^-^ (early apoptosis) to FITC^+^/PI^+^ (late apoptosis) cell populations between non-MCS-treated or MCS-treated MDA-MB-231 cells in the presence or absence of 5-FU. Values are presented as the mean ± S.D. (n = 3). ∗*p* < 0.05 and ∗∗*p* < 0.01 indicate a significant difference between the groups (*F*_*5,12*_ = 79.575, *p* < 0.001 for early apoptosis; *F*_*5,12*_ = 27.343, *p* < 0.001 for late apoptosis; two-way ANOVA with the Tukey–Kramer *post hoc* test). *D,* caspase activity of MDA-MB-231 cells treated with 5-FU and MCS. The value of the non-MCS-treated without 5-FU treatment group is set at 1.0. Values are presented as the mean ± S.D. (n = 3).∗∗*p* < 0.01 indicates a significant difference between the groups (*F*_*5,12*_ = 62.821, *p* < 0.001; ANOVA with the Tukey–Kramer *post hoc* test). ^†^*p* < 0.05 indicates a significant difference from the MCS-treated 5-FU 0 μM group (*F*_*2,6*_ = 5.952, *p* < 0.0376; ANOVA with Dunnett’s *post hoc* test). *E*, influence of MCS on 5-FU-induced apoptosis in MDA-MB-231 tumors. The *right panel* shows the difference in the ratio of Annexin-FITC^+^/PI^-^ (early apoptosis) to Annexin-FITC^+^/PI^+^ (late apoptosis) cell populations in MDA-MB-231 tumors from each group. Values are presented as the mean ± S.D. (n = 6). ∗*p* < 0.05 indicates a significant difference from the saline group (*F*_*3,20*_ = 4.590, *p* = 0.0133; ANOVA with Dunnett’s *post hoc* test).

Based on these results, we evaluated the induction of apoptosis in tumors treated with 5-FU and MCS three times a week for 2 weeks and found that the number of late apoptotic cells in the tumors increased with the combination of 5-FU and MCS (Fig. 4*E*). These results suggest that MCS enhances the p53-mediated apoptosis induced by 5-FU, contributing to its antitumor effect.

### Combination of MCS and 5-FU exhibits an antitumor effect against 5-FU-resistant MDA-MB-231 cells

We investigated the combined effects of 5-FU and MCS on cells that had acquired resistance to 5-FU treatment. We attempted to generate 5-FU-resistant cells by exposing MDA-MB-231 cells to 5-FU (10 μM) for 2 weeks. The resulting cells exhibited notably increased resistance to 5-FU compared to the parent cells (Fig. 5*A*). We also evaluated the effect of 5-FU exposure on p53 in these cells and found that 48 h of 5-FU exposure did not induce p53 induction or phosphorylation (Fig. 5*B*). These results confirmed the establishment of 5-FU-resistant cells, prompting us to further evaluate the effect of MCS. First, we evaluated the effect of MCS on cell proliferation, both alone and in combination with 5-FU, and found that MCS inhibited cell proliferation in 5-FU-resistant cells (Fig. 5*C*).

**Figure 5:**
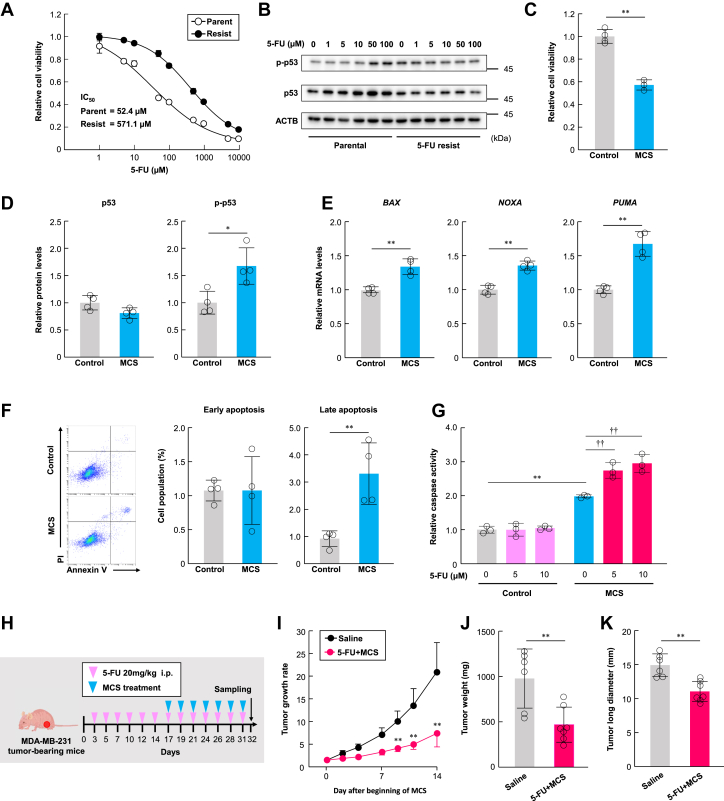
**Combination of MCS and 5-FU shows a high antitumor effect against 5-FU-resistant cells.***A*, Cell viability of parental and 5-FU-resistant MDA-MB-231 cells exposed to 5-FU. Cells were treated with 5-FU at concentrations ranging from 0 to 10000 μM for 72 h. The value for each 5-FU-untreated group is set at 1.0. Values are presented as the mean ± S.D. (n = 4). *B*, protein levels of p53 and phosphorylated p53 (p-p53) following treatment with 5-FU at concentrations ranging from 0 to 100 μM for 48 h. The uncropped image of p53 and p-p53 proteins in the cells is illustrated in Figure S13*D*. *C*, Effect of MCS treatment on cell viability in 5-FU-resistant MDA-MB-231 cells. The value for the non-MCS group is set at 1.0. Values are presented as the mean ± S.D. (n = 4). *D*, mRNA levels of p53 target pro-apoptotic genes *BAX, NOXA,* and *PUMA* in non-MCS-treated or MCS-treated 5-FU-resistant MDA-MB-231 cells. The value for the non-MCS group is set at 1.0. Values are presented as the mean ± S.D. (n = 4). ∗*p* < 0.05 indicates significant differences between the two groups (*t*_*6*_ = 5.535 for *BAX*; *t*_*6*_ = 7.074 for *PUMA*; Student’s *t* test). *E*, protein levels of p53, phosphorylated p53 (p-p53), and relative p53 phosphorylation levels in 5-FU-resistant MDA-MB-231 cells. The value for the non-MCS group is set at 1.0. Values are presented as the mean ± S.D. (n = 4). ∗∗*p* < 0.01 indicates a significant difference between the two groups (*t*_*6*_ = 3.416 for phosphorylated p53; *t*_*6*_ = 3.616 for relative p53 phosphorylation; Student’s *t* test). *F*, influence of MCS on apoptosis in 5-FU-resistant MDA-MB-231 cells. The *left panels* show flow cytometry analysis of annexin V in non-MCS-treated or MCS-treated 5-FU-resistant MDA-MB-231 cells. The *right panel* illustrates the difference in the ratio of FITC^+^/PI^-^ (early apoptosis) to FITC^+^/PI^+^ (late apoptosis) cell populations between non-MCS-treated or MCS-treated 5-FU-resistant MDA-MB-231 cells. The value for the non-MCS group is set at 1.0. Values are presented as the mean ± S.D. (n = 4). ∗∗*p* < 0.01 indicates a significant difference between the groups (*t*_*6*_ = 4.09 for late apoptosis; Student’s *t* test). *G*, caspase activity of parental and 5-FU-resistant MDA-MB-231 cells treated with 5-FU and MCS. The value of the non-MCS-treated without 5-FU treatment group is set at 1.0. Values are presented as the mean ± S.D. (n = 3). ∗∗*p* < 0.01 indicates a significant difference between the groups (*F*_*5,12*_ = 85.151, *p* < 0.001; ANOVA with the Tukey–Kramer *post hoc* test). ^††^*p* < 0.01 indicates a significant difference from the MCS-treated 5-FU 0 μM group (*F*_*2,6*_ = 18.866, *p* < 0.0026; ANOVA with Dunnett’s *post hoc* test). *H,* schematic representation of the experimental procedure for treating MDA-MB-231 transplanted mice with 5-FU alone for 2 weeks, followed by a combination of MCS and 5-FU for an additional 2 weeks 5-FU (20 mg/kg/mouse) was intraperitoneally administered to tumor-bearing mice three times a week. MCS treatment was performed after 5-FU administration. *I*, influence of combined MCS and 5-FU treatment on the tumor growth rate in MDA-MB-231-transplanted mice. Tumor volume at the start of the MCS treatment is set at 1.0. Values are presented as the mean ± S.D. (n = 6–7). ∗∗*p* < 0.01 indicates significant differences between the groups (*F*_*11,66*_ = 33.965, *p <* 0.001; ANOVA with a Tukey–Kramer *post hoc* test). *J*, tumor weight of MDA-MB-231 tumors treated with a combination of 5-FU and MCS for 2 weeks. Values are presented as the mean ± S.D. (n = 6–7). ∗∗*p* < 0.01 indicates a significant difference between the two groups (*t*_*11*_ = 3.476; Student’s *t* test). *K*, tumor long diameter of MDA-MB-231 tumors treated with a combination of 5-FU and MCS for 2 weeks. Values are presented as the mean ± S.D. (n = 4–7). ∗∗*p* < 0.01 indicates a significant difference between the two groups (*t*_*11*_ = 4.433; Student’s *t* test).

The effects of MCS on p53-mediated induction of apoptotic genes and cell death were also evaluated. Increased p-p53 and expression of apoptotic genes were observed following MCS treatment (Fig. 5, *D* and *E*). Moreover, an increase in late apoptotic cells was observed with MCS (Fig. 5*F*). These results suggest that MCS is effective against MDA-MB-231 cells that have developed resistance to 5-FU. Therefore, we further evaluated the combined effects of 5-FU and MCS. *In vitro*, the combination of MCS improved the effect of 5-FU on caspase activity in 5-FU-resistant MDA-MB-231 cells (Fig. 5*G*). In addition, after 2 weeks of 5-FU administration, tumors were treated with the combination of 5-FU and MCS for a further 2 weeks (Fig. 5*H*). Two weeks of 5-FU alone accelerated tumor growth (Fig. 1, *D* and *E*); however, an additional 2 weeks of 5-FU administration and MCS treatment suppressed tumor growth (Fig. 5, *I*–*K*). The saline group was used as a control group for the 5-FU and MCS combination therapy group because most of the mice in the 5-FU monotherapy group reached the humane endpoint (tumor diameter: 20 mm, weight loss, tumor necrosis) around 3 weeks after the start of 5-FU administration. This is a limitation of this study, but it is possible to discuss the synergistic effect of 5-FU and MCS by comparing it with the saline group. Therefore, these results suggest that MCS is effective against tumors that have acquired resistance to 5-FU.

## Discussion

Chemotherapy for breast cancer involves a combination of anthracyclines, taxanes, and fluoropyrimidines, which are commonly used (1, 2). Among these, 5-FU efficacy is influenced by p53 status in carcinomas (5, 30). p53 mutations are frequently identified in breast cancer; however, the impact of p53 status on the therapeutic effect of 5-FU in breast cancer has not been fully elucidated. In the present study, 5-FU was less effective in breast cancer cells with p53 mutations. Conversely, MCS induced cell death in MDA-MB-231 cells by increasing intracellular metal ions and activating the mutant p53 transcriptional response. Furthermore, the combination of 5-FU and MCS showed high antitumor efficacy due to the induction of apoptosis *via* mutant p53, improving the efficacy of 5-FU. Based on these findings, we propose a therapeutic strategy incorporating MCS into breast cancer chemotherapy.

We confirmed the combined tumor-suppressive effect of 5-FU and MCS in tumor-bearing mice. However, there was an unexpected increase in MDA-MB-231 tumor growth after the administration of 5-FU alone (Fig. 1*C*). Previous studies have reported that 5-FU administration promotes the stemness of cancer cells *via* p53 and that MDA-MB-231 cells acquire stemness through p53 mutations (31, 32). Furthermore, it has been suggested that exposure to 5-FU induces the expression of *CD44*, a stem cell marker of breast cancer, in MDA-MB-231 cells (Fig. S7*A*) (33, 34). Additionally, aldehyde dehydrogenase (ALDH) activity, a marker of cancer stemness (35), was evaluated in MDA-MB-231 cell tumors exposed to 5-FU in combination with MCS. ALDH activity increased when 5-FU was administered alone, but this increase was suppressed when MCS was used in combination with 5-FU (Fig. S7*B*). These results suggest that 5-FU has a tumor-promoting effect on MDA-MB-231 cells *via* p53 carrying the R280K mutation and that MCS inhibits the stemness induced by 5-FU. Further analysis of p53-mediated mechanisms of these mutations remains warranted to optimize the 5-FU and MCS treatment strategy for cancer therapy.

Few studies have applied weak current stimulation to cancer cells. In this study, we found that MCS induced apoptosis in MDA-MB-231, MDA-MB-468, and MCF-7 cells (Fig. S8, *A*–*C*). Notably, in MDA-MB-231 cells, MCS-induced apoptosis was attributed to increased intracellular Cu^2+^ ions. Since MCS is a biological current, external electrical stimulation is known to alter the function of transporter proteins and ion channels (36, 37). Cu ions are most stable in their divalent form, and their uptake into cells primarily depends on the Cu^+^-selective transporter High Affinity Copper Uptake Protein 1 (CTR1) (38). CTR1 transports Cu^2+^, which is reduced to Cu^+^, across the cell membrane into the cell. However, some Cu^2+^ is also taken up in its divalent form by SLC11A2 (23). Chelating Cu^2+^ abolished the effects of MCS (Fig. S3, *A* and *B*). In contrast, the addition of the Cu^+^-selective chelating agent bathocuproinedisulfonic acid disodium salt did not affect the effect of MCS (Fig. S3*C*). Additionally, knocking out SLC11A2 abolished the effect of MCS (Fig. S4*A*). These results suggest that the effect of MCS is mediated by the influx of divalent metal ions *via* SLC11A2 rather than CTR1. The twofold difference in SLC11A2 expression levels between MDA-MB-231 and MCF-10A cells supports the breast cancer cell-specific effect of MCS (Fig. S4*B*). Furthermore, the findings of this study are reinforced by the observation that cancer cells enhance various transporter activities, including metal transport, for their own benefit (39, 40).

The results indicated that MCS increased Fe levels in MDA-MB-231 cells (Fig. 2*C*), and the loss of MCS's effect upon the knockout of *SLC11A2*, a Fe^2+^ uptake transporter (23) (Fig. S4*A*), suggests that Fe may play a role in the cytotoxic effect of MCS. Fe induces ferroptosis, a unique form of cell death mediated by lipid peroxidation. However, the absence of increased expression of ferroptosis-related genes, including *PTGS2* (41), in MDA-MB-231 cells after MCS treatment (Fig. S9, *A* and *B*), along with the lack of effect of ferrostatin, a ferroptosis inhibitor (42), on the cell proliferation inhibitory effect of MCS (Fig. S9*C*), indicates that Fe contributes little to the mechanism identified in this study. 

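PTGS2 (COX-2), on chromosome 1 from 186671791 to 186680427 of GRCh38, was low in both MDA-MB-231 libraries, at 2.34 in the control and 2.88 after MCS, and its ratio of 1.23 (0.716 to 2.14) did not differ from 1 at this depth. GPX4, the glutathione peroxidase that reduces lipid peroxides, on chromosome 19 from 1103926 to 1106791, had values of 94.6 and 81.2, a ratio of 0.858 (0.785 to 0.938). Among 28 measured genes of a ferroptosis list, which holds genes that drive, mark or restrain ferroptosis, 7 were 2-fold or more higher with MCS, none was 2-fold lower, and 22 had ratios above 0. Their median log2 ratio was 0.29, above all random lists, whose central 95% ran from -0.12 to 0.08. Besides HMOX1, the 7 genes were FTH1 at 3.14 (3.06 to 3.21) times the control value, the ferritin light chain gene FTL at 2.57 (2.53 to 2.61), the cystine transporter gene SLC7A11 at 2.24 (2.16 to 2.33), GCLM of glutathione synthesis at 2.31 (2.19 to 2.45), the polyamine enzyme gene SAT1 at 2.67 (2.14 to 3.34) and the lipoxygenase gene ALOXE3 at 3.14 (1.54 to 6.93). HMOX1, FTH1, FTL, SLC7A11 and GCLM are also on the list of antioxidant genes. Iron handling genes had 3 of 18 members 2-fold higher, HMOX1 and both ferritin genes, whereas 9 ratios lay above 0 and 9 below, and the median was 0.02. The uptake transporter gene SLC11A2 was at 0.845 (0.746 to 0.956) times the control value.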

The high expression of GPX4, a potent ferroptosis-inhibitory enzyme, in MDA-MB-231 cells (43), coupled with the fact that the p53 pathway suppresses ferroptosis in TNBCs like MDA-MB-231 (44, 45), further supports the Fe-independent nature of the pathway identified in this study. Further studies using cell lines with a high susceptibility to ferroptosis may provide a more comprehensive understanding of the mechanism of MCS.

Exposure to EDTA or TTM, as well as the knockout of *SLC11A2*, suppressed the increase in p-p53 induced by MCS. However, these results also highlighted that Cu depletion increases p-p53 levels in MDA-MB-231 cells (Fig. S2*B*, S3*B*, and S4*A*). Copper is an essential cofactor in mitochondrial respiration and antioxidant pathways; thus, Cu depletion can cause various harmful effects in cells. In particular, copper/zinc superoxide dismutase (SOD1), which is responsible for ROS removal, requires Cu at its active site, and Cu deficiency can induce cell death (46). In fact, exposure to TTM reduced SOD activity in MDA-MB-231 cells (Fig. S10). These results suggest that the reduction in SOD activity associated with Cu depletion may increase p-p53 levels due to impaired ROS removal. Several pieces of evidence, including high intracellular Cu levels and SOD1 expression levels in many breast cancer cells, including MDA-MB-231 cells, as well as their protective effects on cells through ROS removal (47, 48), support the findings of the present study. The combination of SOD1 inhibitors, such as toferersen (49), may enhance the efficacy of MCS. On the other hand, the attempts to reduce the intracellular concentration of Cu in this study were indirect measures, such as using chelating agents and knockout, and it was not possible to eliminate Cu from the culture medium. This was due to the extreme difficulty of specifically removing Cu from the culture medium, particularly from FBS, and represents a limitation of this study. Technological innovations that enable this will likely contribute to a deeper understanding of intracellular Cu.

In this study, we evaluated the relationship between p53 mutation and efficacy, focusing on 5-FU, which is p53-dependent, and the effect of MCS-induced p53 activation on therapeutic efficacy. Besides these typical anticancer drugs, platinum agents are also sometimes used in treating metastatic breast cancer (50, 51). Like 5-FU, platinum drugs depend on p53 for their action (52, 53), and activation of the p53 pathway enhances their effects (54). Future studies should explore how MCS-induced p53 transcriptional activation affects anticancer drugs other than 5-FU, such as cisplatin, with a view toward clinical application.

In contrast to the *in vitro* results, MCS administration alone did not affect tumor volume (Fig. S11, *A* and *B*). However, in tumors, MCS increased caspase activity and decreased the number of Ki67-positive cells (Fig. S11, *C* and *D*), indicating induced apoptosis. These findings imply that MCS may also influence other cell types within the tumor microenvironment, such as fibroblasts and macrophages, as MCS has been shown to affect these cells (55, 56). Supporting this hypothesis, MCS increased the mRNA expression of the mouse-derived fibroblast marker *Col1a2* in tumors (Fig. S11*E*). These results suggest that MCS induces cancer cell apoptosis and fibroblast proliferation simultaneously, while no changes in tumor volume were observed. Further research on the effects of MCS on various cell types within the tumor microenvironment, including fibroblasts and immune cells, could provide insights for optimizing treatment.

We have previously investigated the effects of MCS on macrophages and found that MCS enhances macrophage phagocytosis by modulating their circadian clock (57). MCS-induced activation of macrophage phagocytosis also boosts acquired immunity through antigen presentation to T cells, resulting in the suppression of cancer cell engraftment and metastasis. In this study, MCS treatment was performed by applying an adhesive pad to cover the entire tumor implanted in nude mice (Fig. S12). Therefore, the effect of MCS on immune cells, such as macrophages, in the tumors of nude mice remains unclear. Nude mice are characterized by thymic defects, leading to T-cell maturation failure, and exhibit almost no acquired immune response. However, innate immunity remains intact, and the phagocytic ability of macrophages is activated (58, 59). The effect of MCS on tumors *via* macrophages in this unique immune environment remains unknown. Additionally, the effect of MCS on tumor-associated macrophages that infiltrate and accumulate in solid tumors is not yet clear. Therefore, it is imperative to further enhance our understanding by examining the effects of MCS on cancer immunity from various perspectives.

In breast cancer treatment, developing resistance to chemotherapy due to p53 mutations poses a major barrier, limiting treatment options. Additionally, chemotherapy side effects are problematic because anticancer agents also kill normal cells. These side effects reduce the quality of life for patients, making it crucial to achieve sufficient antitumor effects with lower chemotherapy doses. In this study, we demonstrated that short-term administration of MCS to breast cancer cells with p53 mutations not only induces cell death specifically in cancer cells but also enhances the efficacy of 5-FU, potentially providing adequate tumor growth suppression at low doses. The findings from our MCS studies are limited to those conducted in mice and cultured cells (17, 57). However, the goal of this study is to apply MCS to clinical treatment, and we anticipate that MCS will be utilized in various parts of the body. Therefore, the challenges of this study include verifying the efficacy of MCS in humans and other large animals and expanding its applicability to different body regions. Further analysis of the mechanisms and optimization of therapeutic stimulation conditions would contribute to safer and more effective breast cancer treatment methods in the future.

## Experimental procedures

### Cells and treatment

MDA-MB-231 human breast cancer cells (RRID: CVCL_0062), MDA-MB-468 human breast cancer cells (RRID: CVCL_0419), MCF-7 human breast cancer cells (RRID: CVCL_0031), and MCF-10A human breast cells (RRID: CVCL_0598) were purchased from American Type Culture Collection. MDA-MB-231 and MCF-7 cells were cultured in DMEM supplemented with 5% FBS (Moregte Biotech) and 0.5% penicillin–streptomycin solution (Invitrogen Life Technologies). MDA-MB-468 cells were cultured in DMEM/F12 (Gibco) supplemented with 5% FBS and 0.5% penicillin–streptomycin solution. MCF-10 A cells were cultured in DMEM/F12 supplemented with 5% FBS, 0.5% penicillin–streptomycin solution, 500 ng/ml hydrocortisone (Sigma-Aldrich), 10 μg/ml human recombinant insulin (FUJIFILM Wako Pure Chemical Corporation), and 20 ng/ml human recombinant epidermal growth factor (Funakoshi). Cells were maintained at 37 °C in a humidified 5% CO_2_ atmosphere. We confirmed the absence of microbes in these cell lines using a MycoBlue *Mycoplasma* Detector (Nanjing Vazyme Biotech).

Twenty-four hours before MCS, cells were seeded in 96-well plates. Cultured cells were exposed to 300 μA, 400 Hz bidirectional pulsed MCS for 30 min using ES-530 (Ito Co, Ltd) *via* platinum electrodes (Gold Shousha Co, Ltd), as described previously (17). The connection method and detailed current conditions are illustrated in Figure S12. Control cells underwent the same electrode placement and device connection but did not receive stimulation.

To downregulate the *p53* gene, *p53* shRNA (h) Lentivirus Particles (Santa Cruz Biotechnology) were transduced into MDA-MB-231 and MDA-MB-468 cells. The knockout of the *SLC11A2* gene in MDA-MB-231 cells was performed using the CRISPR/CRISPR-associated protein 9 system. Cells were transfected with *SLC11A2* CRISPR/CRISPR-associated protein 9 (Santa Cruz Biotechnology) and *SLC11A2* homology-directed repair (HDR) plasmids (Santa Cruz Biotechnology) using Lipofectamine LTX reagent (Thermo Fisher Scientific) according to the manufacturer’s instructions. After 24 h of incubation, cells were selected using 5 μg/ml puromycin. The medium was replaced with puromycin every few days for 2 weeks, after which the cells were isolated.

### Animals and treatment

All animal procedures adhered to the Animal Research: Reporting of In Vivo Experiments (ARRIVE) guidelines as well as the Guidelines for Animal Experiments of Kyushu University and received approval from the Institutional Animal Care and Use Committee of Kyushu University (protocol ID #A23–363–0, #A23–490–0). Five-week-old female Balb/c and Balb/c AJcl-nu/nu mice (Charles River Laboratory Japan, Inc) were housed under a standardized light–dark cycle at 24 ± 1 °C and 60 ± 10% humidity, with food and water provided ad libitum. MCF-7 (2 × 10^6^ cells), MDA-MB-231 (2 × 10^6^ cells), and MDA-MB-468 (5 × 10^6^ cells) suspended in 30 μl of PBS were implanted in the mammary fat pads of mice. Mice injected with cancer cells were intraperitoneally injected with 20 mg/kg 5-FU (FUJIFILM Wako Pure Chemical Corporation) three times a week. Tumor volume was estimated using the following formula:

Equation 1 $$\text{tumor}\;\text{volume}\;\left({\text{mm}}^{3}\right)=0.5\;\text{length}\;\left(\text{longest}\;\text{diameter}\right)\times \text{width}\;{\left(\text{shortest}\;\text{diameter}\right)}^{2}$$

MCS was conducted as previously described (17). Mice were anesthetized with isoflurane (Pfizer Inc), and electrode pads (Accelgard; PALS 879100, Φ32 mm × t1.3 mm) were attached to their abdomen and back. MCS-treated mice received 300 μA, 400 Hz bidirectional pulsed MCS for 30 min *via* a pad affixed to the ES-530 (Ito Co, Ltd). The structure of the MCS system for treating cells and mice is described in Figure S12.

### Cell viability assay

Cell viability after 5-FU exposure or MCS treatment was calculated from the amount of cellular ATP. Cells were seeded in 96-well plates at a density of 1.0 × 10^3^ cells/well. After 24 h of incubation, 5-FU exposure or MCS treatment was performed, and the amount of intracellular ATP was measured at each time point. The Cell Titer-Glo Luminescent Cell Viability Assay (Promega) was used to evaluate intracellular ATP, and chemiluminescence intensity was measured with an EnSpire Multimode Plate Reader (PerkinElmer).

### Establishment of 5-FU-resistant cells

5-FU-resistant cells were established from MDA-MB-231 by exposure to 5-FU. MDA-MB-231 cells were exposed to a 5-FU concentration of 10 μM in DMEM supplemented with 5% FBS for 2 weeks. The culture medium was replaced with fresh 5-FU-containing medium every 3 days. After exposure to 5-FU, cells were cultured in 5-FU-free medium for at least 3 days before use in each experiment.

### Measurement of metal ion content

Cells were lysed in RIPA buffer (20 mM Tris-HCl (pH 7.4), 150 mM NaCl, 0.1% SDS, 1% Nonidet P-40, deoxycholic acid, 2 mM EDTA), and equal amounts of nitric acid were added to the protein samples. Ion concentrations in the samples were measured using inductively coupled plasma mass spectrometry (ICP-MS; Agilent 7500c, 7700x; Agilent Technologies, Ltd).

### Measurement of ROS levels

Cells were seeded in 96-well plates at 5.0 × 10^3^ cells/well, incubated for 24 h, and then electrically stimulated with a platinum electrode. After stimulation for 30 min, intracellular ROS levels were measured using an ROS assay kit with the highly sensitive DCFH-DA reagent (Dojindo Laboratories) following the manufacturer’s protocol. Fluorescence intensity was measured quantitatively using a computer-assisted image analyzer under a BZ-X800 fluorescence microscope (Keyence).

### Construction of cell lines stably expressing luciferase reporter vectors

The 992 and 204 bp promoter regions of *BAX* were cloned into the pGL4.18 [*luc2P*/Neo] Luciferase plasmid (Promega, #E6731). The primer information used for cloning is listed in Table S1. Each vector was transfected using Lipofectamine LTX reagent according to the manufacturer’s instructions. After 24 h of incubation, cells were selected using 4000 μg/ml G418 (FUJIFILM Wako Pure Chemical Corporation) for 1 week to create stable expression lines.

### Luciferase reporter assay

Cells stably expressing a luciferase reporter vector were seeded in 96-well plates at 2.5 × 10^4^ cells/well, incubated for 24 h, and electrically stimulated with a platinum electrode. At 24 h after stimulation, luciferase activity was analyzed using the Bright-Glo Luciferase Assay System (Promega).

### Immunohistochemical staining of Ki-67

To assess tumor cell proliferation, immunohistochemical staining was performed using a monoclonal antibody against Ki-67 (Agilent, Cat# M7240, RRID: AB_2142367). Tumor tissues were removed from mice and fixed with 4% paraformaldehyde in PBS 6 weeks after implantation. Paraffin-embedded tumor sections were deparaffinized and rehydrated through graded ethanol, followed by the blocking of endogenous peroxidase. Tumor sections were then subjected to heat-induced antigen retrieval and incubated with the primary antibody. Specific antigen–antibody complexes were visualized using horseradish peroxidase–conjugated secondary antibodies with a 3,3′-diaminobenzidine (DAB) solution, and sections were counterstained with hematoxylin. The DAB staining regions were measured quantitatively using a computer-assisted image analyzer under a Keyence BZ-X800 fluorescence microscope.

### Isolation of tumor-derived cells

Two or 4 weeks after the start of MCS treatment, mouse hearts were exposed and perfused with 10 ml PBS from the left ventricle. Removed tumors were digested in PBS containing 500 μg/ml collagenase (FUJIFILM Wako Pure Chemical Corporation), 200 μg/ml CaCl_2_, 0.05% trypsin, and 10% FBS at 37 °C for 10 min under agitation. Digested samples were passed through a 23-gauge needle three times for further dissociation. Red blood cells were then lysed in Red Blood Lysis buffer (BioLegend), and cells were filtered through a 40-μm strainer to obtain a cell suspension.

## Flow cytometry

### Annexin V apoptosis assay

Dissociated single cells from cell lines or tumor specimens were suspended in a mixture of binding buffer, Annexin-FITC, and propidium iodide (MBL) and then incubated at 25 °C for 15 min. Cell separation was performed on a BD FACSAria III Cell Sorter (Becton Dickinson Biosciences) with FACSDiva software v6.1.3 and analyzed using FlowJo software version 10.5.3 (Becton Dickinson Biosciences).

### ALDEFLUOR assay

Dissociated single cells from cell lines were suspended in ALDEFLUOR assay buffer containing an ALDH substrate (BAAA) at 1.5 μM and incubated for 40 min at 37 °C. A specific inhibitor of ALDH, diethylamino benzaldehyde (DEAB), at a 10-fold molar excess, was used as a negative control. Fluorescence-activated cell detection was performed on a BD FACSAria III Cell Sorter (Becton Dickinson Biosciences) with FACSDiva software v6.1.3 and analyzed using FlowJo software version 10.5.3 (Becton Dickinson Biosciences).

### Determination of caspase-3/7 activity

Cultured cells were seeded in 96-well plates at 5.0 × 10^3^ cells/well, incubated for 24 h, and then electrically stimulated with a platinum electrode. At 24 h after stimulation, caspase-3/7 activity was measured using a Caspase-Glo 3/7 Assay Kit (Promega). Tumor specimens were lysed in CelLytic MT Cell Lysis Reagent (Sigma-Aldrich), and the resulting protein extracts were used to evaluate caspase-3/7 activity. Caspase-3/7 activity was determined using the Apo-One caspase-3/7 reagent kit (Promega).

### Quantitative RT-PCR

Total RNA was extracted using the ReliaPrep RNA Mini Prep System (Promega) or RNAiso (Takara Bio Inc), following the manufacturer's instructions. cDNA was synthesized using the ReverTra Ace qPCR RT Kit (Toyobo Life Science). Real-time PCR analysis was performed on diluted cDNA samples utilizing the THUNDERBIRD SYBR qPCR Mix (Toyobo Life Science) with the 7500 Real-Time PCR System (Applied Biosystems). Data were normalized against 18S and β-actin mRNA as internal controls. Primer sequences are listed in Table S2.

### Western blotting

Total protein was extracted using CelLytic MT Cell Lysis Reagent (Sigma-Aldrich). The protein extracts were mixed with 2 × sample buffer and denatured at 95 °C for 5 min. Samples were then separated by SDS-PAGE and transferred to a polyvinylidene difluoride membrane. Membranes were reacted with horseradish peroxidase-conjugated antibodies against p53 (Cell Signaling Technology, Cat# 2524, RRID: AB_331743), phospho-p53 (Ser15) (Cell Signaling Technology, Cat# 9284, RRID: AB_331464), SLC11A2 (Abcam, Cat# ab55735), and β-actin (Santa Cruz Biotechnology, Cat# sc-47778, RRID: AB_626632). Immunocomplexes were detected using anti-mouse (Abcam, Cat# ab205719, RRID: AB_2755049) or anti-rabbit IgG (Abcam, Cat# ab205718, RRID: AB_2819160) secondary antibodies, and signals were visualized with ImmunoStar LD (FUJIFILM Wako Pure Chemical Corporation). Images were captured and analyzed using FUSION FX (M&S Instruments Inc).

### ChIP analysis

ChIP assays were conducted using the SimpleChIP Enzymatic Chromatin IP Kit (Cell Signaling Technology) with antibodies targeting p53 (Cell Signaling Technology, Cat# 2524, RRID: AB_331743). DNA was amplified using PCR, and the products were separated by electrophoresis. PCR products were stained with ethidium bromide, and the staining intensity was quantified. All data were normalized to the PCR products of input DNA. Primer sequences for amplification are provided in Table S3.

### Measurement of SOD activity

SOD activity of cells were measured using an SOD assay kit-WST (Dojindo) following the manufacturer’s protocol. SOD active units were defined from the SOD inhibitory activity of each sample by the WST method.

### RNA sequencing

Total RNA was extracted from cells using the ReliaPrep RNA Miniprep System (Promega). For RNA sequencing, sequencing libraries were prepared from 200 ng of total RNA using the MGIEasy rRNA Depletion Kit and MGIEasy RNA Directional Library Prep Set (MGI Tech Co, Ltd) according to the manufacturer's instructions. Libraries were sequenced on the DNBSEQ-G400 FAST Sequencer (MGI Tech Co, Ltd) using a paired-end 150 nt strategy. For sequencing data analysis, all sequencing reads were trimmed to remove low-quality bases and adapters using Trimmomatic (v.0.38) (60). Raw counts for each gene were estimated in each sample using RSEM version 1.3.0 and Bowtie 2 (61, 62). Differentially expressed genes (DEGs) were identified using the edgeR (63) program. Normalized counts per million (CPM) values and log fold-changes (log_2_FC) were derived from gene-level raw counts. Criteria for DEGs were established as *p*-value ≤ 0.05 and log_2_FC ≥ 1 for upregulated genes.

### Statistical and data analyses

Statistical analyses were performed using JMP software version 16 (SAS Institute). Values are expressed as the mean ± SD. All experiments were performed at least in triplicate. The significance of differences between two groups was analyzed using two-tailed Student’s t-tests, while those with more than two groups were determined through analysis of variance (ANOVA) followed by Tukey–Kramer *post hoc* tests or Dunnett’s test. Equal variances were not formally tested. A 5% level of probability was considered significant.

## Data availability

All data supporting the results of this study are included in the article, either in the main figures or the Supporting Information files. RNA sequencing data generated in this study were submitted to the Gene Expression Omnibus (GEO) at the National Center for Biotechnology Information (MCS-treated MDA-MB-231 cells: GSE255313). Functional analyses of the RNA sequencing datasets were performed using the Gene Ontology Resource (http://geneontology.org/). Any additional data supporting the findings of this study will be available from the corresponding author upon reasonable request.

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: Microcurrent stimulation induces cell death in p53-mutant and 5-FU-resistant breast cancer
**Source:** J Biol Chem. 2025 Jun 24;301(8):110414. doi: 10.1016/j.jbc.2025.110414
**Supplement:** Supporting information

**Supporting information**

**Microcurrent stimulation induces cell death in p53-mutant and 5-FU-resistant breast cancer**

Tomohito Tanihara, Yuya Yoshida, Takashi Ogino, Yuma Terada, Fumiaki Tsurusaki, Keika Hamasaki, Kaita Otsuki, Kohei Fukuoka, Kosuke Oyama, Akito Tsuruta, Kengo Hamamura, Kouta Mayanagi, Satoru Koyanagi, Yuichi Murakami, Mayumi Ono, Michihiko Kuwano, Shigehiro Ohdo^*^, Naoya Matsunaga^*^

Naoya Matsunaga

**This file includes:**

Figures S1 to S13

Tables S1 to S3

**
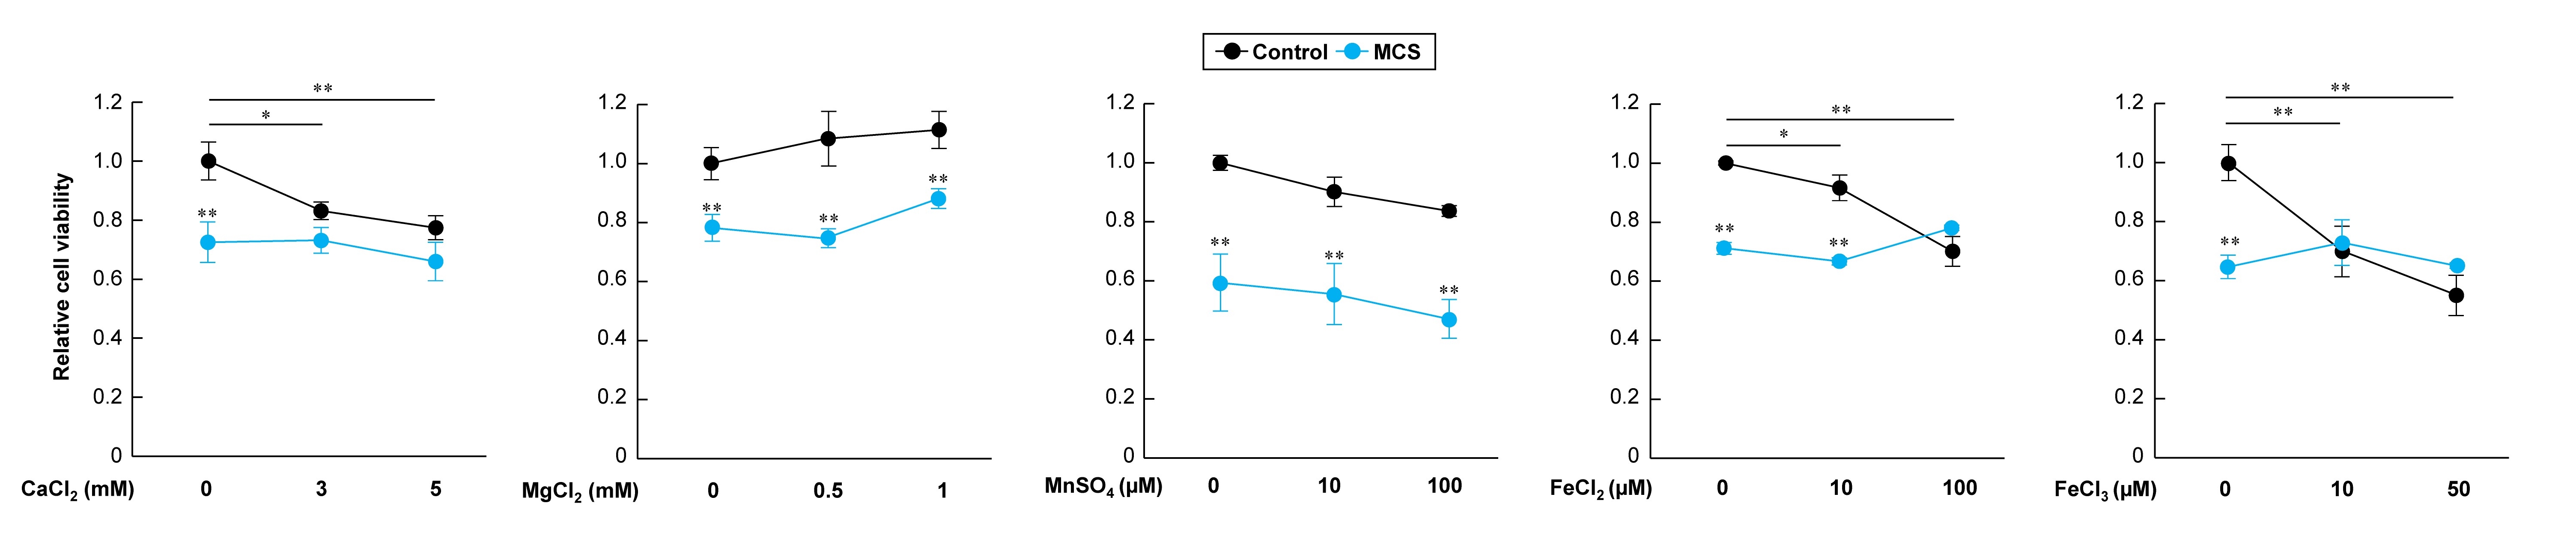
**

**Figure S1. Effect of the addition of metal ions to the medium.**

The effect of adding metal ions to the medium on cell viability after MCS treatment in MDA-MB-231 cells. Cell viability was assessed 48 hours after MCS treatment in the presence of metal ions. Values are presented as the mean ± S.D. (n = 3), with the control group (0 µM metal ions) set to 1.0. **P* < 0.05 and ***P* < 0.01 indicate significant differences from the control group. The statistical analysis results are as follows: *F_5,12_* = 14.502, *P* < 0.001 for CaCl_2_; *F_5,12_* = 21.975, *P* < 0.001 for MgCl_2_; *F_5,12_* = 29.661, *P* < 0.001 for MnSO_4_; *F_5,12_* = 63.721, *P* < 0.001 for FeCl_2_; and *F_5,12_* = 17.977, *P* < 0.001 for FeCl_3_ (ANOVA with Tukey–Kramer post-hoc test).

**
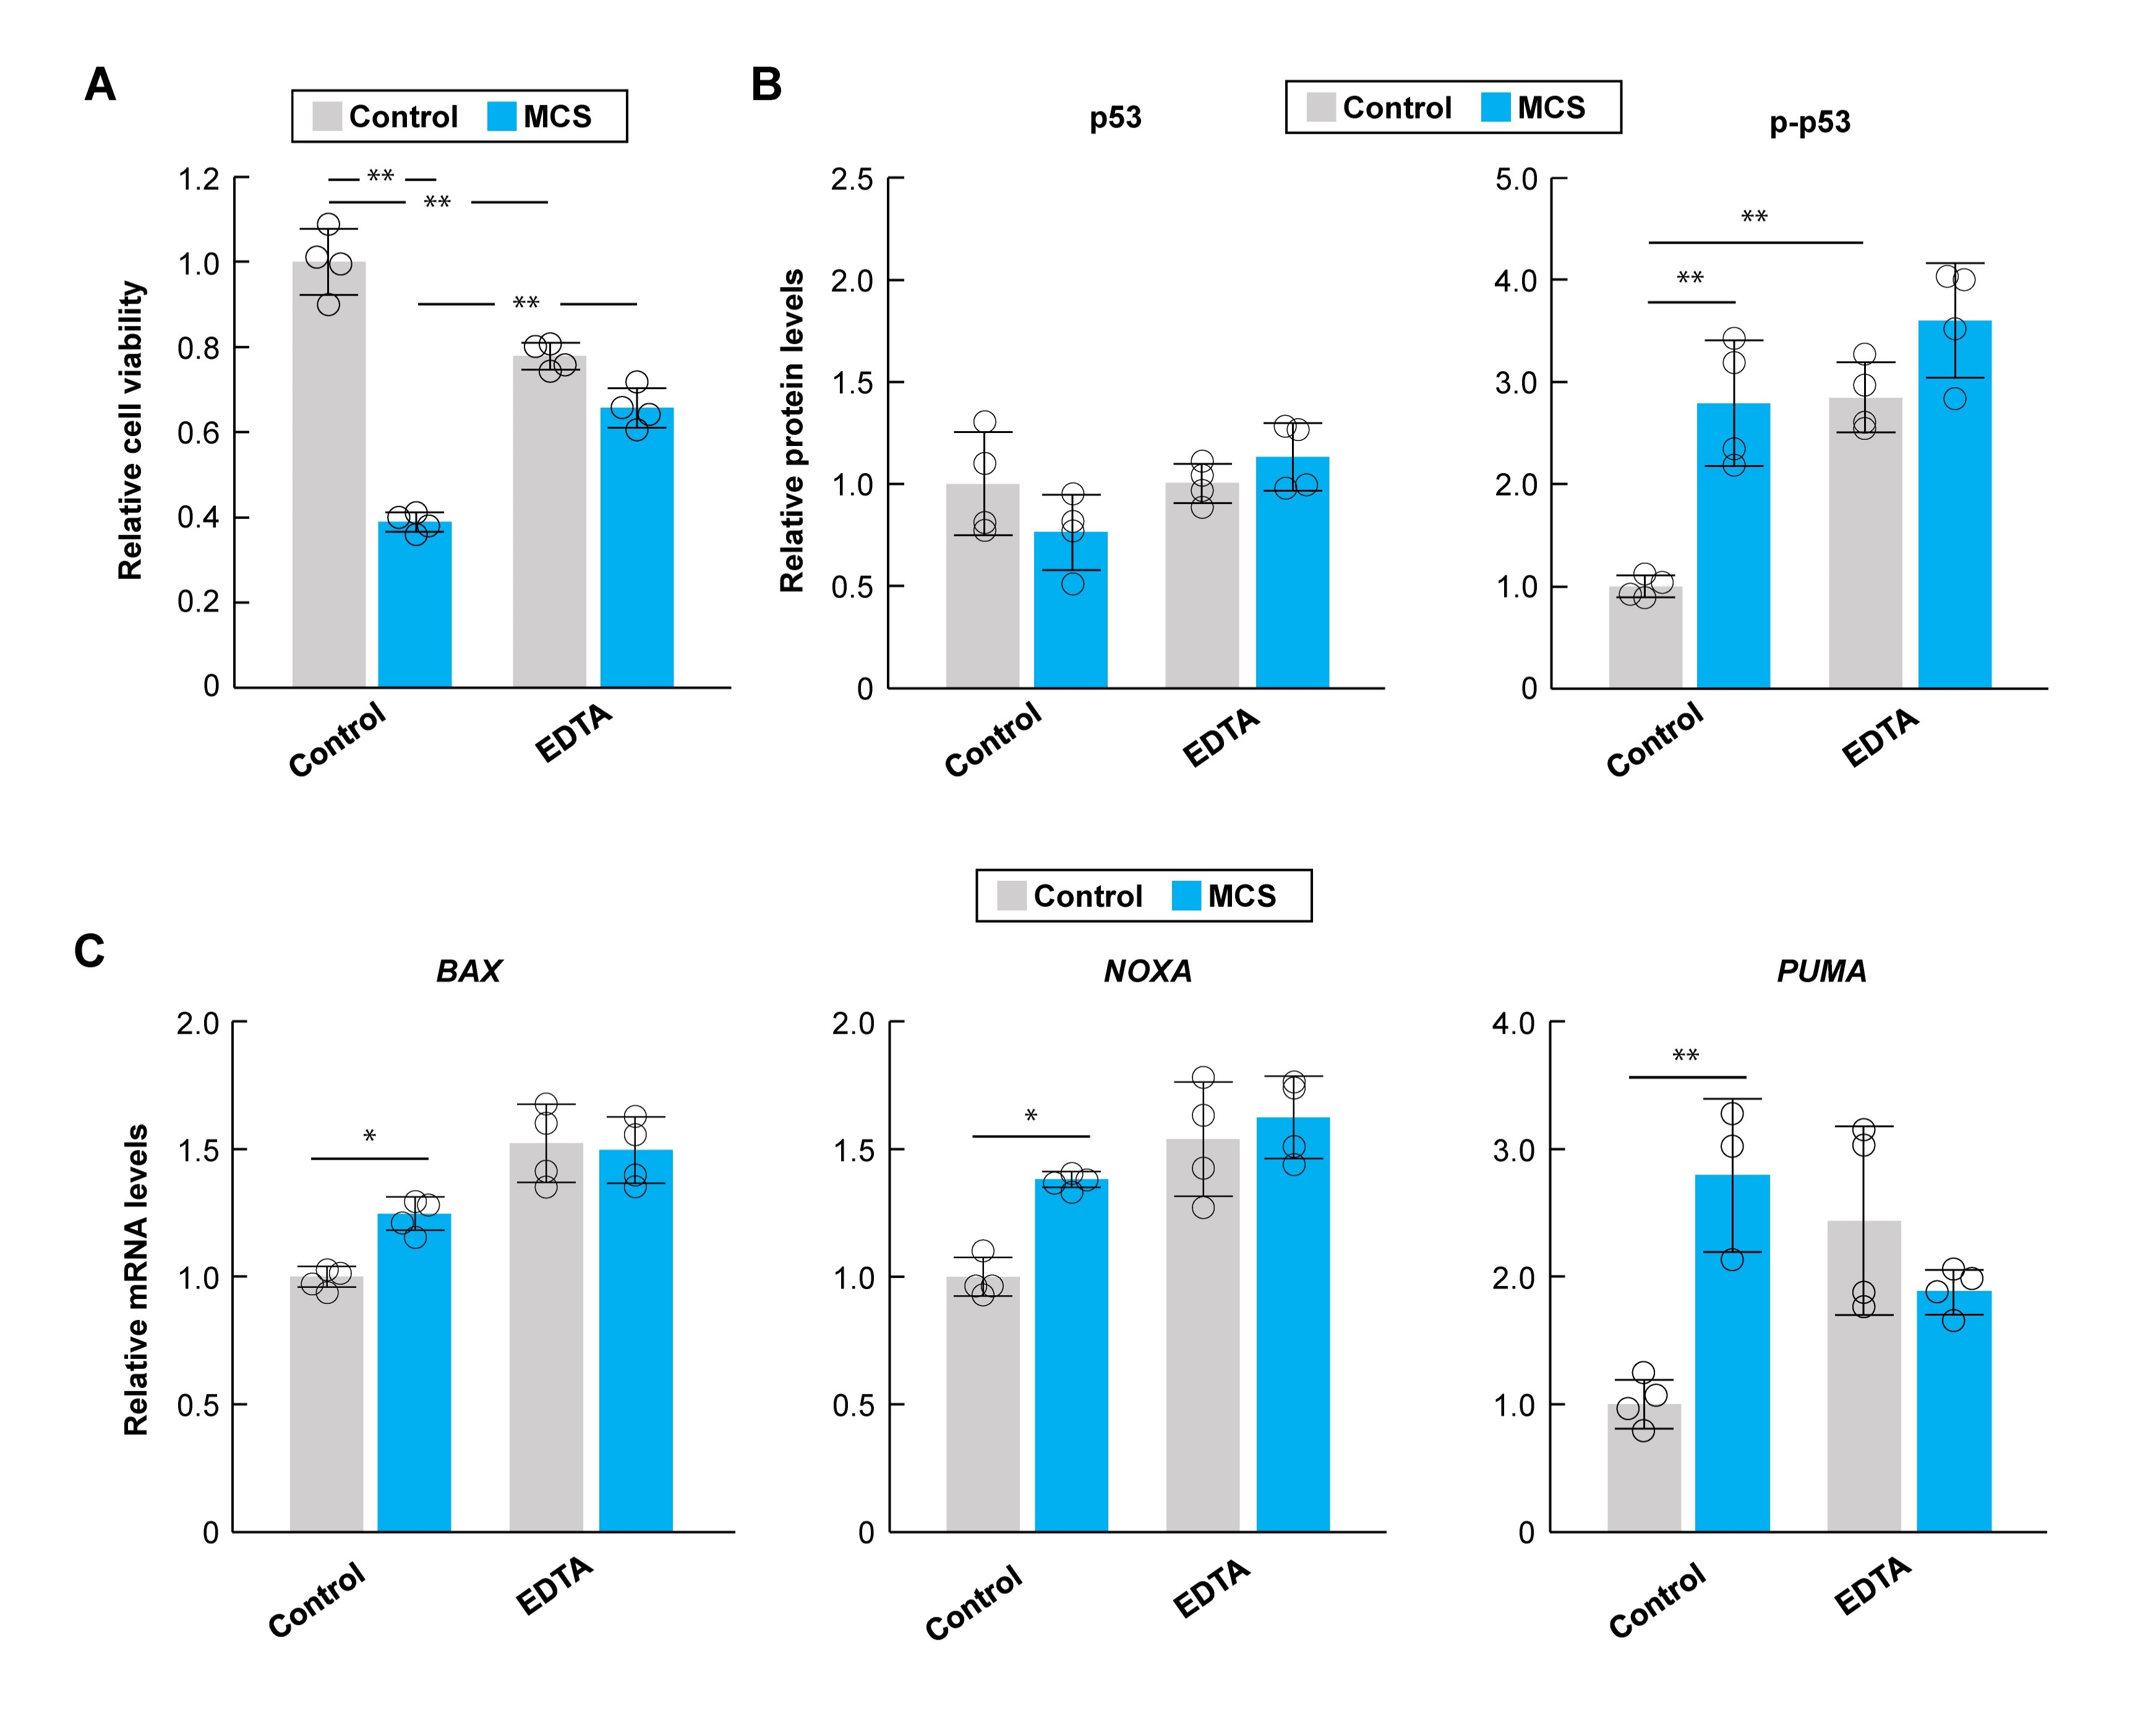
**

**Figure S2. Influence of EDTA on the efficacy of MCS.**

**(A)** Influence of EDTA on the inhibition of MDA-MB-231 cell proliferation induced by MCS. Cell viability was assessed 48 hours after MCS treatment in the presence of EDTA (1 mM). The value of the non-MCS-treated without EDTA group is set at 1.0. Values are presented as the mean ± S.D. (n = 4). ^**^*P* < 0.01 indicates significant differences between the two groups (*F_3,12_* = 113.016, *P* < 0.001; ANOVA with a Tukey–Kramer post-hoc test). **(B)** Influence of EDTA on the protein levels of p53 and p-p53 in MDA-MB-231 cells. The value of the non-MCS-treated without EDTA group is set at 1.0. Values are presented as the mean ± S.D. (n = 4). ***P* < 0.01 indicates a significant difference between the groups (*F_3,12_* = 23.885, *P* < 0.001 for p-p53; ANOVA with a Tukey–Kramer post-hoc test).(**C)** Effect of EDTA on MCS-induced pro-apoptotic gene transcription in MDA-MB-231 cells. The value of the non-MCS-treated without EDTA group is set at 1.0. Values are presented as the mean ± S.D. (n = 3–4). **P* < 0.05 and ***P* < 0.01 indicate significant differences between the groups (*F*_3,12_ = 20.741, *P* < 0.001 for *BAX*; *F*_3,12_ = 14.604, *P* = 0.0003 for *NOXA*; *F*_3,11_ = 9.617, *P* = 0.0021 for *PUMA*; ANOVA with a Tukey–Kramer post-hoc test).

**
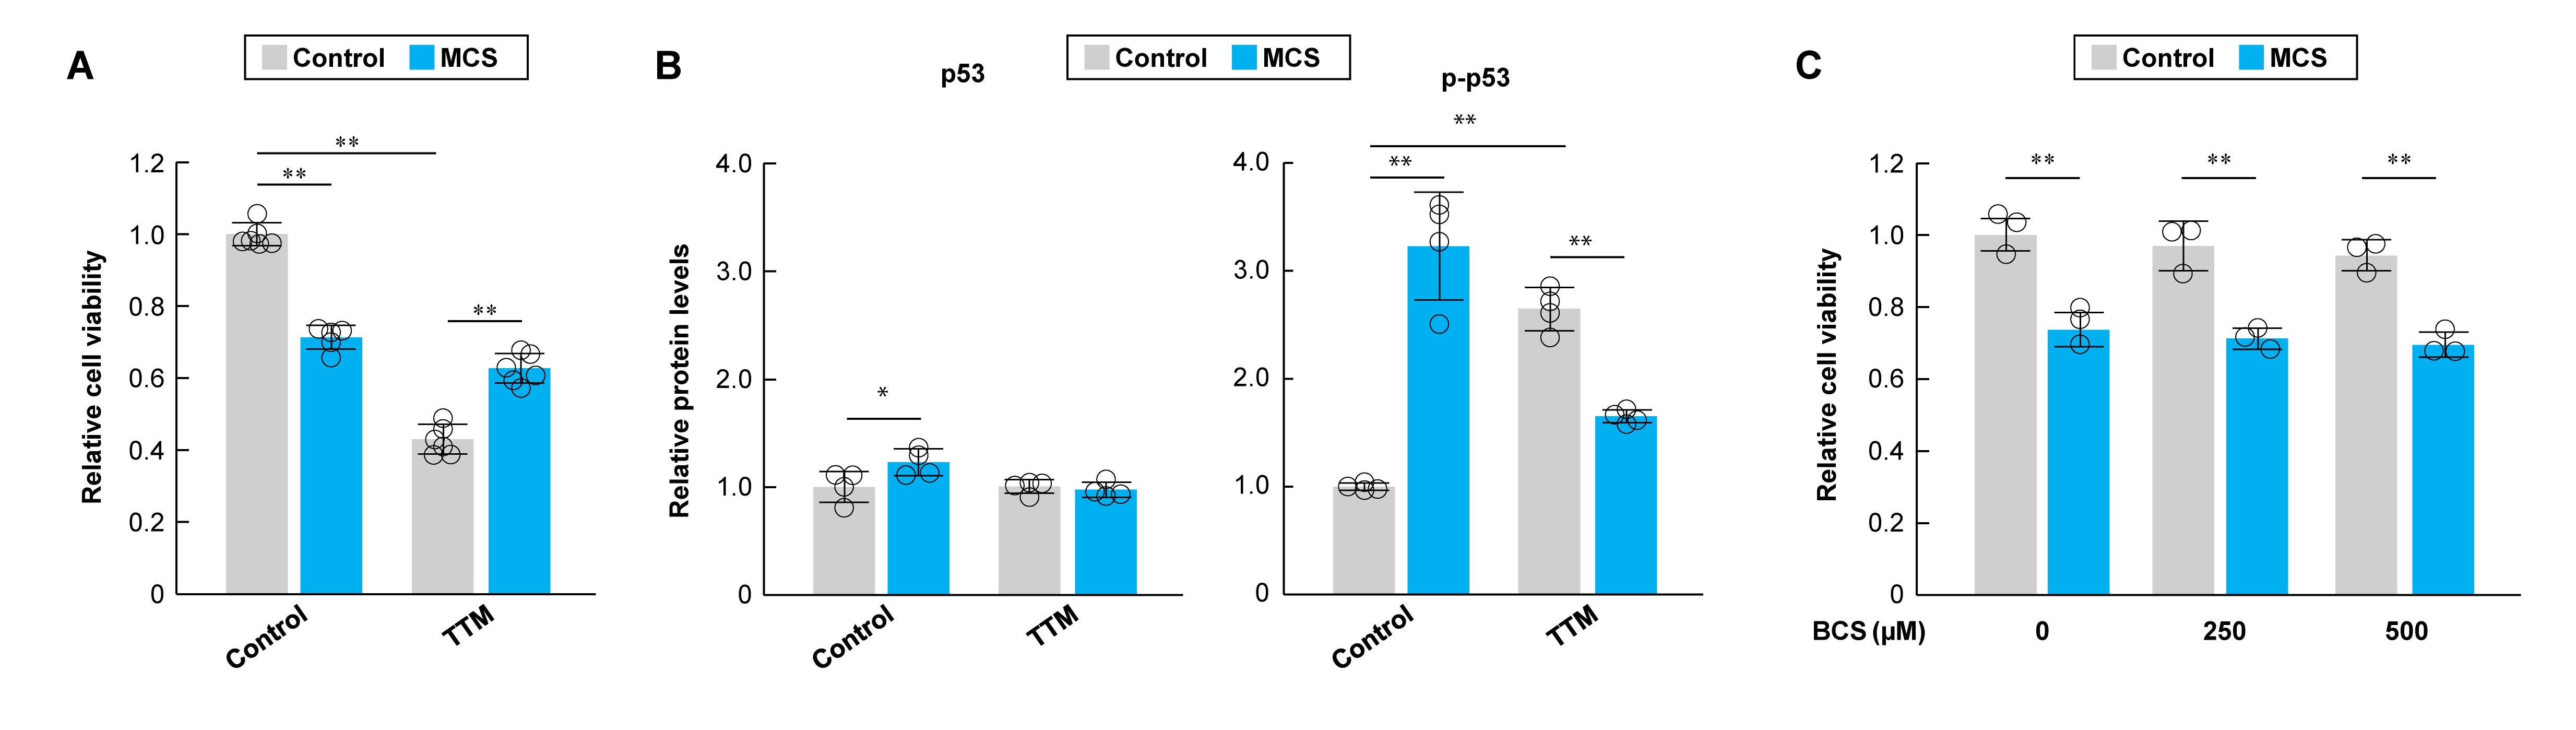
**

**Figure S3. Influence of TTM on the efficacy of MCS.**

**(A)** Effect of TTM (10 µM) on the inhibition of MDA-MB-231 cell proliferation induced by MCS. Cell viability was assessed 48 hours after MCS treatment in the presence of TTM. The value of the non-MCS-treated without TTM group is set at 1.0. Values are presented as the mean ± S.D. (n = 4). ^**^*P* < 0.01 indicates significant differences between the two groups (*F_3,19_* = 241.15, *P* < 0.001; ANOVA with a Tukey–Kramer post-hoc test). **(B)** Effect of TTM on the protein levels of p53 and p-p53 in MDA-MB-231 cells. The value of the non-MCS-treated without TTM group is set at 1.0. Values are presented as the mean ± S.D. (n = 4). ***P* < 0.01 indicates a significant difference between the groups (*F_3,12_* = 5.115, *P* = 0.017 for p53; *F_3,12_* = 53.599, *P* < 0.001 for p-p53; ANOVA with a Tukey–Kramer post-hoc test). **(C)** Effect of bathocuproinedisulfonic acid (BCS) on the inhibition of MDA-MB-231 cell proliferation induced by MCS. Cell viability was assessed 48 hours after MCS treatment in the presence of BCS. The value of the non-MCS-treated without BCS group is set at 1.0. Values are presented as the mean ± S.D. (n = 3). ^**^*P* < 0.01 indicates significant differences between the two groups (*F_5,12_* = 24.633, *P* < 0.001; ANOVA with a Tukey–Kramer post-hoc test).

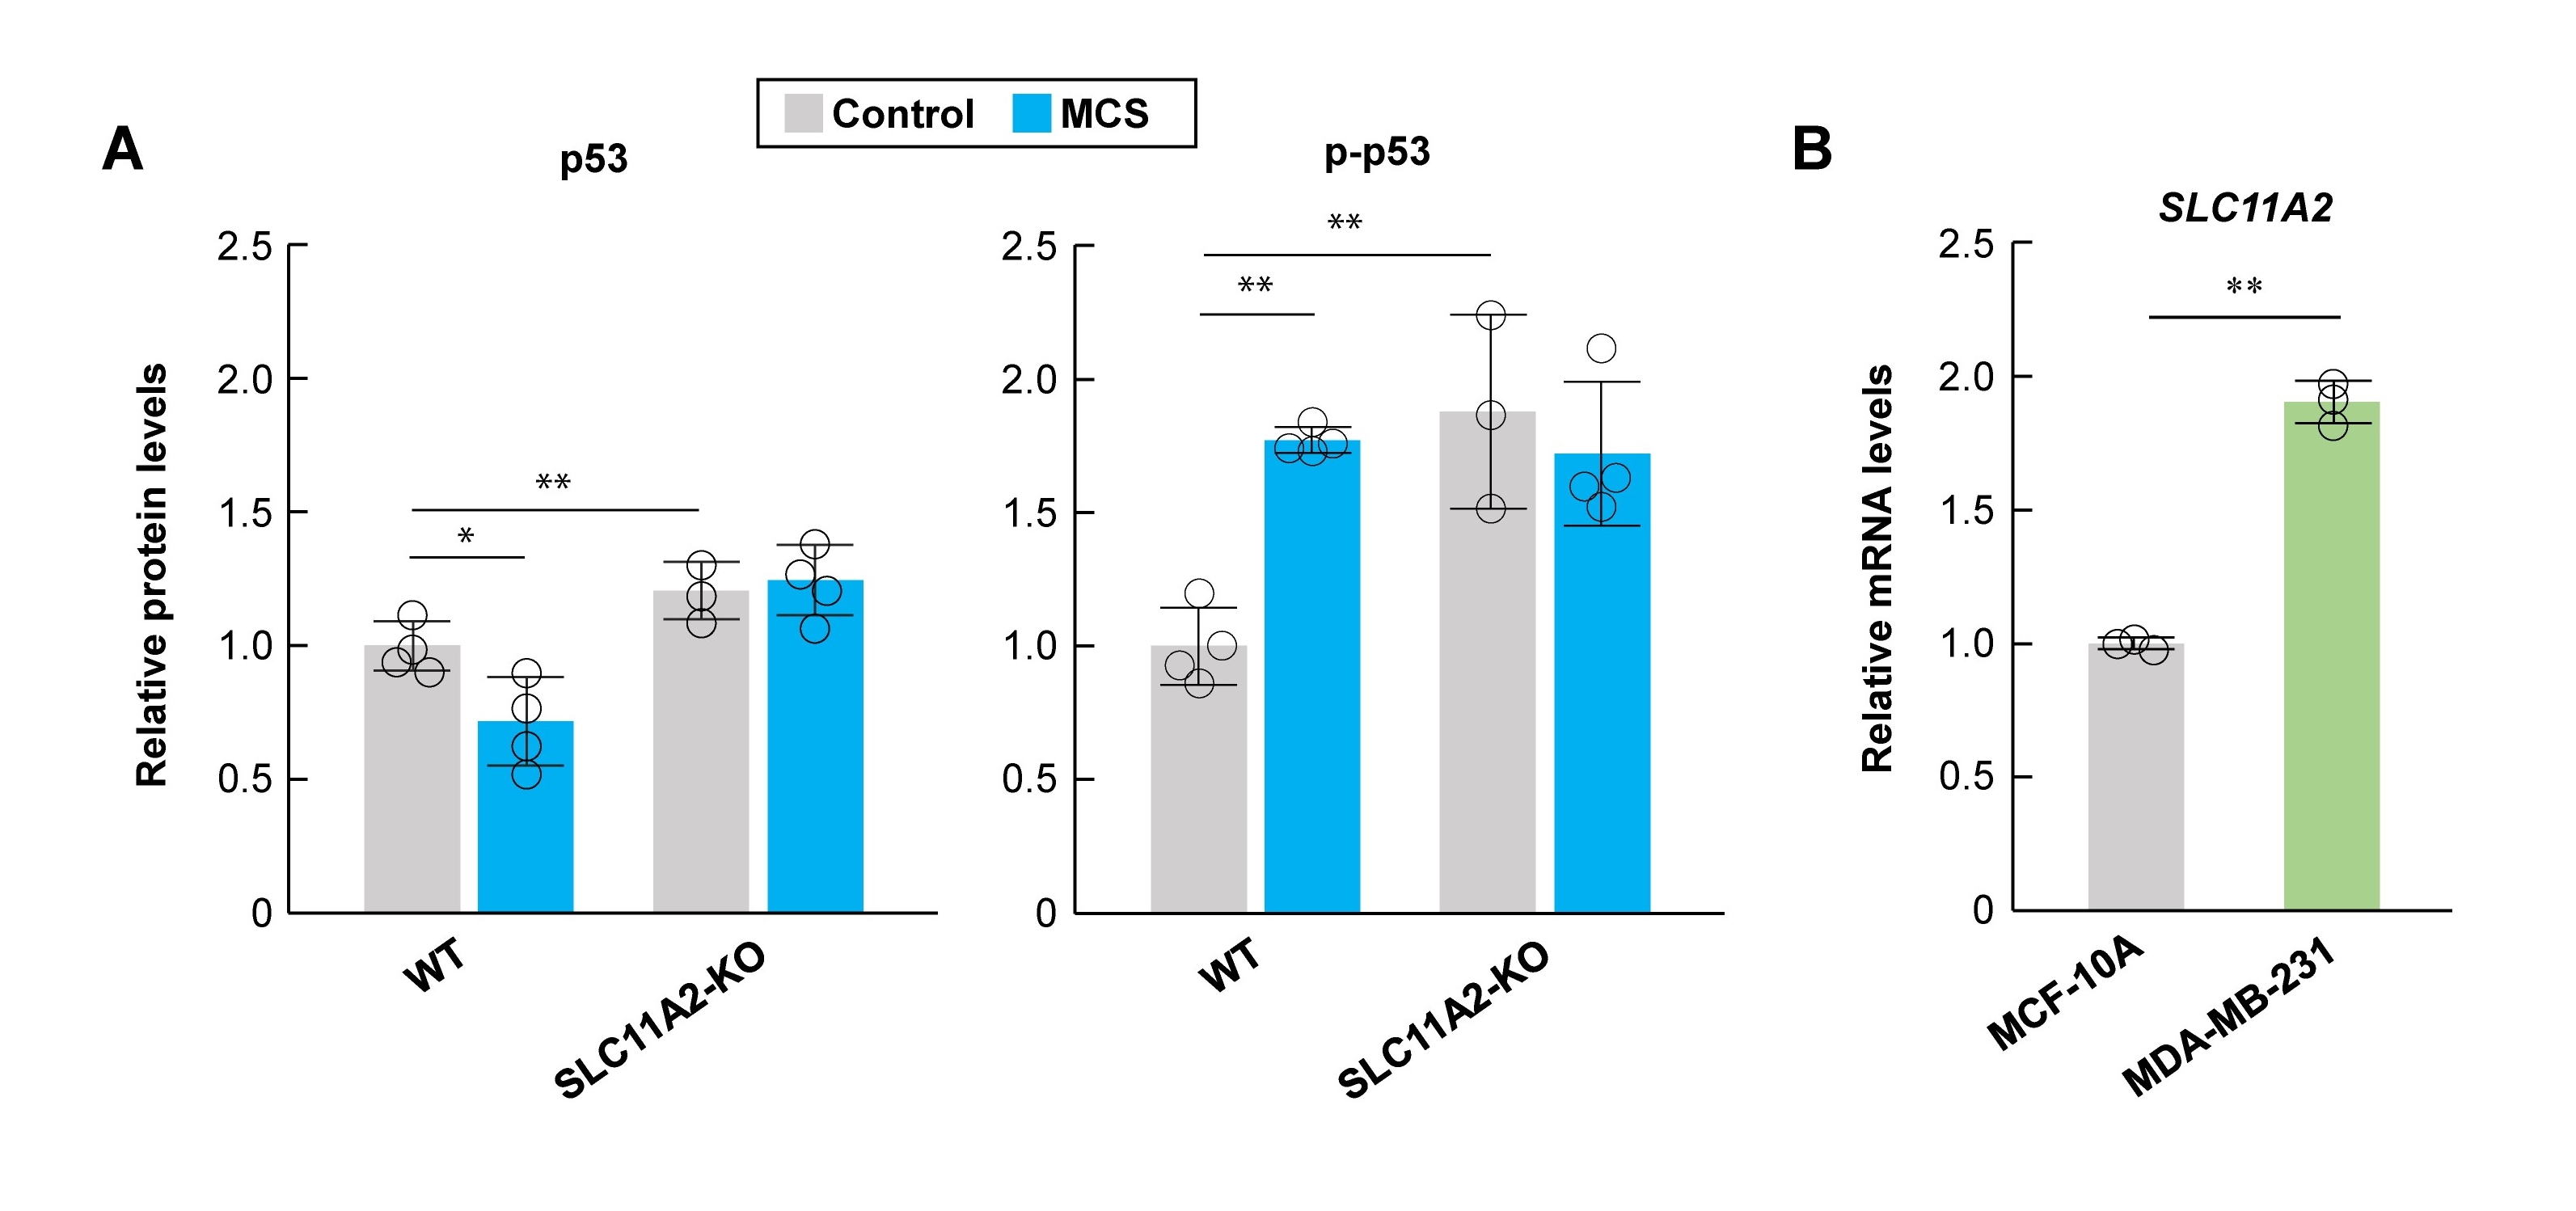

**Figure S4. Relationship between *SLC11A2* expression and the effects of MCS.**

**(A)** Influence of the *SLC11A2* knockout on the protein levels of p53 and p-p53 after MCS treatment in MDA-MB-231 cells. The value for the WT non-MCS-treated group is set at 1.0. Values are presented as the mean ± S.D. (n = 3–4). **P* < 0.05 and ***P* < 0.01 indicate significant differences between the groups (*F_3,11_* = 13.46, *P* < 0.001 for p53; *F_3,11_* = 12.175, *P* < 0.001 for p-p53; ANOVA with a Tukey–Kramer post-hoc test). The expression of the SLC11A2 protein in the cells is illustrated in **Figure S13F**. **(B)** mRNA levels of *SLC11A2* in MCF-10A and MDA-MB-231 cells. The value for MCF-10A cells is set at 1.0. Values are presented as the mean ± S.D. (n = 3). ***P* < 0.01 indicates significant differences between the two groups (*t_4_* = 19.099; Student’s t-test).

**
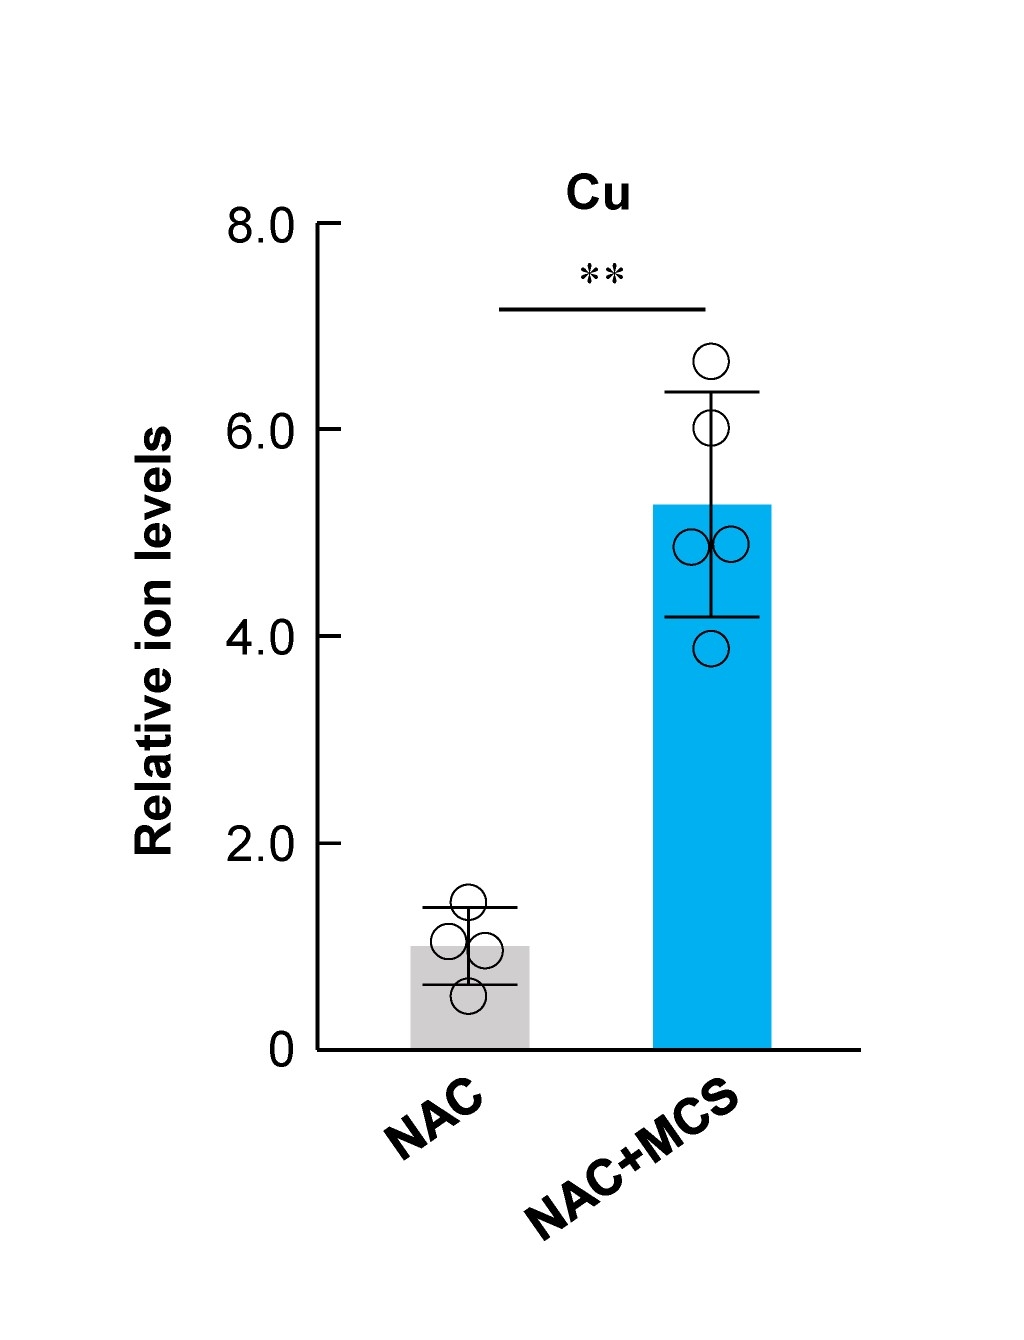
**

**Figure S5.** Influence **of NAC on copper ion influx by MCS.**

Effect of NAC (5 mM) on MCS-induced copper ion influx in MDA-MB-231 cells. Cell viability was assessed 48 hours after MCS treatment in the presence of NAC. The NAC group value is set at 1.0. Values are presented as the mean ± S.D. (n = 4–5). ^**^*P* < 0.01 indicates significant differences between the two groups (*t_7_* = 7.432; Student’s t-test).

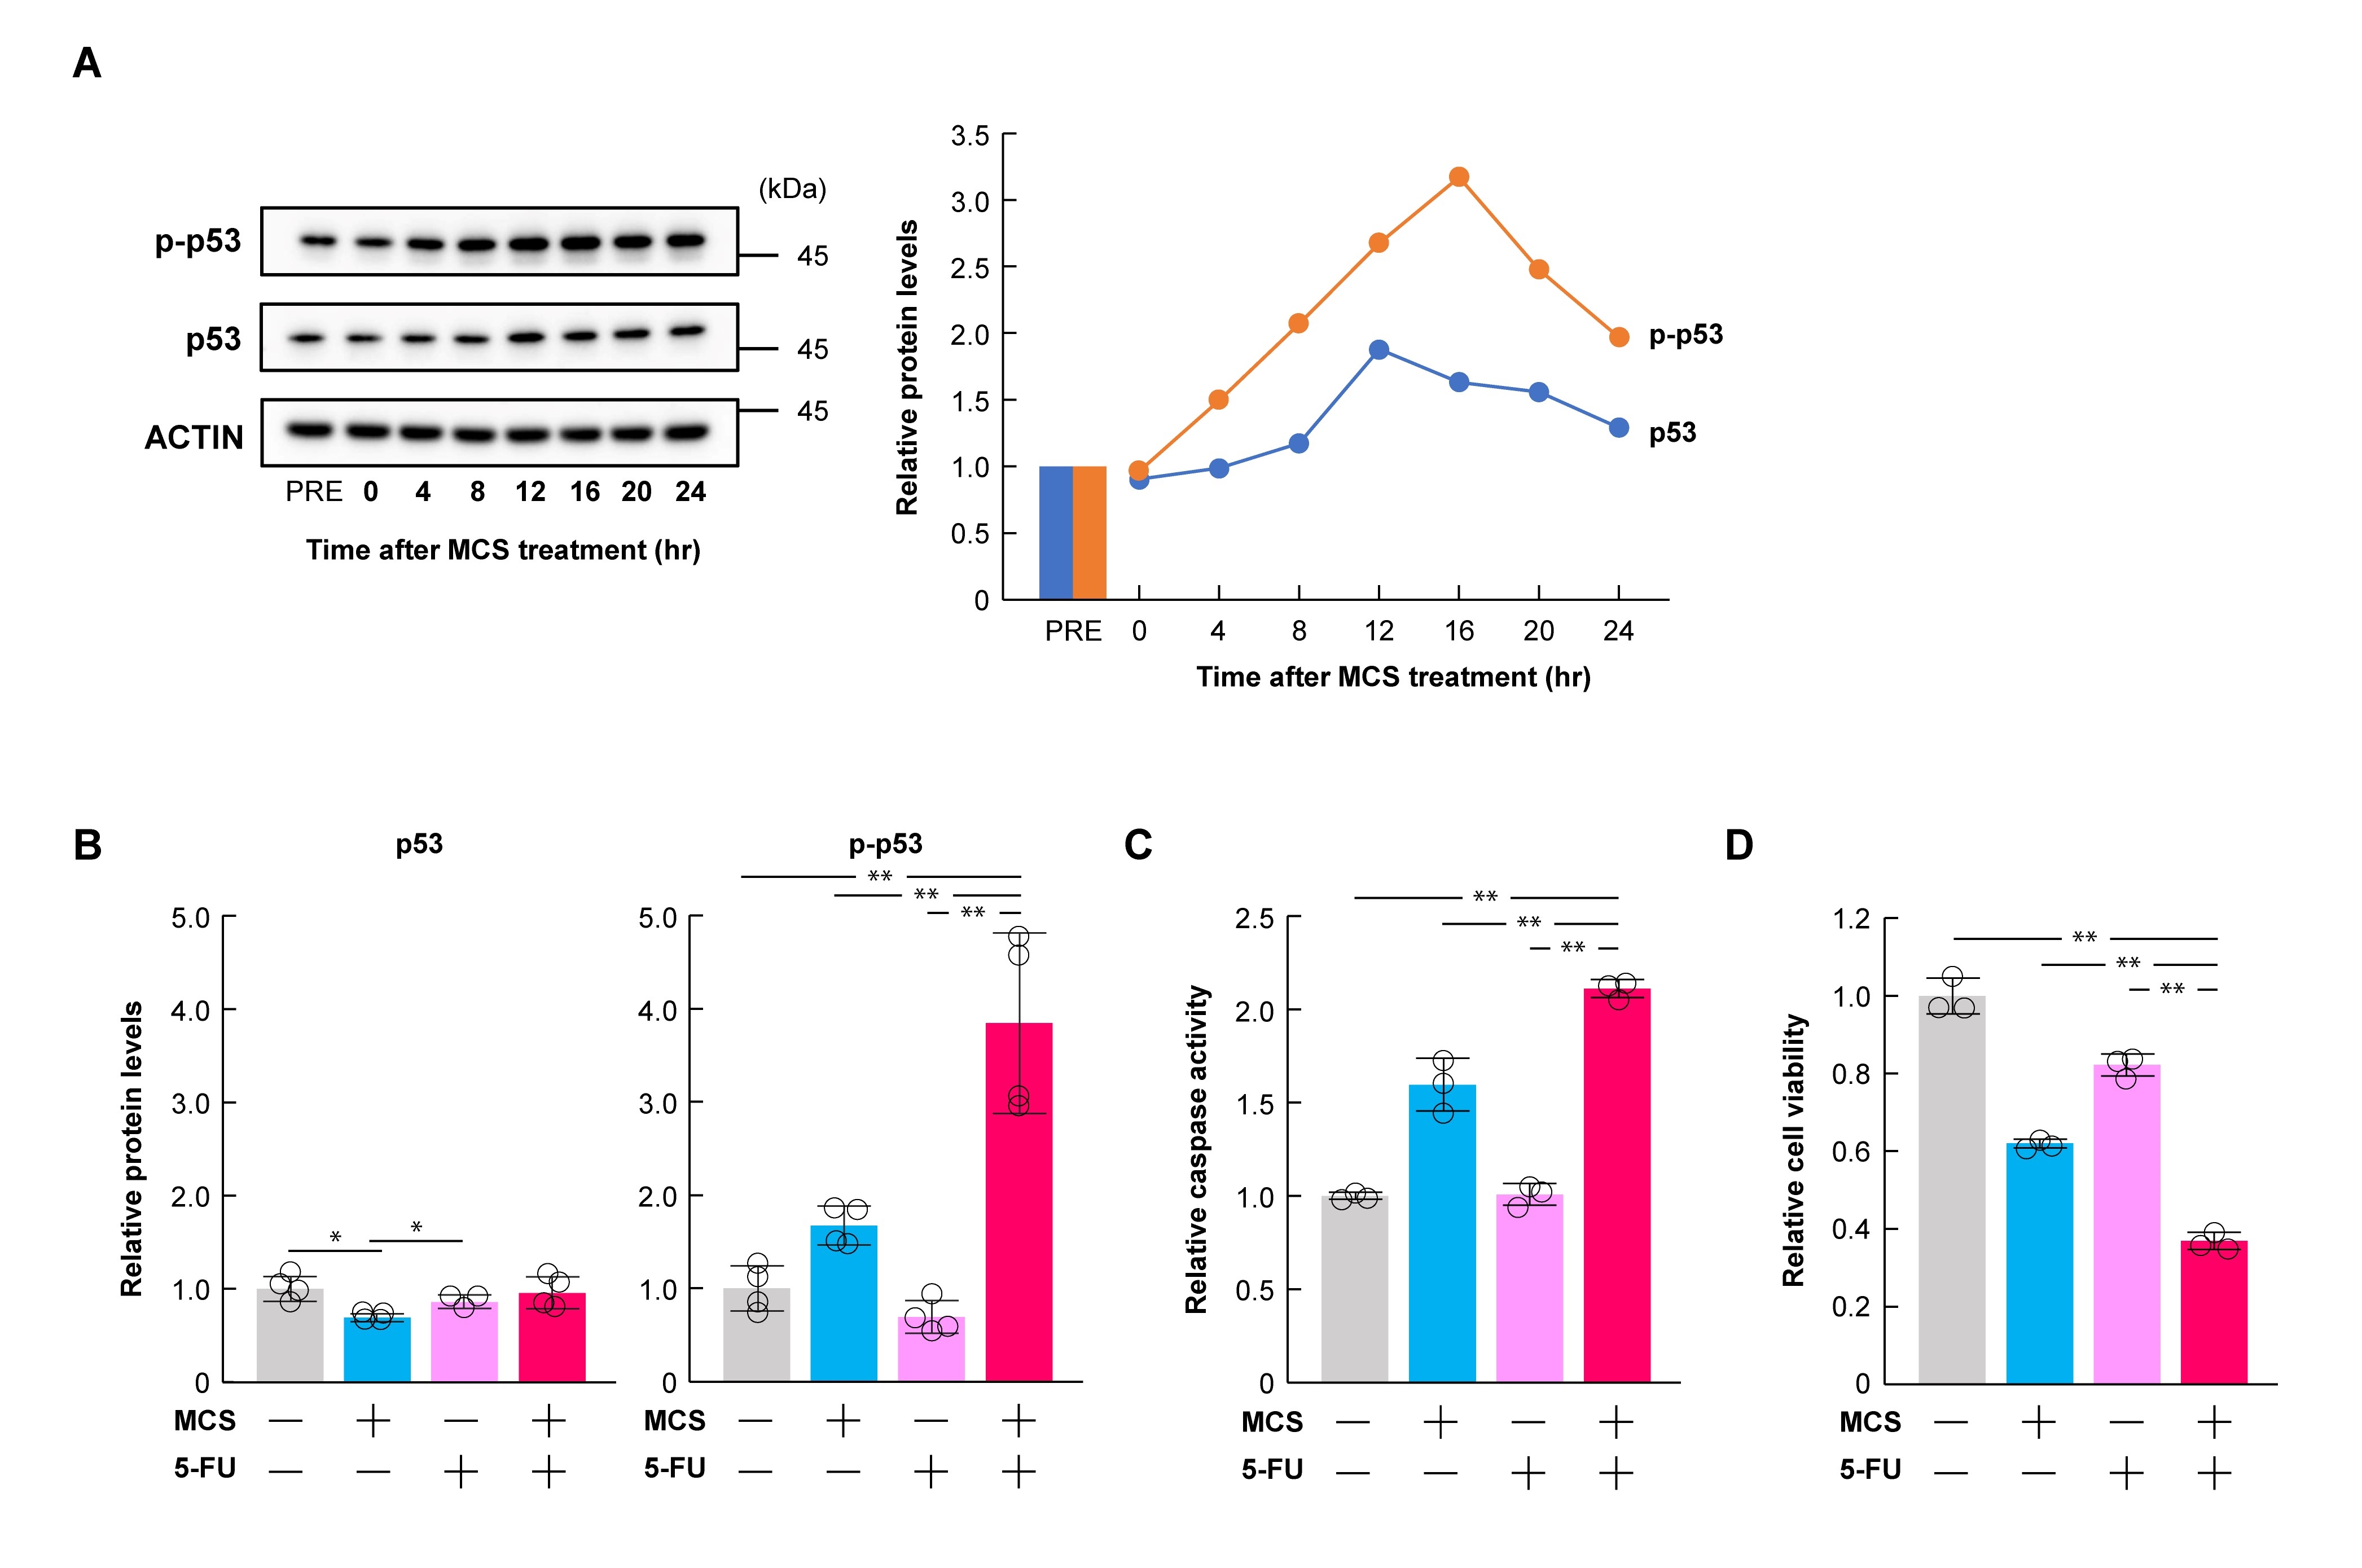

**Figure S6. Effect of MCS pre-treatment on the efficacy of 5-FU.**

**(A)** Time course of p53 and p-p53 protein levels measured every 4 hours after MCS treatment in MDA-MB-231 cells. The value for the pre-MCS-treated group is set at 1.0. An uncropped image of the p53 protein in the cells is illustrated in **Figure S13E**. **(B)** Protein levels of p53, phosphorylated p53 (p-p53) levels in MDA-MB-231 cells exposed to 5-FU (10 µM) after MCS pre-treatment. The 5-FU-untreated non-MCS group is set at 1.0. ***P* < 0.01 and **P* < 0.05 indicates a significant difference between the groups (*F_3,11_* = 5.245, *P* = 0.0172 for p53; *F_3,12_* = 30.204, *P* < 0.001 for p-p53; ANOVA with a Tukey–Kramer post-hoc test). **(C)** Caspase activity in MDA-MB-231 cells exposed to 5-FU after MCS pre-treatment. The 5-FU-untreated non-MCS group is set at 1.0. Values are presented as the mean ± S.D. (n = 3). ***P* < 0.01 indicates a significant difference between the groups (*F_5,12_* = 62.821, *P* < 0.001; ANOVA with the Tukey–Kramer post-hoc test). ^†^*P* < 0.05 indicates a significant difference from the MCS-treated 5-FU 0 µM group (*F_2,6_* = 5.952, *P* < 0.0376; ANOVA with Dunnett’s post-hoc test). **(D)** Cell viability in MDA-MB-231 cells exposed to 5-FU (10 µM) after MCS pre-treatment, assessed 48 hours after MCS treatment. The 5-FU-untreated non-MCS group is set at 1.0. Values are presented as the mean ± S.D. (n = 3). ***P* < 0.01 indicates a significant difference between the groups (*F_3,8_* = 62.821, *P* < 0.001; ANOVA with the Tukey–Kramer post-hoc test).

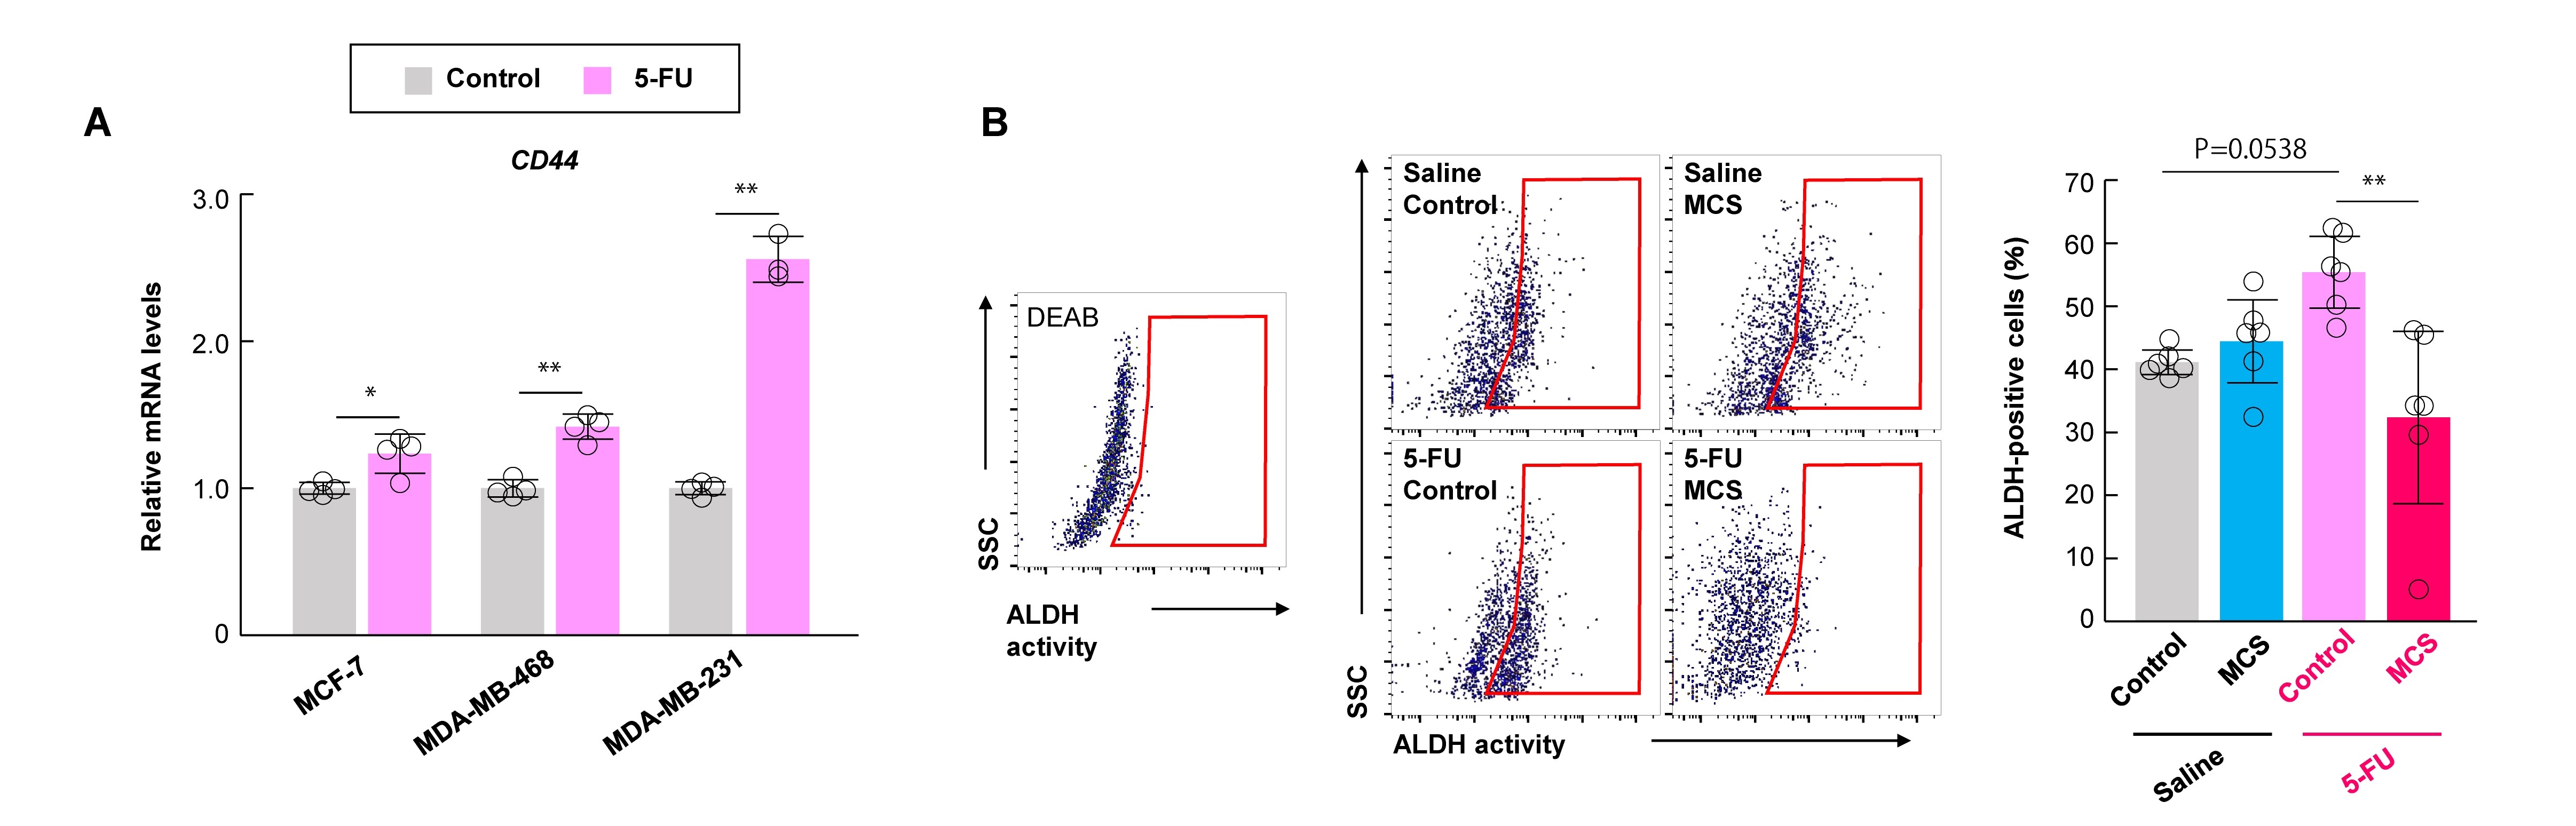

**Figure S7. Effect of 5-FU and MCS combination treatment on ALDH activity in tumors.**

**(A)** mRNA levels of *CD44* in breast cancer cells exposed to 5-FU (10 µM) for 48 h. The non-MCS treated group value is set at 1.0. Values are presented as the mean ± S.D. (n = 3–4). **P* < 0.05 and ***P* < 0.01 indicate significant differences from each control (MCF-7; *t*_6_ = 3.371 for *CD44*; MDA-MB-468; *t*_6_ = 7.991 for *CD44*; MDA-MB-231; *t*_5_ = 19.571 for *CD44*; Student’s t-test). **(B)** ADEFLUOR assay of MDA-MB-231 tumor cells in mice treated with a combination of MCS and 5-FU. The population of ALDH-positive cells was defined based on each DEAB group, which exhibited nearly identical mean fluorescence intensity values. The right panel displays the differences in ALDH-positive cells within the MDA-MB-231 tumors of each mouse group. Values are presented as the mean ± S.D. (n = 6). ***P* < 0.01 indicates a significant difference between the groups (*F_3,20_* = 6.814, *P* = 0.0024; ANOVA with a Tukey–Kramer post-hoc test).

**
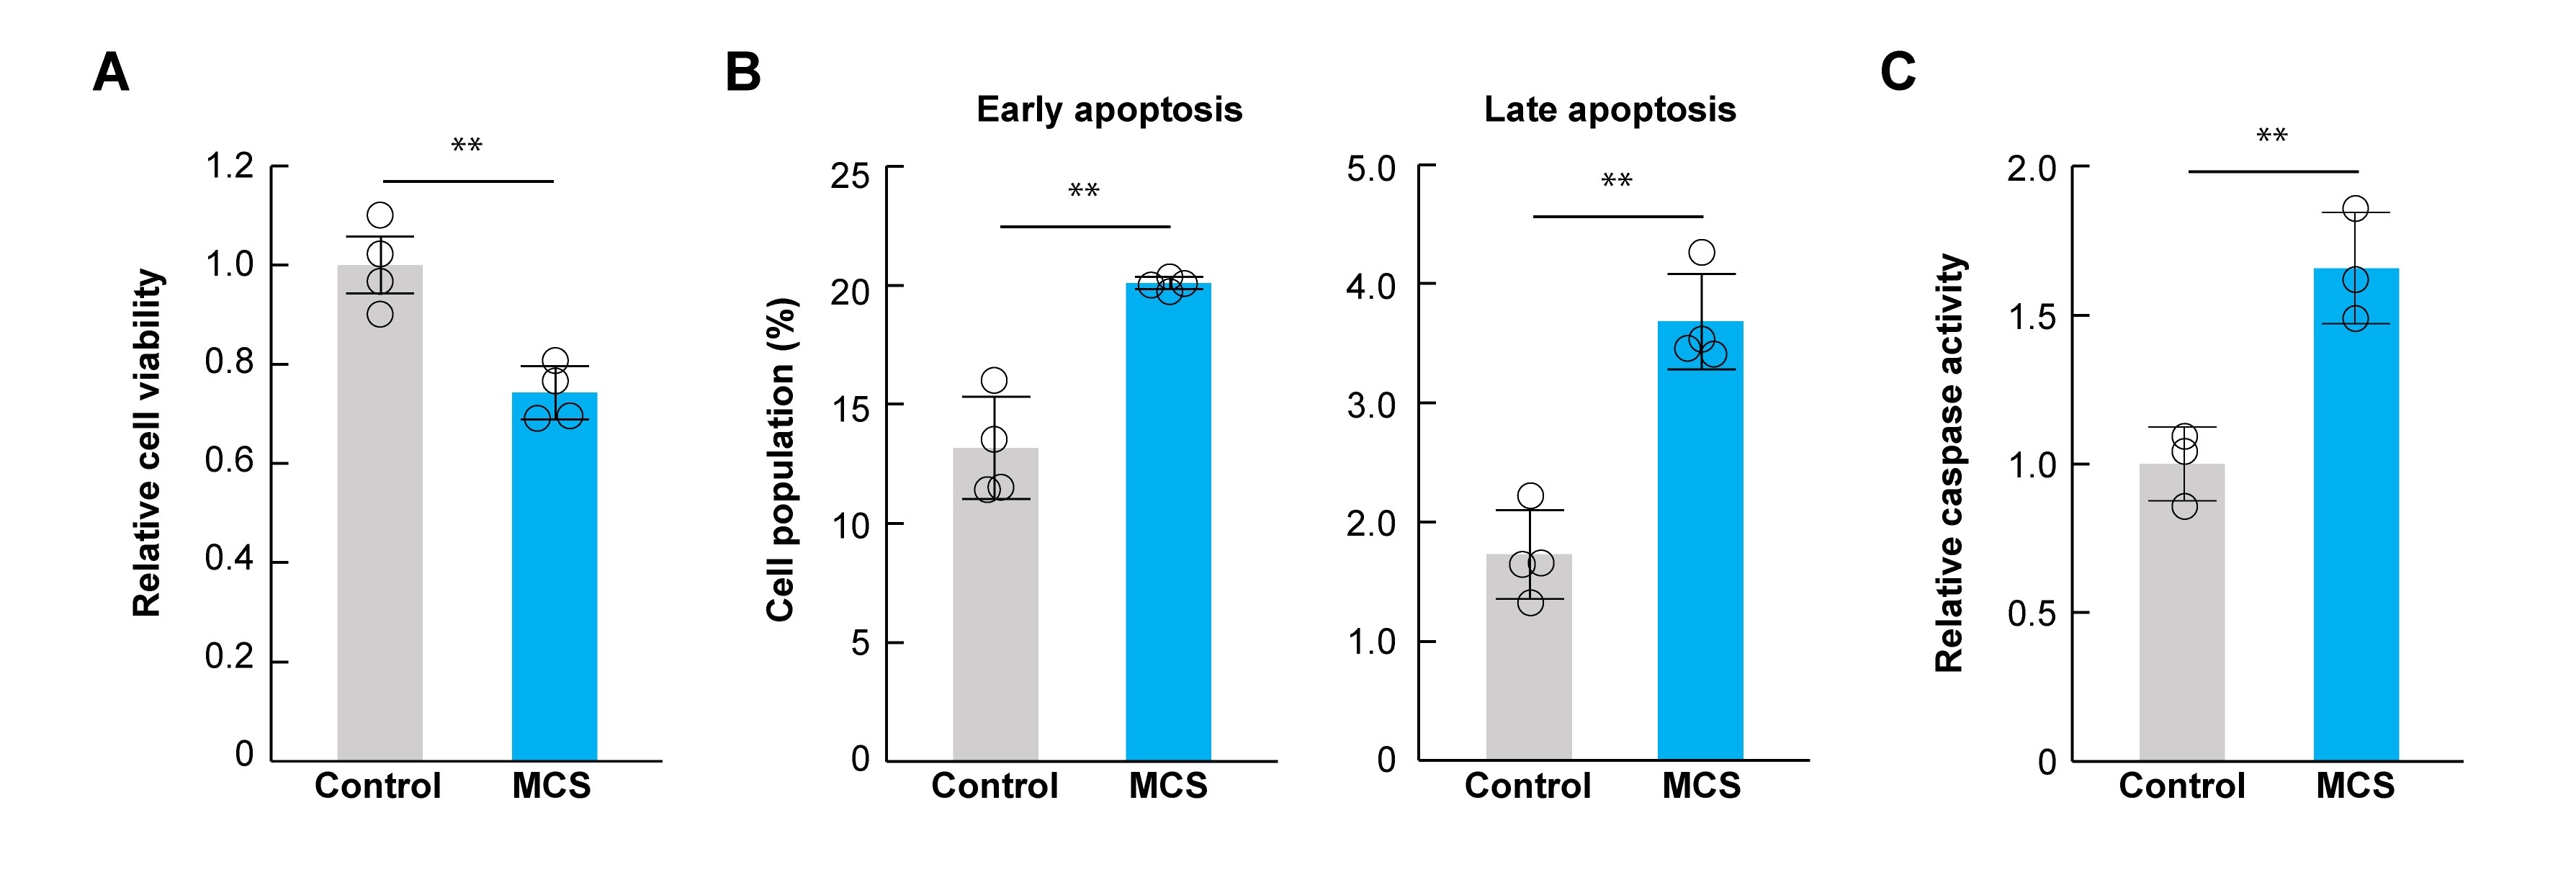
**

**Figure S8. Effect of MCS on MCF-7 cells.**

**(A)** Cell viability in MCF-7 cells 48 hours after MCS treatment. The value for each control group is set at 1.0. Values are presented as the mean ± S.D. (n = 4). ***P* < 0.01 indicates significant differences between the two groups (*t_6_* = 5.054; Student’s t-test). **(B)** Flow cytometry analysis of Annexin-FITC⁺/PI⁻ (early apoptosis) and Annexin-FITC⁺/PI⁺ (late apoptosis) cell populations in MCF-7 cells 24 hours after MCS treatment. The value for each control group is set at 1.0. Values are presented as the mean ± S.D. (n = 4). ***P* < 0.01 indicates significant differences between the two groups (*t_6_* = 6.391 for early apoptosis; *t_6_* = 7.14 for late apoptosis; Student’s t-test). **(C)** Caspase-3/7 activity in MCS-treated MCF-7 cells 24 hours after MCS treatment. The value for each control group is set at 1.0. Values are presented as the mean ± S.D. (n = 3). ***P* < 0.01 indicates significant differences between the two groups (*t_4_* = 5.088; Student’s t-test).

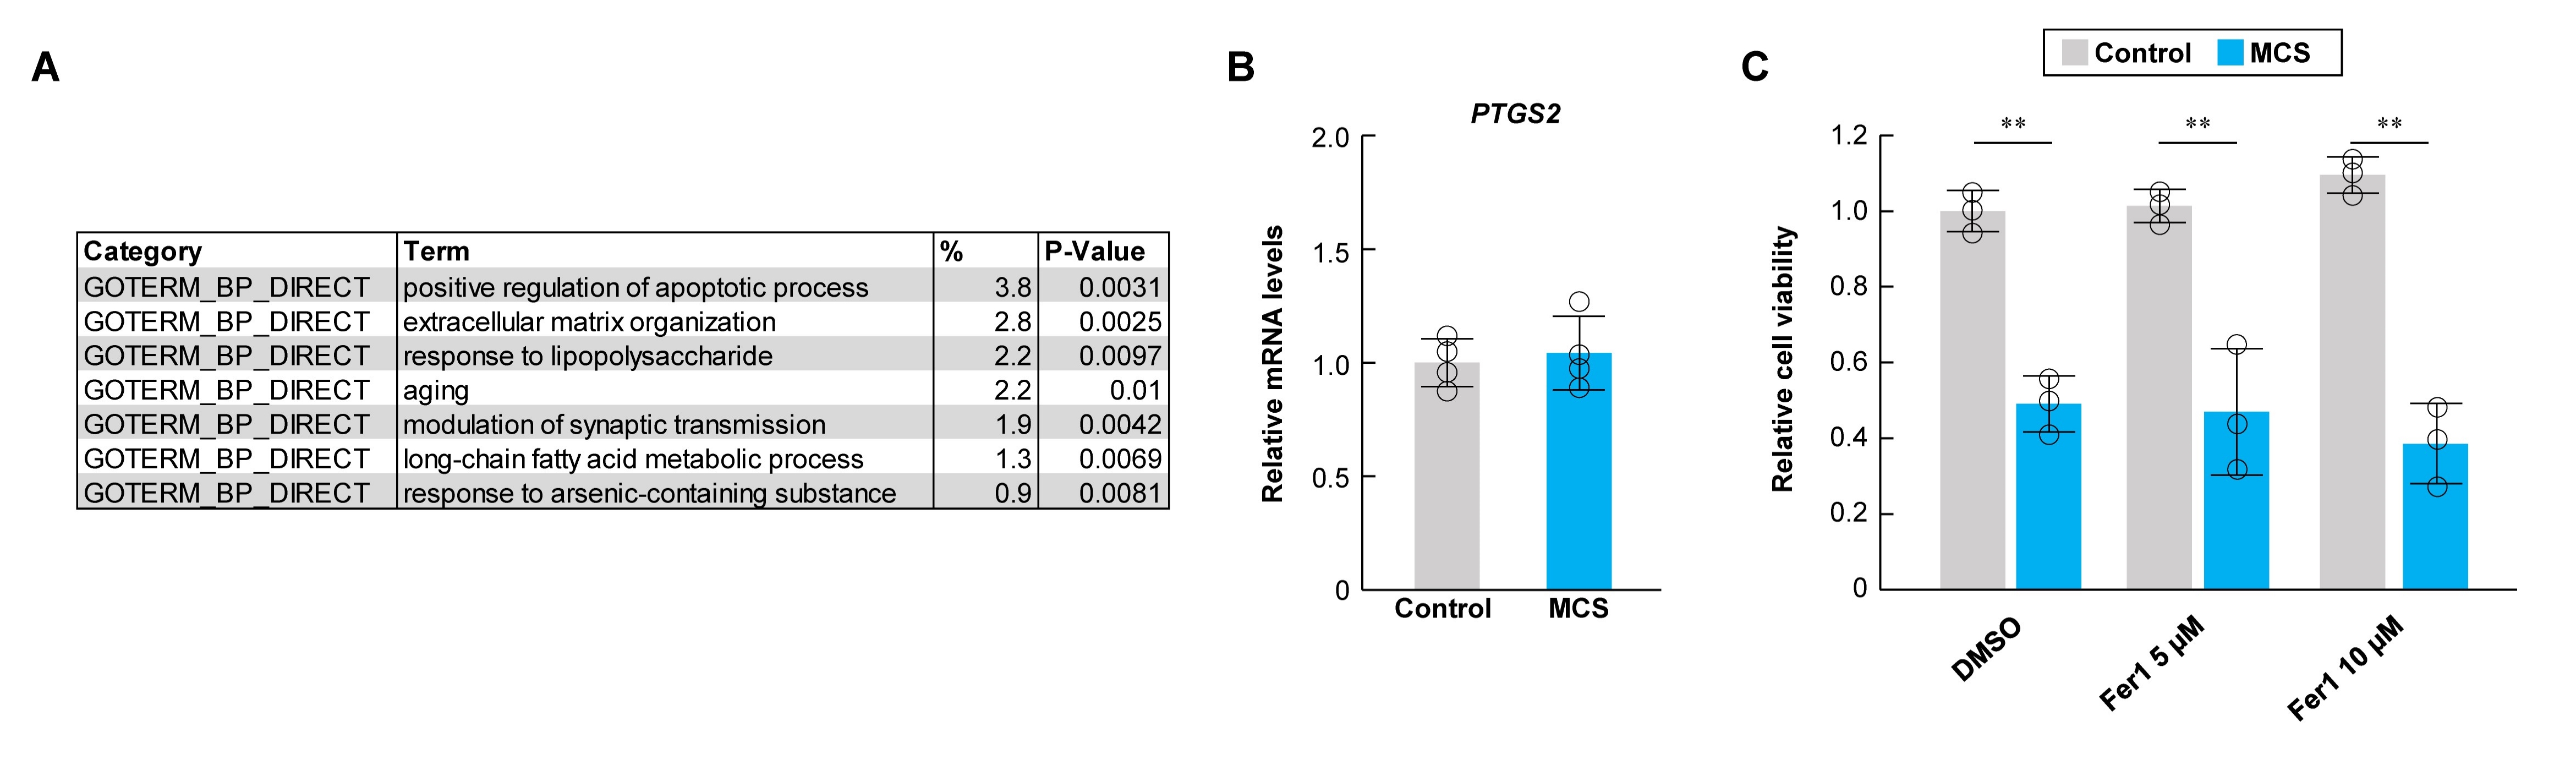

**Figure S9. Effect of MCS on ferroptosis in MDA-MB-231 cells.**

**(A)** Gene Ontology analysis of genes showing MCS-dependent expression variation based on RNA-seq results in MDA-MB-231 cells 24 hours after MCS treatment. 

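Histone, cell cycle, extracellular matrix and cholesterol synthesis genes lay lower in the MCS library of MDA-MB-231 cells. Replication-dependent histone genes, which are expressed in S phase, had the lowest median log2 ratio of these lists at -0.75, below all random lists. Of 23 measured members, all had a ratio below 0 and 4 were 2-fold or more lower. HIST1H2BM was at 0.259 (0.212 to 0.314) times the control value, HIST1H3A at 0.434 (0.359 to 0.522), HIST1H2AB at 0.452 (0.397 to 0.513) and HIST1H3H at 0.464 (0.422 to 0.511). Outside this list, HIST1H2AJ, which shares 76.9% of its sequence with other genes, was at 0.367 (0.307 to 0.437). The linker histone gene H1F0, also not on the list, was at 0.338 (0.308 to 0.372). All 33 mitosis genes had ratios below 0, with a median of -0.43 below all random lists and none 2-fold lower. MKI67, which encodes the proliferation marker Ki-67, was at 0.586 (0.569 to 0.603), and the spindle genes DLGAP5 and ASPM at 0.578 (0.536 to 0.624) and 0.584 (0.555 to 0.615). For DNA replication genes, 31 of 33 had ratios below 0, and the median of -0.34 was also below all random lists. The helicase genes MCM6 and MCM5 were at 0.612 (0.552 to 0.677) and 0.653 (0.590 to 0.721).
Extracellular matrix genes had a median of -0.37, below all random lists, with 30 of 39 ratios below 0, among them LOXL2 at 0.599 (0.546 to 0.655). Nevertheless, 3 members were 2-fold or more higher, MMP1 and the genes MMP3 and THBS1, at 4.79 (2.37 to 10.7) and 2.24 (2.18 to 2.30). All 25 cholesterol synthesis genes had ratios below 0, with a median of -0.32 below all random lists. PCSK9, which encodes a regulator of the LDL receptor, was the only member 2-fold lower, at 0.474 (0.440 to 0.510), and HMGCS1 was at 0.666 (0.607 to 0.729). Hypoxia genes had a median of -0.19, above 0.11% of the random lists and -0.09 after centring on reference genes, with PDK1 at 0.507 (0.423 to 0.606) and ANGPTL4, on the other side of 1, at 2.21 (1.57 to 3.13). Among 28 interferon-stimulated genes, 15 had ratios above 0, and only OAS3 was 2-fold lower, at 0.317 (0.195 to 0.499).
The genes with the lowest ratios outside these lists included several that share sequence with others. RTEL1-TNFRSF6B, TMEM189-UBE2V1 and SERF1A were listed at 0 in the MCS library and were at least 41.3-fold, 22.1-fold and 20.9-fold lower against a floor of 3 reads. They share 56.3%, 95.1% and 87.0% of their sequence with other genes, and their values are uncertain. GSTT2, with 66.7% shared, was at 0.242 (0.122 to 0.445). Genes without such sharing included NEURL1B at 0.252 (0.165 to 0.375), the integrin gene ITGB4 at 0.361 (0.322 to 0.405), the glutamate receptor gene GRIK4 at 0.234 (0.118 to 0.430) and PPFIA4 at 0.310 (0.195 to 0.480). Of 133 genes 2-fold higher or lower with a sharing value, 26 shared at least 50% of their sequence with another gene.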

The analysis includes genes with a |MCS / non-MCS ratio| > 2, and the terms are filtered for *P* < 0.01**.** The term list is sorted by percentage. **(B)** mRNA levels of the ferroptosis marker *PTGS2* in MDA-MB-231 cells treated with MCS. The value for the non-MCS-treated group is set at 1.0. Values are presented as the mean ± S.D. (n = 4). **(C)** Effect of ferrostatin (Fer1), a ferroptosis inhibitor, on cell viability following MCS treatment in MDA-MB-231 cells. Values are presented as the mean ± S.D. (n = 3), with the value for the DMSO non-MCS-treated group set at 1.0. **P* < 0.05 and ***P* < 0.01 indicate significant differences from each control (*F_5,12_* = 18.715, *P* < 0.001; ANOVA with a Tukey–Kramer post-hoc test).

**
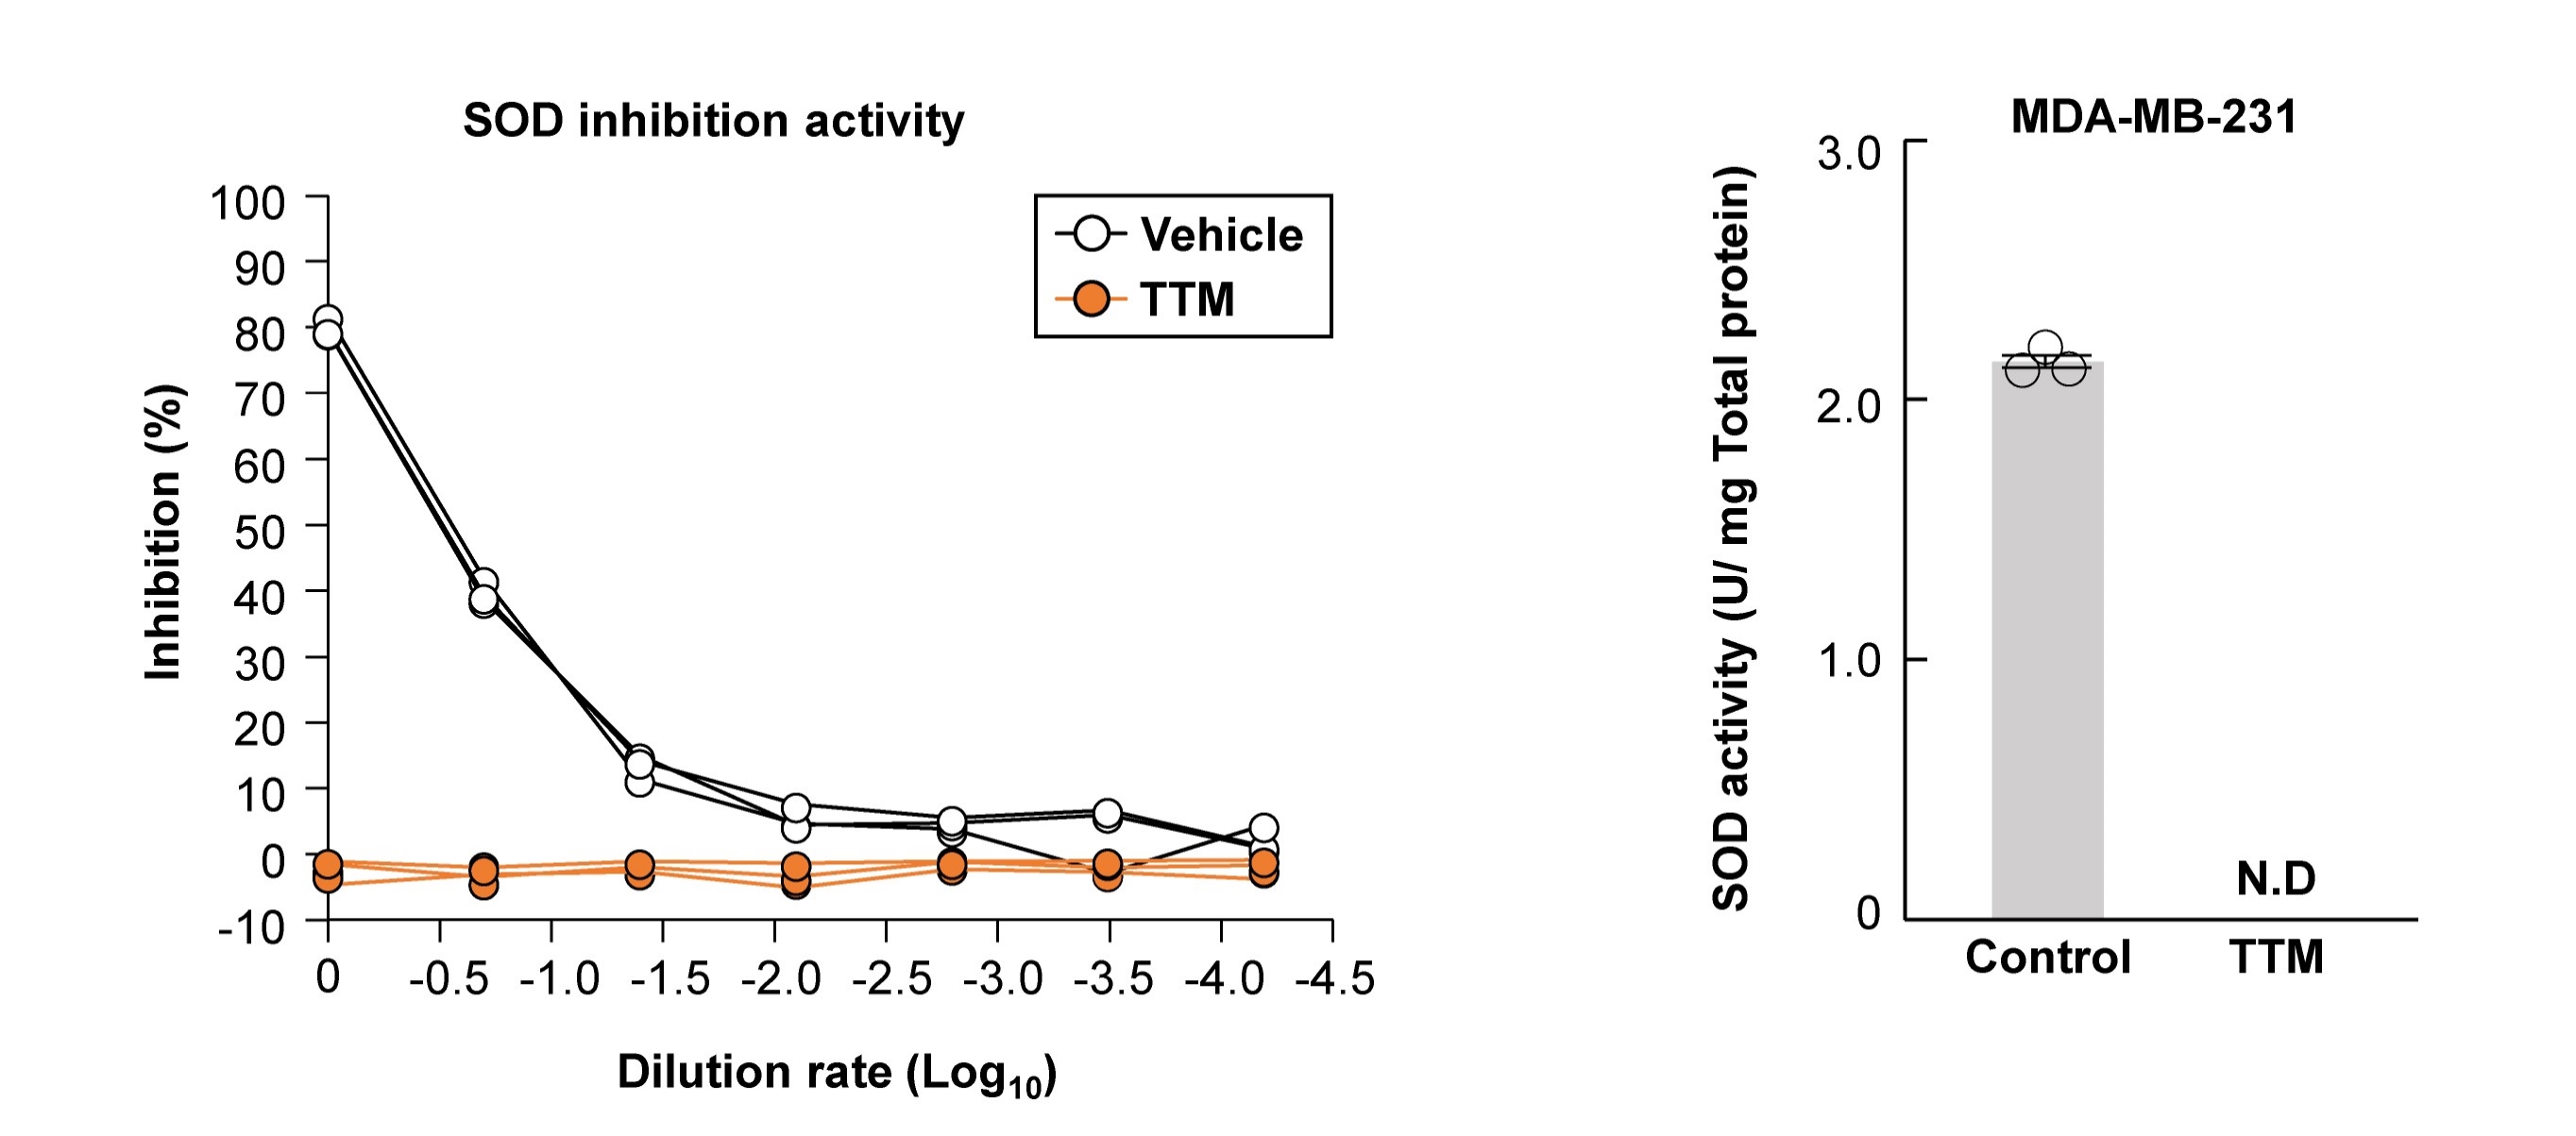
**

**Figure S10. Copper deficiency and SOD activity in MDA-MB-231 cells**

Effect of TTM on SOD activity in MDA-MB-231 cells. Left panel shows SOD inhibitory activity curve of extracts from MDA-MB-231 cells exposed to TTM. Right panel shows the number of units defined by the WST method calculated from the SOD inhibitory activity curve. Values are presented as the mean ± S.D. (n = 3). N.D: Not detected.

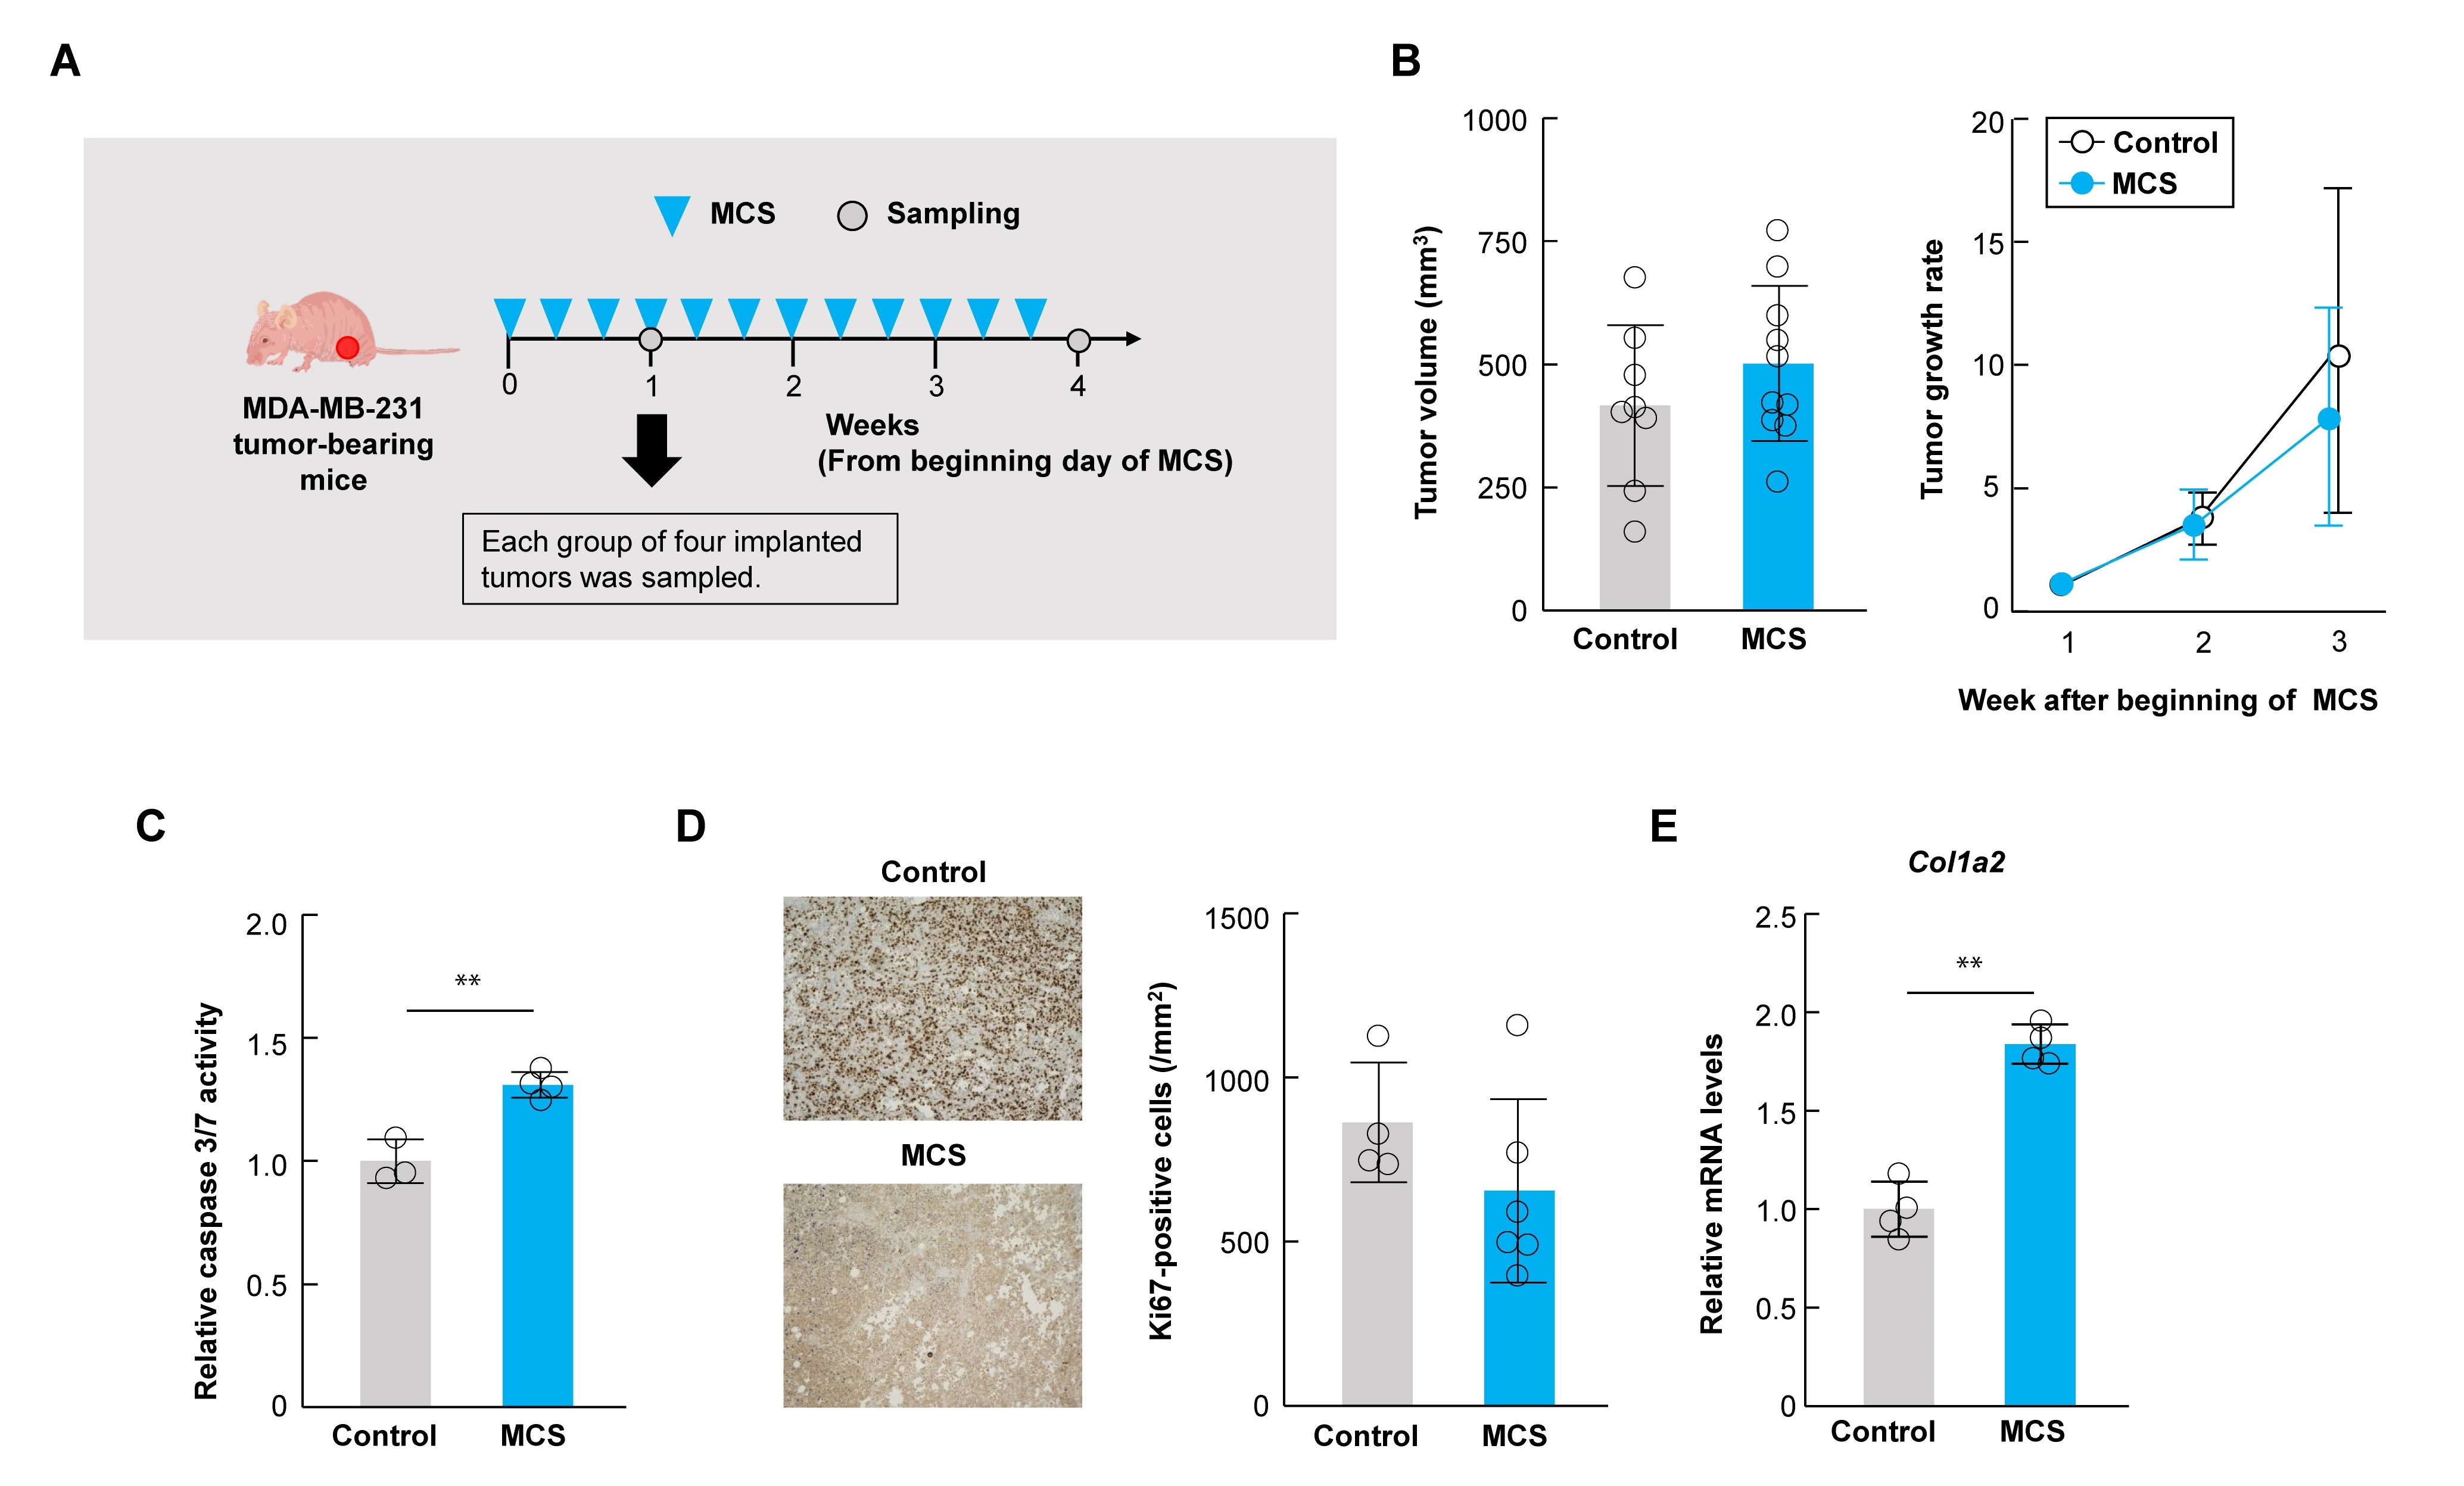

**Figure S11. Influence of MCS on MDA-MB-231 tumor growth in mice.**

**(A)** Schematic of the experimental procedure for MCS in MDA-MB-231-implanted mice. **(B)** Effect of MCS treatment on the tumor growth rate in tumor-bearing mice. MDA-MB-231 cells were subcutaneously inoculated into the fat pads of mice. The left panel shows the tumor volume for each group 1 week following the first day of MCS treatment. Values are presented as the mean ± S.D. (n = 9–10). The right panel shows the tumor growth rate for each group from 1 to 3 weeks after the first day of MCS treatment, with the tumor volume at 1 week after starting MCS treatment set at 1.0. Values are presented as the mean ± S.D. (n = 5–6). **(C)** Caspase-3/7 activity in non-MCS-treated and MCS-treated MDA-MB-231 tumors 1 week after the start of MCS treatment. Values are presented as the mean ± S.D. (n = 3–4), with the control group's value set at 1.0. ***P* < 0.01 indicates a significant difference between the two groups (*t_5_* = 5.843, Student’s t-test). **(D)** Immunohistochemical staining of Ki-67 in non-MCS-treated and MCS-treated MDA-MB-231 tumors 4 weeks after the first day of MCS treatment. Ki-67 staining was visualized using 3,3′-diaminobenzidine (brown), and nuclei were stained with hematoxylin (blue). Values are presented as the mean ± S.D. (n = 4–6). **(E)** mRNA levels of the fibroblast marker *Col1A2* in non-MCS-treated and MCS-treated MDA-MB-231 tumors 1 week after the first day of MCS treatment. The value for the non-MCS-treated group is set at 1.0. Values are presented as the mean ± S.D. (n = 4). ***P* < 0.01 indicates a significant difference between the two groups (*t_6_* = 9.705; Student’s t-test).

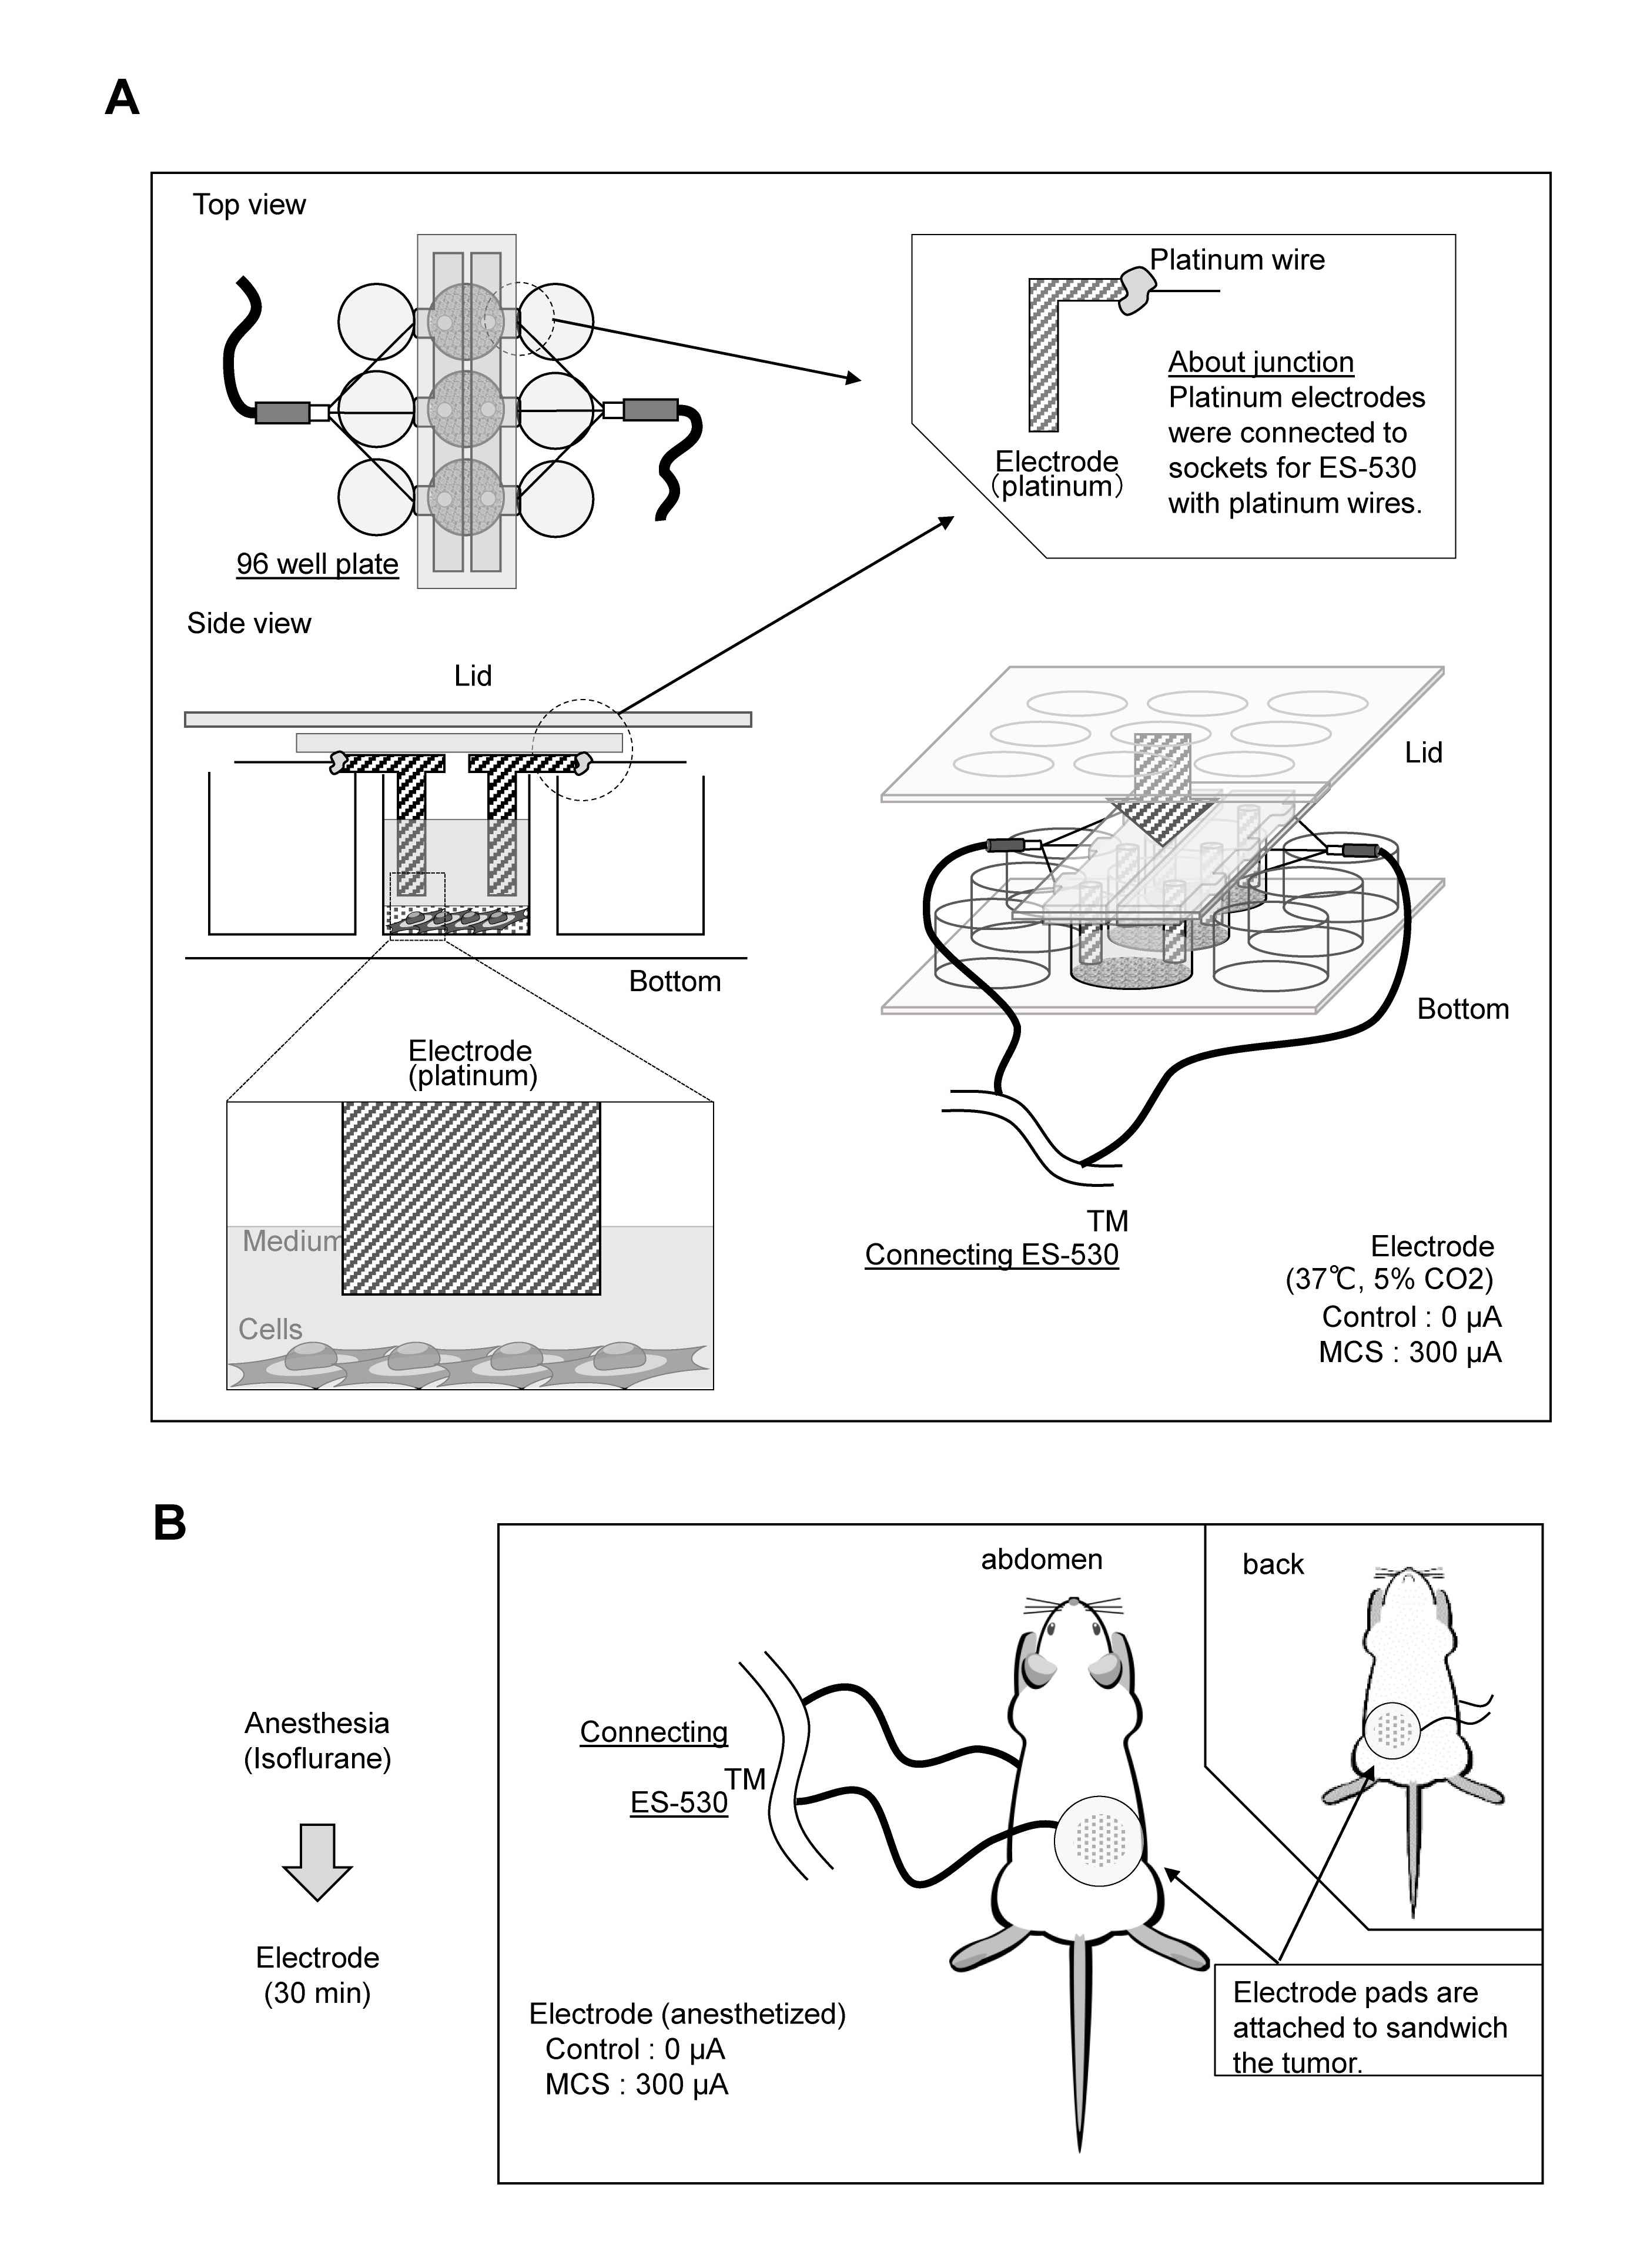

**Figure S12. Establishment of the MCS system for treating cells and mice.**

(A) Illustration of the *in vitro* MCS system components. The MCS system, utilizing ES-530^TM^ (Ito Co., Ltd., Tokyo, Japan), was used to treat cultured cells through platinum electrodes. (B) Illustration of the *in vivo* MCS system components. Mice were anesthetized and treated with MCS via sticky electrodes (Φ 32 mm × t 1.3 mm) connected to the ES-530^TM^ on their abdomens and backs.

**
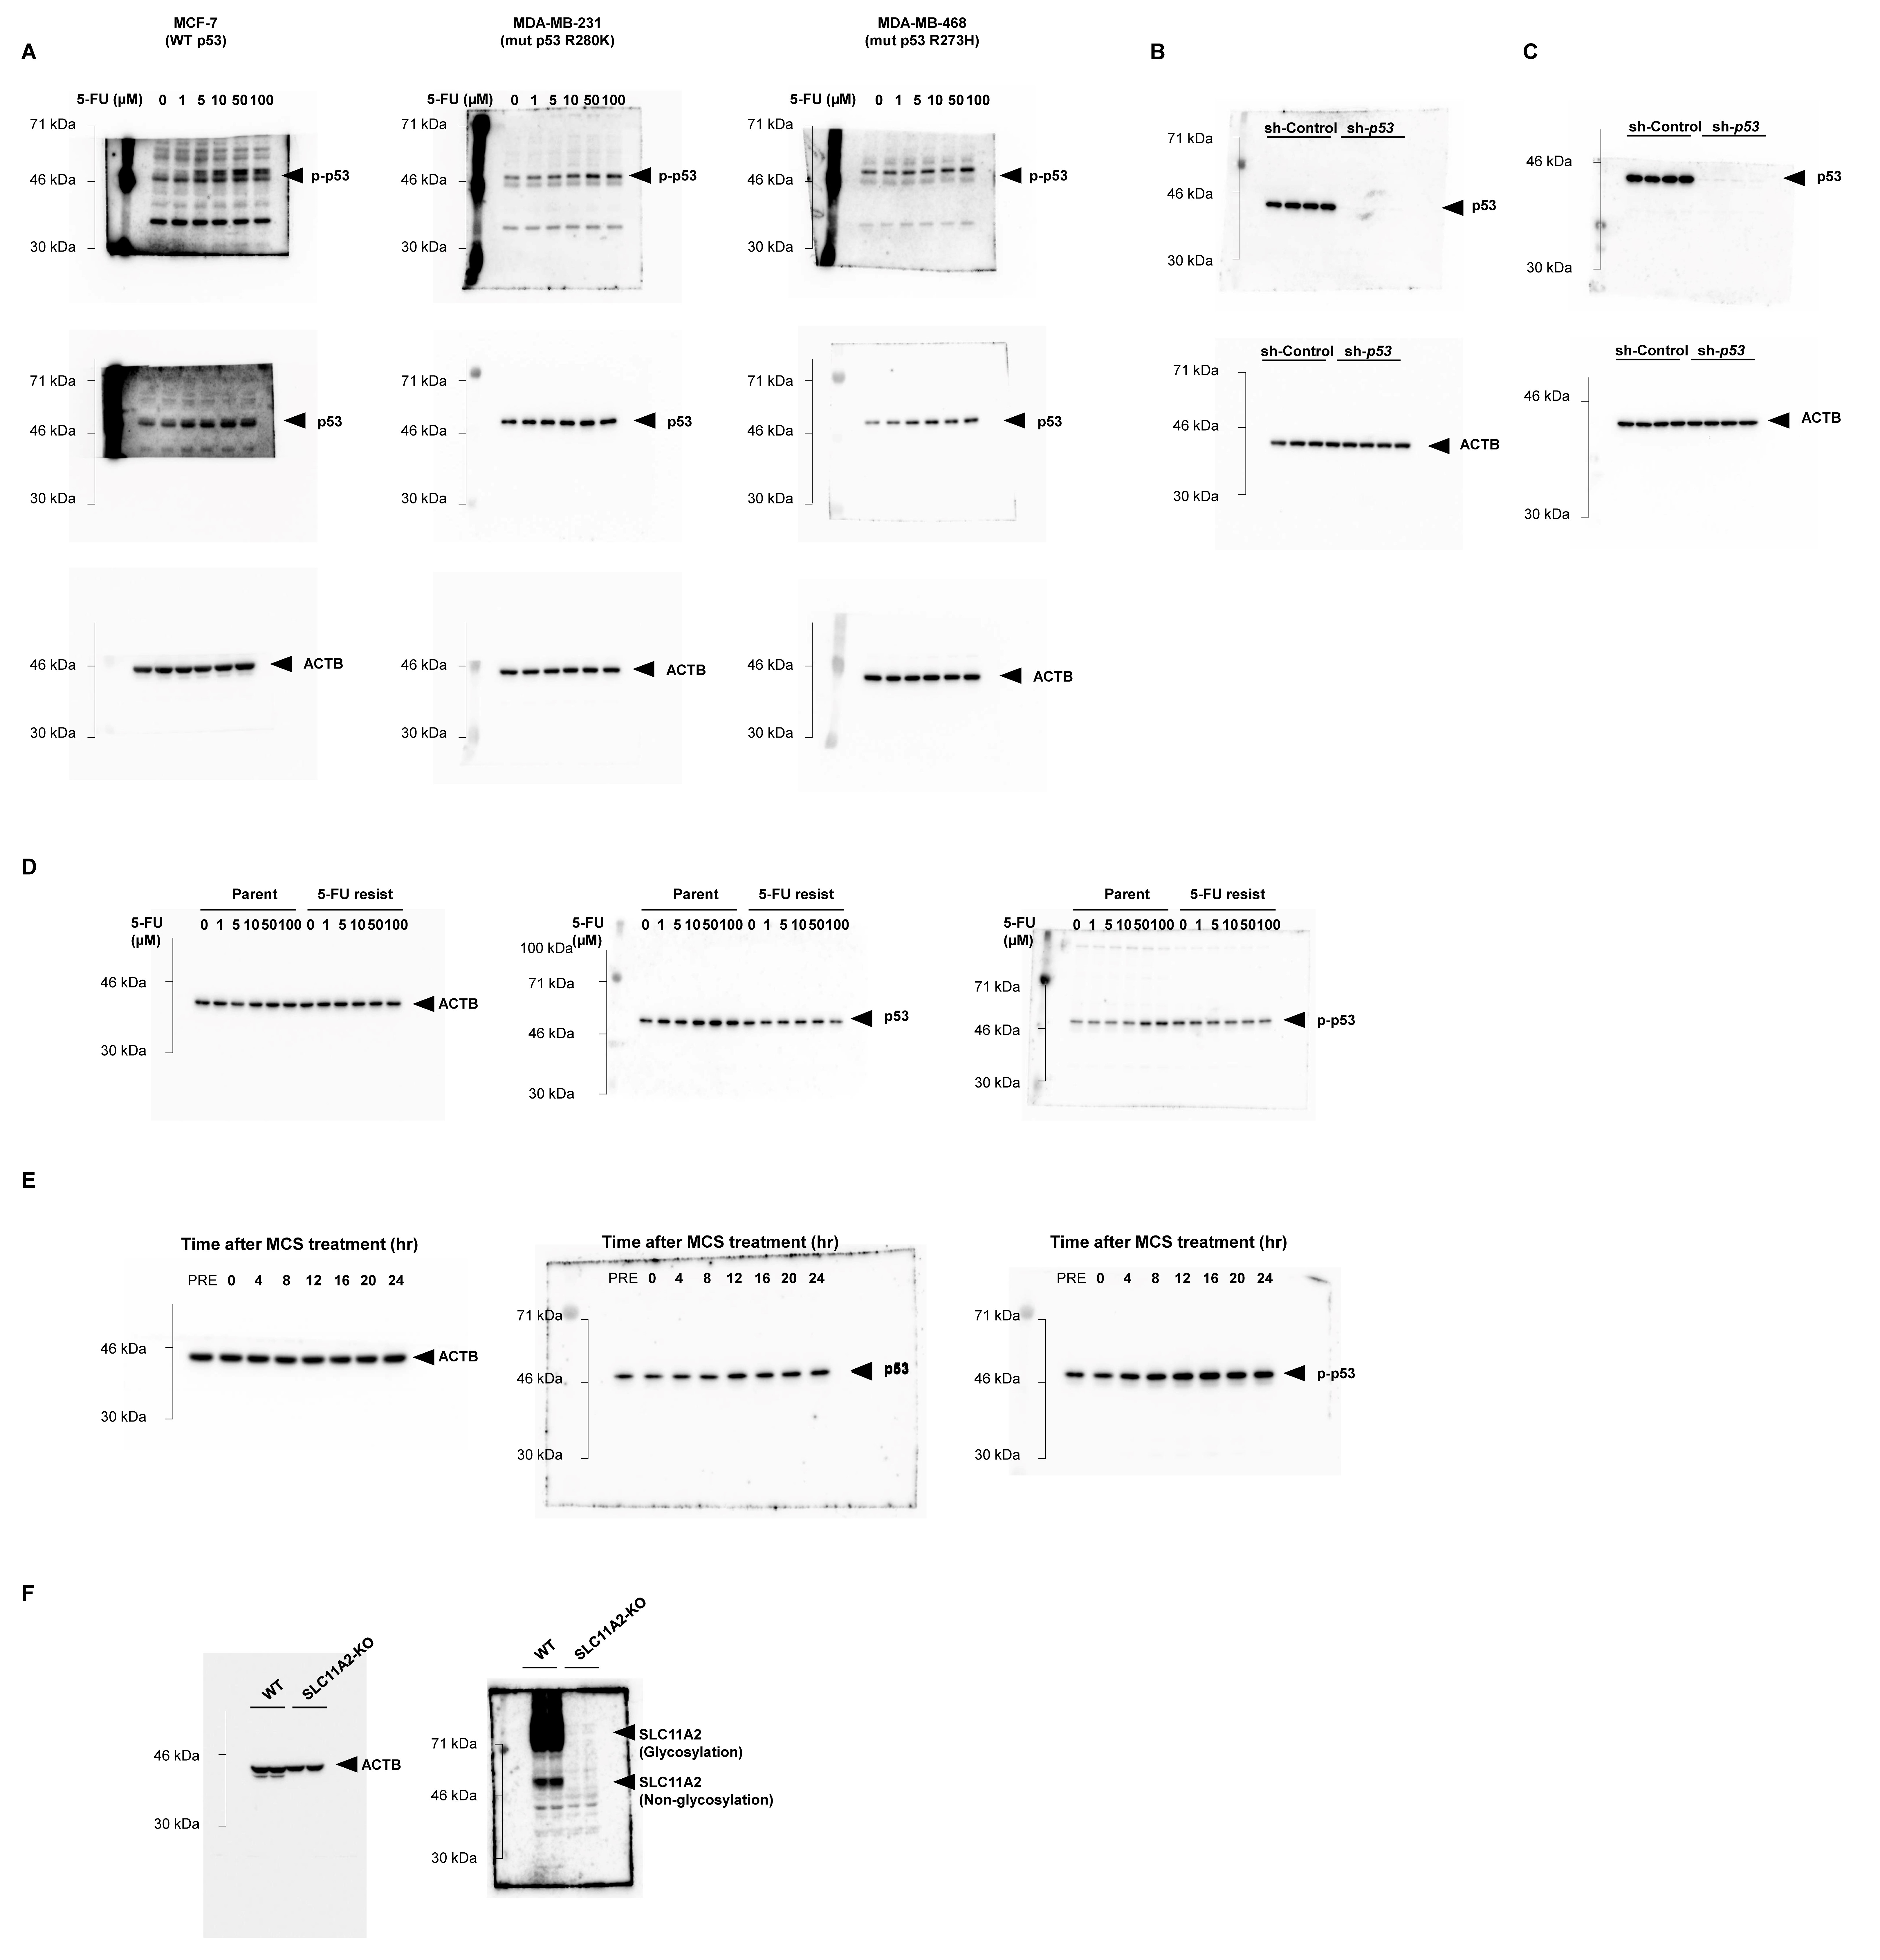
**

**Figure S13. Uncropped images of western blots.**

**(A)** Protein expression of p53 and phosphorylated p53 (p-p53) in MCF-7, MDA-MB-231, and MDA-MB-468 cells after treatment with 5-FU at concentrations ranging from 0 to 100 µM for 48 h, as shown in **Figure 1B**. **(B)** Protein levels of p53 and ACTB in MDA-MB-231 cells transduced with either sh-Control or sh-*p53* lentivirus, as shown in **Figure 2I**. **(C)** Protein expression of p53 and ACTB in MDA-MB-468 cells transduced with either sh-Control or sh-*p53* lentivirus, as shown in **Figure 3M**. **(D)** Protein expression of p53 and phosphorylated p53 (p-p53) in parental or 5-FU-resistant MDA-MB-231 cells after treatment with 5-FU at concentrations ranging from 0 to 100 µM for 48 h, as shown in **Figure 5B**. **(E)** Protein expression levels of p53 and phosphorylated p53 (p-p53) in MDA-MB-231 cells following MCS treatment, as shown in **Figure S5**. **(F)** Protein expression levels of SLC11A2 in SLC11A2 knockout MDA-MB-231 cells, as depicted in **Figure S8A**.

**Table S1 Primer sequences for human BAX promoter region**

| **Gene** | **Primer** |
| --- | --- |
| Human *BAX* promoter region (992 bp)  Forward  Reverse | 5′- CCGCTCGAGCCCATGTAAACACCATTCAGA -3′  5′- CATAAGCTTTCCCCGGACCCGTCCATCACC -3′ |
| Human *BAX* promoter region (204 bp)  Forward  Reverse | 5′- CCGCTCGAGGATTGGACGGACGGCTGTTGG -3′  5′- CATAAGCTTTCCCCGGACCCGTCCATCACC -3′ |

**Table S2 Primer sequences for quantitative PCR analysis.**

| **Gene** | **Primer** |
| --- | --- |
| Mouse *Col1a2*  Forward  Reverse | 5′- AAGGGTGCTACTGGACTCCC -3′  5′- TTGTTACCGGATTCTCCTTTGG -3′ |
| Mouse *Actb*  Forward  Reverse | 5′- ACTGTCGAGTCGCGTCC -3′  5′- CGCAGCGATATCGTCATCCAT -3′ |
| Human *BAX*  Forward  Reverse | 5′- CCCGAGAGGTCTTTTTCCGAG -3′  5′- CCAGCCCATGATGGTTCTGAT -3′ |
| Human *CD44*  Forward  Reverse | 5′- TGCAGGTATGGGTTCATAGAAG -3′  5′- GGTGGAGCTGAAGCATTGAAG -3′ |
| Human *NOXA*  Forward  Reverse | 5′- GGAGACAAACTGAACTTCCGGCA -3′  5′- GGCACCCATGAATGCACCTTCA -3′ |
| Human *PTGS2*  Forward  Reverse | 5′- CTGGCGCTCAGCCATACAG -3′  5′- CGCACTTATACTGGTCAAATCCC -3′ |
| Human *PUMA*  Forward  Reverse | 5′- GACCTCAACGCACAGTACGAG -3′  5′- AGGAGTCCCATGATGAGATTGT -3′ |
| Human *SLC11A2*  Forward  Reverse | 5′- ATCGGCTCAGACATGCAAGA-3′  5′- TTCCGCAAGCCATATTTGTC -3′ |
| Human *18s Ribosome*  Forward  Reverse | 5′- CGGCTACCACATCCAAGGAA -3′  5′- GCTGGAATTACCGCGGCT -3′ |

**Table S3 Primer sequences for ChIP analysis.**

| **Gene** | **Primer** |
| --- | --- |
| Human *BAX* gene p53 binding site  Forward  Reverse | 5′- GCATTAGAGCTGCGATTGGACG -3′  5′- TGAACGTGCGTCCTTCACGTG -3′ |
| Human *NOXA* gene p53 binding site  Forward  Reverse | 5′- CCTTCCCAACTCAAACACGATG -3′  5′- TCGAACTTGAAGAGTATGGGCAG -3′ |
| Human *PUMA* gene p53 binding site  Forward  Reverse | 5′- GAGGAGTTCCCAATGTTGCAAATGG -3′  5′- TCACCTTCCAGTGCCTAGTGTG -3′ |

How the deposited data were processed for this re-analysis (not part of the article)

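Total RNA of MDA-MB-231 and MCF-7 cells, each with and without MCS, was measured by RNA-seq in 4 libraries, 1 per condition. Conditions were taken from the sample labels and the paper, and every column of values was matched to a sample by its name. The authors trimmed the reads with Trimmomatic 0.38 and estimated counts per gene with RSEM 1.3.0 and Bowtie 2, and the submitters' processing notes name the build GRCh38. The gene annotation is not given in the sources used here. The deposited values are a normalized signal, CPM divided by edgeR's scaling factor of the library, which is why they do not sum to the same total in every library. The factors recovered from the values were 0.970 and 0.987 for the MDA-MB-231 control and MCS libraries and 1.05 and 0.998 for the MCF-7 libraries. They equalled those that edgeR's TMM method gave on the recovered reads.

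From these values, log2((MCS + 1)/(control + 1)) was computed for genes with a value of at least 1 in at least 1 of the 2 libraries of a line, and a gene was counted as higher or lower at a log2 ratio of 1 or -1, which is 2-fold. This scale understates the ratio of genes with low values, so the ratios printed for genes are plain ratios of the values, with exact Clopper-Pearson 95% intervals from the recovered reads. Genes with no read in 1 library are given as at least a fold against a floor of 3 reads. The log2 threshold of 1 has the size of the one in the paper's methods, which apply it to edgeR fold changes, so that values plus 1 make it stricter here at low values. The paper's p-value was not repeated because a single pair of libraries has no replicate spread. The gene lists, the alternatives and the rule for naming genes were set before the data were examined. The rule took the 12 highest and 12 lowest log2 ratios of each line among genes with a value of at least 5, every gene the paper names, up to 4 members of each list with the largest ratio in size, and every p53 target or ferroptosis gene 2-fold higher or lower.

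The median log2 ratio of each list was placed among 10000 random lists of the same size, matched on expression in 20 bins, as a description of these libraries. Lists with fewer than 5 measured members have no percentile. Of 840 distinct symbols in 33 lists, 741 were found as written, 41 by an older symbol and 58 were not found. Coordinates and shared sequence come from GENCODE release 29, to which 16980 of 17830 genes were matched, and shared sequence is the share of 100-base stretches of a gene's transcripts found in another gene on the same strand. The counts were estimated by RSEM, which divides reads between such genes, so their values are uncertain.

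After the data were seen, edgeR 4.0.16 in R 4.3.3 was run on the recovered reads with cell line as a block, as a quasi-likelihood test of 1 MCS coefficient for both lines. It treats the lines as replicates, a gene with reads in 1 line alone can be called, has 1 residual degree of freedom and tested 14625 genes, with p-values adjusted by the Benjamini-Hochberg method. Other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Tested on simulated data for MDA-MB-231, the 2-fold threshold found 91.9% of 74 genes made 2.5-fold different and 0% of 61 made 1.5-fold different, and the counting intervals held the true ratio for 95.9% of 14543 genes. For MCF-7, it found 95.8% of 71 genes made 2.5-fold different. In a simulation of both lines for that coefficient, edgeR called 97.1% of 102 genes made 2-fold different, and 5.29% of its 208 calls were unchanged genes. In all simulations the changed genes were drawn from genes at a level of at least 5, which for edgeR held in both lines. The shares of changed genes found therefore do not cover genes with values between 1 and 5. The single-line simulations held counting noise only, so their rates cover no variation between cultures. That of edgeR gave changed genes the same fold in both lines and every gene the same spread beyond counting. Its share of unchanged genes therefore cannot be carried over to the calls in the data.

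The alternatives were pseudocounts of 0.1 and 3, no filter on low values, a minimum value of 5, rescaling each library to the same total, centring on the median gene or on reference genes, a 1.5-fold threshold and list means. Those added after seeing the data were a counting interval that excludes 1, leaving out genes that share at least 50% of their sequence, and the edgeR test. ChIP-seq data, the paper's functional terms and its other cell lines were not analysed here.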

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

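The tests on RNA from MCF-7 cells, on handling, on scaling and on replicating cells were chosen only after the results they bear on were seen. The paper does not report RNA-seq of MCF-7 cells, where 189 genes were 2-fold or more higher and 194 were 2-fold or more lower with MCS, or 135 and 364 with ratios centred on reference genes. Across both lines, 24 genes were 2-fold higher in each and 10 were 2-fold lower in each, against 0.67 and 0.37 for independent lists.

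The median log2 ratio of NRF2 and oxidative stress genes was 0.41 in MDA-MB-231 and 1.57 in MCF-7 cells, and the paper, which discusses SOD1 and GPX4 of this list, does not report it. Reads shared with near-identical genes are argued against, since over members with at most 10% of sequence shared the medians of 0.39 and 1.36 still lay above 100% of the random lists in both lines. RNA or reads of the MCF-7 MCS library in the MDA-MB-231 MCS library are argued against too, since 15 luminal markers were raised there by a median of 0% of their MCF-7 value (quartiles -0.22% to 0.04%), against 6.98% for 20 NRF2 genes. The paper states that controls had the same electrode placement and connections, and 0 further libraries test handling of the stimulated cells other than the current. A response of the cells to MCS is a hypothesis, since it was found and tested on the same libraries. For it, 12 of 33 genes were called higher by edgeR with counting intervals above 1 in both lines. Those intervals use the reads that edgeR used and cover counting error only, not variation between cultures.

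Replication-dependent histone genes, which the paper does not discuss, had medians of -0.75 in MDA-MB-231 and -0.86 in MCF-7 cells. Transcript length and GC content are argued against, since the medians lay above 0% of random lists made from the 50 genes nearest in both, in each line. Scaling of the libraries is argued against as well, because the medians were -0.66 and -1.02 after centring on reference genes. A lower share of replicating cells is a candidate explanation, with medians of -0.34 and -0.62 for DNA replication genes. Neither cell numbers nor cell cycle phases were measured in these libraries, so this stays a hypothesis.

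Among genes listed at 0 in one library of a line and at 5 or more in the other, 6 of 8 cases had a partner sharing at least 50% of their sequence. With the partner's value added, the log2 ratios had a median size of 0.16 (quartiles 0.05 to 0.26), although HIST1H4K in MCF-7 stayed at -0.92. A sum also stays near 0 where the partner has far more reads than the gene, so this test alone cannot decide. Reads assigned between genes that share sequence remain a candidate explanation for the cases with a partner other than HIST1H4K. These include SERF1A and TMEM189-UBE2V1 in both lines with opposite directions. No biological explanation was tested for them.

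Some lists lay on opposite sides in the 2 lines, and these differences were not tested. The median of cholesterol synthesis genes was -0.32 in MDA-MB-231 and 0.17 in MCF-7 cells, where it was close to 0 after centring on reference genes, at 0.0095. Hypoxia genes had medians of -0.19 and 0.14, which became -0.09 and -0.02 on that scale, both on the same side of 0.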

How the results depend on the processing

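Within a line, no paired analysis was possible because each condition has 1 library and the labels give replicate 1 in all groups. With a pseudocount of 0.1, the genes 2-fold higher and lower numbered 195 and 184 in MDA-MB-231 and 313 and 452 in MCF-7 cells, and the overlap of both lines was 58, with 22 lower. With a pseudocount of 3, these were 38 and 16, 122 and 79, and 18, with 2 lower. A minimum value of 5 gave 48 higher and 35 lower in MDA-MB-231, and fewer genes were tested. A 1.5-fold threshold, which lets more genes pass by construction, gave 414 and 487 in MDA-MB-231, 571 and 908 in MCF-7, and an overlap of 177, with 78 higher and 99 lower. Centring on reference genes, which moved the median gene by 0.09 in MDA-MB-231 and -0.17 in MCF-7, left 30 genes lower in MDA-MB-231 and 364 in MCF-7, where 135 were higher. On that scale the MDA-MB-231 medians were 0.26 for p53 targets, 0.16 for pro-apoptotic genes, 0.38 for ferroptosis genes and 0.50 for NRF2 genes, with 1.41 for NRF2 genes in MCF-7. There, 19 list medians changed sign, 13 in MCF-7 and 6 in MDA-MB-231. Of these, 17 lay within the central 95% of random lists, and the others, immediate early and hypoxia genes of MCF-7, reversed to -0.018 and -0.020. As means over members, ferroptosis genes had 0.54 and NRF2 genes 0.62 in MDA-MB-231. In place of the overlap, edgeR with cell line as a block, which pairs the libraries of a line and was chosen after seeing the data, called 144 genes, 65 higher and 79 lower. It tests 1 coefficient for both lines with no size threshold, so its calls are not an overlap: of these, 19 and 8 were 2-fold higher and lower in both lines. Apart from what is stated, the cause was not tested. With rescaled libraries or median centring, the numbers of genes 2-fold higher and lower in each line and their overlap stayed within 1.5 times. Median centring had little to move, since the median log2 ratios were already 0.0005 in MDA-MB-231 and -0.0056 in MCF-7. Leaving out the filter could not change these numbers, because 2-fold with 1 added needs a value of at least 1. Of 1024 counts of list members over all settings, 87 moved, 1 of them with rescaled libraries and 1 with median centring. Requiring an interval that excludes 1 removed no gene and left 80 and 56 in MDA-MB-231 and 189 and 194 in MCF-7. At this depth, a gene that passes the 2-fold threshold differs by enough reads to exclude 1, so this check adds no support. Leaving out genes that share sequence left 69 and 41, and 171 and 180, with 20 higher and 9 lower in both lines. Both alternatives were chosen after seeing the data. Over all settings, 420 of 512 list medians moved by less than their counting error, 90 by more, and 2 reversed from outside the range of random lists, and 2710 of 2863 values of named genes stayed within their counting intervals. The depth limits genes with values near 1, whose ratios rest on few reads.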

Differences from the paper's values

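Fig. 3A shows about 180 genes upregulated by MCS in MDA-MB-231 cells, the paper's count, read by eye as the sum of the 2 numbers in its circle, against 80 here. The paper applied log2 1 to edgeR fold changes with a p-value, while the 80 apply it to values plus 1, without a p-value, which is stricter at low values. Of the alternatives set before the data were examined, the pseudocount of 0.1 gave 195, within 1.5 times the paper's count. The pseudocount of 3 gave 38, the minimum value of 5 gave 48, rescaling gave 83, centring on reference genes gave 105, and no filter and centring on the median gene each gave 80, none within that range.

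For BAX, the paper's RT-qPCR in Fig. 3C shows about 1.6 times the control (SD about 0.2, read by eye), against 1.05 in the RNA-seq values plus 1. RT-qPCR is another assay, run on replicate samples that the paper does not link to the sequenced libraries. It was normalized to a ribosomal RNA and β-actin mRNA, whereas the RNA-seq values were scaled to the whole library. ACTB, the β-actin gene, was at 0.863 (0.851 to 0.875) times the control value in the MDA-MB-231 libraries. The measures of BAX are therefore not on the same scale. Centring on reference genes gave 1.12, within 1.5 times the paper's value, and none of the other alternatives that apply to single genes did. The ratios of PMAIP1 (NOXA), BBC3 (PUMA) and PTGS2 were within 1.5 times those of the paper's RT-qPCR.

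The paper states that ferroptosis-related genes did not increase after MCS, from functional terms of genes over 2-fold and RT-qPCR of PTGS2. It also reports no effect of the ferroptosis inhibitor ferrostatin on the growth inhibition by MCS. The list used here is another measure and also holds genes that restrain ferroptosis. Of its 28 measured genes, 7 were 2-fold or more higher in the MCS library, with HMOX1 the highest. Among these, HMOX1, FTH1, FTL, SLC7A11 and GCLM are also on the list of antioxidant genes. Their rise alone does not decide whether ferroptosis took place. The paper's own marker PTGS2, at 1.23 times the control value, was not 2-fold higher, and GPX4, which the paper also names, was at 0.858.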

Other observations

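Among the tests below, the edgeR test over both lines was chosen only after the ratios were seen. In MCF-7 cells, genes of the oxidative stress response were far higher with MCS. Of 33 measured antioxidant genes of the NRF2 list, 23 were 2-fold or more higher and none was 2-fold lower. HMOX1 was at 21.6 (19.3 to 24.3) times the control value, with values of 32.2 and 695. The aldo-keto reductase genes AKR1C1, AKR1C2 and AKR1C3, which share part of their sequence, were at 23.7 (15.8 to 37.4), 15.0 (13.9 to 16.2) and 10.2 (8.35 to 12.6). SLC7A11 was at 7.92 (7.50 to 8.38) and OSGIN1 at 8.97 (7.87 to 10.3). Genes of the aryl hydrocarbon receptor and estrogen metabolism had 7 of 20 members 2-fold higher and 1 lower. The lower one was UGT2B15, named after its value was seen, at 0.193 (0.0481 to 0.571) times the control. The median log2 ratio of this list was 0.40, or 0.24 after centring on reference genes. It was led by CYP1A1 at 34.0 (30.7 to 37.6) and ALDH3A1 at 26.2 (14.4 to 53.1). Of 25 estrogen receptor targets, 6 were 2-fold lower and the median was -0.47, below all random lists. The progesterone receptor gene PGR was at 0.237 (0.196 to 0.285), AGR3 at 0.0486 (0.0155 to 0.117), MYB at 0.406 (0.352 to 0.468) and the estrogen receptor gene ESR1 at 0.560 (0.528 to 0.595). DNA replication genes had 2 of 33 members 2-fold lower, TK1 at 0.455 (0.406 to 0.509) and TYMS at 0.489 (0.415 to 0.574), and TYMS is no longer 2-fold lower after centring on the median gene. The mitosis list had a median of -0.40, and both lists lay below all random lists.

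The p53 targets of MCF-7 cells had a median of 0.00, with 2 of 47 2-fold higher, GDF15 at 4.57 (4.24 to 4.93) and TSKU at 3.96 (3.71 to 4.24). That median was -0.16 after centring on reference genes. Pro-apoptotic and anti-apoptotic genes had medians of 0.08 and 0.07, which became -0.08 and -0.09 on that scale. Ferroptosis genes had 6 of 28 members 2-fold higher and a median of 0.24, above all random lists, which was 0.08 with that centring. Heat shock genes had a median of 0.34, also above all random lists (0.18 with that centring). Interferon-stimulated genes had -0.31, above 0.130% of the random lists, and extracellular matrix genes -0.21, above 0.01%. With that centring, these 2 medians were -0.47 and -0.37. Immediate early genes had 0.14, NF-kB and cytokine genes -0.01, autophagy and lysosome genes 0.12, integrated stress response genes 0.04 and iron handling genes 0.01. After centring on reference genes, immediate early genes had -0.02, autophagy and lysosome genes -0.04, integrated stress response genes -0.12 and iron handling genes -0.15.

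No copper handling, metallothionein or zinc export gene that was measured was 2-fold higher or lower in either line on the log2 scale with 1 added, although STEAP4, low in MCF-7, had a plain ratio of 0.455 (0.183 to 1.05) there. In MDA-MB-231 cells, the median of 25 copper handling genes was 0.09, with CUTC at 1.99 (1.63 to 2.43) and SOD1 at 1.33 (1.23 to 1.43) times the control value. The copper transporter gene SLC31A1 (CTR1) was at 0.979 (0.889 to 1.08). Of the metallothionein and zinc export list, 4 members were measured, with MT1X at 1.49 (1.25 to 1.78) and MT2A at 1.24 (1.18 to 1.29). The others were SLC30A1 at 1.10 (0.905 to 1.33) and MT1E at 0.928 (0.855 to 1.01), both with intervals that include 1. In MCF-7 cells the copper list had a median of 0.02 (-0.14 after centring on reference genes), and 3 metallothionein and zinc export genes were below the control, including MT2A at 0.803 (0.608 to 1.06).

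Medians of the other lists were, in MDA-MB-231 and MCF-7 cells, -0.16 and -0.03 for stemness genes, -0.01 and -0.21 for circadian clock genes, -0.08 and 0.01 for cytosolic ribosomal proteins, 0.30 (above 99.96% of the random lists) and 0.08 for small structured RNAs, and 0.08 and 0.02 for genes the paper names. Those of ribosomal proteins, clock genes in MDA-MB-231, and small RNAs and paper genes in MCF-7 change sign with the centring. In MDA-MB-231 the estrogen receptor targets had -0.05, which became 0.05. Leukocyte and endothelial markers had -0.29 and -0.25 with 6 measured in each line, and fibroblast markers -0.12 and -0.38 with 4 and 5. Reference genes had -0.09 and 0.16, the latter above 98.8% of the random lists. No mitochondrially encoded gene was listed. Of 15 stemness genes measured in MCF-7 cells, 2 were 2-fold higher, among them ALDH3A1, and none was 2-fold lower. Luminal markers had medians of -0.19 and -0.09, above 1.27% and 0.130% of the random lists, and mesenchymal markers -0.04 and 0.06, of which the mesenchymal ones change sign with the centring. As a check of the cell lines, the luminal genes GATA3 and CDH1, picked after the values were seen, stood at 3.35 and 0.0930 in the MDA-MB-231 MCS library and at 965 and 826 in that of MCF-7.

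Across 12580 genes, the log2 ratios of the lines had a Pearson correlation of 0.30 and a Spearman correlation of 0.28, and genes are not independent replicates. The edgeR test of 1 coefficient for both lines called 65 genes higher and 79 lower at an adjusted p under 0.05, and 756 and 1055 at an unadjusted p under 0.05. Of the calls after adjustment, 53 higher and 62 lower passed the filter in both lines with counting intervals that exclude 1 in that direction, whereas 12 and 17 did not and rest on 1 line or are unclear in the other. SERPINB2, with no reads in MCF-7, and RAMP3, with none in MDA-MB-231, are among these. The intervals cover counting error only, on the reads that edgeR also used, so they are no separate evidence of an effect within a line. Of 33 NRF2 genes tested, 13 were higher (25 when adjusted over the list alone), 12 of them by intervals in both lines, while AKR1C2 was at 0.836 (0.123 to 4.94) in MDA-MB-231. Of 34 histone genes, 22 were lower (34 when adjusted over the list alone), 17 of them by intervals in both lines. For 47 p53 targets, SERPINE1 and GDF15 were higher, the latter with an interval that spans 1 in MDA-MB-231, at 1.39 (0.686 to 2.88) (4 higher and 1 lower when adjusted over the list alone), and of 34 pro-apoptotic genes none was called either way. HMOX1 had a log2 fold change over both lines of 4.18 (adjusted p = 1.1e-05 from edgeR's quasi-likelihood test), higher in both lines.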
